# Comprehensive analysis of both long and short read transcriptomes of a clonal and a seed-propagated model species reveal the prerequisites for transcriptional activation of autonomous and non-autonomous transposons in plants

**DOI:** 10.1186/s13100-022-00271-5

**Published:** 2022-05-12

**Authors:** Ting-Hsuan Chen, Christopher Winefield

**Keywords:** Transposable element, Stress treatment, Transcription, Differential expression, Alternative splicing, Nanopore sequencing

## Abstract

**Background:**

Transposable element (TE) transcription is a precursor to its mobilisation in host genomes. However, the characteristics of expressed TE loci, the identification of self-competent transposon loci contributing to new insertions, and the genomic conditions permitting their mobilisation remain largely unknown.

**Results:**

Using *Vitis vinifera* embryogenic callus, we explored the impact of biotic stressors on transposon transcription through the exposure of the callus to live cultures of an endemic grapevine yeast, *Hanseniaspora uvarum*. We found that only 1.7–2.5% of total annotated TE loci were transcribed, of which 5–10% of these were full-length, and the expressed TE loci exhibited a strong location bias towards expressed genes. These trends in transposon transcription were also observed in RNA-seq data from *Arabidopsis thaliana* wild-type plants but not in epigenetically compromised Arabidopsis *ddm1* mutants. Moreover, differentially expressed TE loci in the grapevine tended to share expression patterns with co-localised differentially expressed genes. Utilising nanopore cDNA sequencing, we found a strong correlation between the inclusion of intronic TEs in gene transcripts and the presence of premature termination codons in these transcripts. Finally, we identified low levels of full-length transcripts deriving from structurally intact TE loci in the grapevine model.

**Conclusion:**

Our observations in two disparate plant models representing clonally and seed propagated plant species reveal a closely connected transcriptional relationship between TEs and co-localised genes, particularly when epigenetic silencing is not compromised. We found that the stress treatment alone was insufficient to induce large-scale full-length transcription from structurally intact TE loci, a necessity for non-autonomous and autonomous mobilisation.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s13100-022-00271-5.

## Background

A substantial proportion of eukaryotic genomes are comprised of transposable elements (TEs) [1, 2]. These elements have long been considered unavoidable and deleterious components of host genomes, being described variously as parasitic or junk DNA. However, there has been a recent resurgence in interest in the roles of TEs, in particular those associated with genome and organism evolution [2–6], as well as environmental adaptation [7–10].

The first committed step in the life cycle of a transposon is the transcription of a fully competent, or autonomous, copy of a given TE. De-novo transcription of these TEs is an absolute requirement for TE mobilisation irrespective of TE type. Autonomous transposition of type I retrotransposons is dependent on reverse transcription of transcripts derived from intact retrotransposon loci, while autonomous mobilisation of type II DNA transposons requires transcription of a functional transposase enzyme that facilitates the transposase-mediated excision of elements from genomic loci containing the corresponding inverted repeat sequences [5, 11]. Non-autonomous TE elements, such as terminal-repeat retrotransposon in miniature (TRIMs) or miniature inverted-repeat transposable elements (MITEs), cannot mobilise without the aid of functional protein elements provided by closely related autonomous elements. In addition to possible transposition, transcription of TE loci, containing either intact or fragmented TEs, can impact normal activity of neighbouring genes without generating new TE insertions by interfering with normal gene splicing and epigenetic silencing of these loci [12, 13].

Eukaryote epigenetic regulatory networks are known to target TE activity through DNA methylation, histone modification and small RNA based mechanisms [14–16]. Consequently, the complex interplay between initiation of TE transcription and epigenetic suppression sets the scene for transposon mobility and the consequential impact that such mobility has on genome function.

Despite the multitude of TE-focused silencing mechanisms, TEs remain able to mobilise and contribute to genetic diversity across evolutionary time. It is unclear both how TEs escape from these silencing systems and at what rates to increase their prevalence in many wild-type eukaryote genomes. Reactivation of TE transcription and mobilisation has often been observed in plants containing mutations that impair epigenetic silencing [9, 17–20]. In wild-type backgrounds that are not impaired in epigenetic silencing, it has been widely reported that the establishment of plant tissue culture or stress treatments can result in transcriptional activation and mobilisation of TEs [21–25]. Investigation of the location of new TE insertions has revealed an insertion bias of low-copy-number DNA transposons and LTR-retrotransposons towards the gene-rich region in maize [26, 27], rice [28–30], and *Arabidopsis thaliana* [9]. Mobilisation of elements, as mentioned above, relies on autonomous TEs, whose transcriptional activity and production of encoded proteins is an essential precursor of transposition. However, which of these autonomous elements is key often remain elusive.

Due to the highly repetitive nature of TE sequence in genomes, most literature on TE transcriptional regulation reports this transcriptional activity at the family level [12]. Thus very little is known about the number and location of autonomous TE loci that contribute to observed pool of TE transcripts. Attribution of sequencing reads to specific autonomous loci has been practically impossible. This inability to effectively determine transcriptional activity at individual TE loci hampers the study of the transcriptional regulation of these loci and, therefore, regulation of the mobilisation of autonomous TE elements and partnered non-autonomous loci throughout the genome.

To address these questions, we chose to use *Vitis vinifera,* and specifically, embryogenic callus, as a model system to thoroughly interrogate exposure of these cultures to biotic stressors with respect to the impact of such stress on the transcription of TE loci. Grapevine, being largely clonally propagated, is likely to have epigenetic landscapes that favour transposon activity due to the lack of epigenetic reprogramming observed in sexually propagated plant species [31, 32]. This system provides a useful counterpoint to sexually reproducing systems, such as Arabidopsis, where the epigenetic landscape is reset at each generation [33].

The combination of a small (~ 0.5 Gb), well annotated genome and transposon landscape [34–36], alongside a potentially favourable epigenetic landscape, presented grapevine as a useful model system to study transposon activation. The biotic stressor we chose to expose callus to was live *Hanseniaspora uvarum* cultures. This organism is a yeast that is commonly found in vineyards [37–39] and that we have previously shown to activate TE transcription in embryogenic callus [21]. To validate our findings in grapevine, we also explored the transcriptional patterns of TE loci in Arabidopsis using published *A. thaliana* RNA-sequencing (RNA-seq) datasets, including wild-type [40], and *ddm1* mutants [17]. The *ddm1* mutant is impaired in epigenetic silencing of heterochromatic TEs [18] and shows high levels of TE mobilisation. Short-read RNA-seg data is being augmented by the RNA-seq data produced by longer read sequencing technology. While long-read sequencing technology delivers obvious benefits for analysis of TE activity in genomes [32], the availability of large numbers of short-read sequence datasets still provides a need for TE-analysis pipelines for these datasets. Short-read sequence data has a number of well documented shortcomings [41]. This has resulted in most analyses focusing on family level analysis, abandoning attempts to use these data to identify transcription from specific loci within genomes [12]. To circumvent these commonly encountered issues with the mapping of short-read RNA-seq datasets to repetitive sequences, we utilised multiple existing tools to collectively identify ‘TE expression candidates’. We define these as annotated TE loci that were mappable by both unique- or multi-mapping short sequencing reads and thus potentially expressed (see Methods). After defining the set of TE loci from which identified transcripts can originate we further delved into the nature of these loci and resolved uniquely mapped loci and un-mappable loci due to the lack of identifiable nucleotide variation within and between expression candidates. Our analyses reveal that the transcriptional activity of TE expression candidates was tightly linked with expressed genes in terms of co-location of expressed genes and TE insertions and with respect to the temporal pattern of expression of the co-localised genes. In order to augment and validate our analysis pipeline for short-read sequence data, we explored the utility of long-read sequence technology to detect transcription of potentially autonomous elements and thus map their location in a genome, using long-read Oxford Nanopore cDNA sequencing in the grapevine system.

## Results

### Most TE expression candidates are fragmented and polymorphic TE loci

Following the system established by Lizamore [21] to activate TE transcription, *V. vinifera* (Pinot noir UCD5 clone) embryogenic callus cultures were subjected to either a mock treatment (hereinafter Vv_Mock; which included vigorous shaking that was expected to mount a wounding response in this tissue; see Methods) or mock treatment plus *H. uvarum* live cultures (hereinafter Vv_Yeast). Samples were collected after exposure at four time points, with an untreated embryogenic callus culture included as a common time zero (Vv_T = 0) for both Vv_Mock and Vv_Yeast treatments (see Methods and Fig. 1a for experimental schematic). 

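The Illumina data comprised 27 RNA-seq libraries of Pinot noir embryogenic callus in 9 groups of 3. The groups were untreated callus (T0), callus shaken in liquid medium and sampled after 1, 3, 6 and 12 h (Mock), and callus shaken likewise and kept with the yeast *H. uvarum* for the same times (Yeast). The authors aligned the reads to the PN40024 12X genome with HISAT2. For each annotated TE locus they counted unique-mapping reads with HTSeq, unique- and multi-mapping reads with bedtools, and danglers, which are mates of TE-mapped reads that align uniquely beside the locus, with TEFingerprint. The bedtools files also give the average read depth of each locus, and the gene files give HTSeq counts and FPKM of CRIBI genes. The tables cover 223411 TE loci in 232 families of 9 superfamilies, and 31845 genes. All counts are as the authors deposited them, without scaling. Gene counts per library ranged from 15283214 to 16722679 at T0 (median 16521628). Those of the Mock libraries ranged from 14795675 to 15372503 at 1 h (median 15173503), from 15637623 to 16462376 at 3 h (median 15753537), from 15025935 to 16066160 at 6 h (median 15260009) and from 15367011 to 16463177 at 12 h (median 15902624). The Yeast libraries held 10779939 to 13584517 gene counts at 1 h (median 12217890), 6066113 to 11945226 at 3 h (median 9873814), 13275786 to 15014682 at 6 h (median 14984948) and 13229857 to 13938836 at 12 h (median 13848610). In Table S1, the share of reads removed before alignment was 6.6 to 12.1% in the Yeast libraries at 1 h. It was 8.85 to 22.8% in those at 3 h and 0.272 to 0.668% in the T0 and Mock libraries. This share includes quality and adapter losses as well as rRNA and tRNA reads. The Yeast library of replicate 3 at 3 h had both the largest removed share and the fewest gene counts. A pair of Mock libraries at each time point differed little, with a chi-square per gene of 1.198 to 1.49 against 3.01 to 8.12 between the other Mock pairs. These pairs still differed by more than sampling noise, which does not show that they are independent samples. All libraries were kept as replicates, and counts with each close pair summed are given in the closing section. The methods call the replicates biological and the supplementary methods call them technical, so the p-values given beside these data measure only the spread between these samples, which may be technical. A TE locus was taken as an expression candidate with the paper's thresholds where all 3 libraries of at least 1 time point passed. Differences between groups were tested on the counts with edgeR's quasi-likelihood test over all 27 libraries, with Benjamini-Hochberg adjustment.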

Triplicated treatments of embryogenic callus were carried out, RNA-seq libraries prepared and sequence data generated as outlined in Methods. All TE loci potentially transcribed were identified by our analysis pipeline constituted by existing tools (see Methods and Fig. 1b). To provide data to validate our analysis pipeline we retrieved the RNA-seq data of Arabidopsis wild type (*Col*) [40] and *ddm1* mutant [17] and subjected this to the same analysis pipeline. The pipeline produced three sets of TE loci that passed our arbitrary expression threshold (see Methods and Fig. 1b) and were united as a pool of expression candidates. ‘Trackable’ expression candidates were considered TE loci in which mapped reads possessed a unique polymorphism such as a single nucleotide variant (SNV) or a small insertion or deletion (INDEL). ‘Un-trackable’ expression candidates represent a collection of TE loci for which the sequencing reads obtained show no sequence divergence and that all TE loci in this set have to be considered as potentially transcribed and likely represent TEs that have recently mobilised [47]*.*

**Fig. 1:**
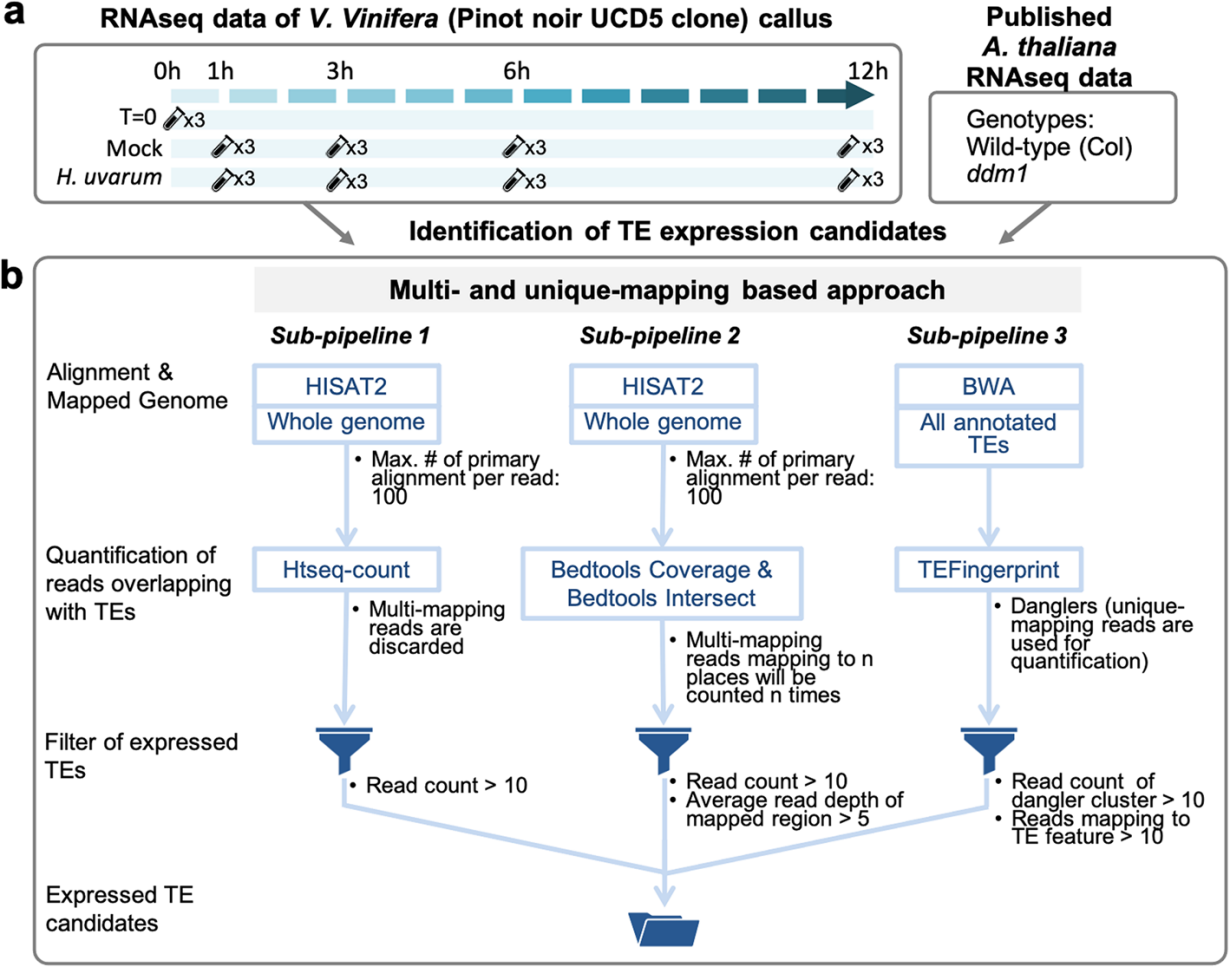
Short-read RNA-seq data sources and the analysis workflow to identify expressed TE loci. **a** A schematic of the sampling regime for the generation of grapevine short-read RNA-seq data. The grapevine RNA-seq data was derived from the *V. vinifera* embryogenic callus subjected to time-series stress treatment (each with three biological replicates). Published RNA-seq data of *Arabidopsis thaliana* seedlings of wild-type [40] and *ddm1* [17] were also used in the analysis pipeline. **b** Computational workflow to identify TE expression candidates. The first and second sub-pipelines apply HISAT2 [42] for the alignment of sequencing reads against the reference genome and then use htseq-count [43] and Bedtools toolset [44], respectively, to quantify reads overlapping with TEs. While htseq-count only adopts unique-mapping reads, Bedtools incorporates both unique- and multi-mapping reads. The third sub-pipeline uses BWA [45] to align reads against TE sequences, after which the mates of TE-mapped reads would be fed into TEFingerprint [46] for mapping against the reference genome to capture danglers. The three sets of TEs passing through the filtering steps are joined together as a pool of expression candidates (see Methods, Fig. S1 and additional file 1 for detailed descriptions of definitions and thresholds)

In *V. vinifera* embryogenic callus, our analysis workflow identified 3698 (1.6%), 5524 (2.5%), and 5531 (2.5%) of a total of 223,411 annotated TE loci as expression candidates in Vv_T = 0, Vv_Mock, and Vv_Yeast samples, respectively (Fig. 2a). 

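LINE retrotransposons were the most over-represented superfamily among the expression candidates. They made up 10.5% of the annotated loci but 21.8% of the candidates at T0, 30.8% in Mock and 29.3% in Yeast. Of all annotated LINE loci, 1.86% were candidates at T0 and 4.24% in Mock. Copia retrotransposons supplied 25.9, 25.5 and 30.0% of the candidates at T0, in Mock and in Yeast. Gypsy retrotransposons, the superfamily with the most annotated loci (29.0%), supplied 22.9, 17.0 and 15.5%. Together, 2004 loci (0.897% of those annotated) were candidates at T0, 3221 (1.44%) in Mock and 2394 (1.07%) in Yeast. The T0 set rests on 3 libraries, and the Mock and Yeast sets are unions over 4 time points and 12 libraries each. Within single time points, Mock had 2368 candidates at 1 h, 2406 at 3 h, 1985 at 6 h and 1842 at 12 h. Yeast had 1651, 1448, 1236 and 1033 at the same times. A candidate passed in each of 3 libraries, and counting loci that passed in any single library gave 3960 at T0, 6105 in Mock and 5884 in Yeast.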

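Most annotated TE loci had no read in any library of a condition. They numbered 195181 (87.4%) at T0, 179568 (80.4%) in Mock and 168340 (75.3%) in Yeast. A further 26226 loci (11.7%) at T0, 40622 (18.2%) in Mock and 52677 (23.6%) in Yeast had reads without reaching the threshold. Single Yeast libraries at 3 h had unique-mapping reads at 15473 ± 1463 loci (SD, n = 3), and Mock libraries at 3 h at 12622 ± 334. Within Yeast at 1 h and at 6 h, libraries with more reads removed before alignment had more such loci (13717 to 16044 and 9911 to 12044). At 3 and 12 h this order was not strict, although 3 h replicate 3, with 22.8% removed, had 17161. The paper reports contamination from the live yeast in the Yeast libraries. Whether such reads add to these loci was not tested. At 12 h the Yeast libraries had them at 9292 ± 680 loci and the Mock libraries at 11159 ± 367.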

Of the total number of loci containing annotated TE sequence in the *Vitis* genome, 75–87% were effectively excluded as having no evidence of transcription and a further 11–22% of annotated TE loci fell below our expression threshold due to insufficient support in terms of numbers of mapped reads (Additional file 2: Fig. S2). 

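A core of 1268 candidate loci was found at T0, in Mock and in Yeast. Mock and Yeast shared 528 loci that were not candidates at T0, and T0 and Mock shared 520 that were not candidates in Yeast. T0 and Yeast shared 17 loci that were not candidates in Mock. The loci found in a single condition numbered 199 at T0, 905 in Mock and 581 in Yeast. The order of Mock and Yeast depends on how replicates are joined, with 1021 and 1092 by their mean, 1456 and 2031 by any single library and 1897 and 5187 by their sum, and it also turned with more than 5 reads and depth over 2.5 (1401 and 1493).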

In each of the tested conditions (Vv_T = 0, Vv_Mock and Vv_Yeast), different sets of expression candidates were identified (Fig. 2b). The increase in number of expression candidates uniquely found in Vv_Mock (1139 TE loci; Fig. 2b) and Vv_Yeast (1913 TE loci; Fig. 2b) compared to our time 0 control (Vv_T = 0; 329 TE loci; Fig. 2b) indicates heightened transcriptional activation of TE loci due to wound and biotic stress treatments.

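Per library, TE loci with more than 10 unique-mapping reads were most numerous in Mock at 3 h and least numerous in Yeast at 12 h. They numbered 1408 ± 154 (SD, n = 3 libraries) at T0 and 1750 ± 98.3 in Mock at 3 h. Mock callus had 1321 ± 66.9 loci at 12 h. In Yeast they numbered 941 ± 45.7 at 6 h, against 1401 ± 54.6 in Mock, and 651 ± 34.5 at 12 h. Every Mock library at 3 h lay above every T0 library, and every Yeast library at 6 and 12 h lay below every Mock library of its time (two-sided exact permutation tests, each p = 0.1, the smallest that 3 libraries against 3 allow; 0.24 after adjustment over 12 comparisons). The Yeast libraries at 1 h (1435 ± 325) and at 3 h (1423 ± 367) overlapped with those of T0 and Mock. With the read minimum scaled to the gene counts of each library, Yeast at 3 h had 2936 ± 1555 loci and lay above Mock. Whether reads from the yeast itself add to this was not tested. Thinned to equal TMM-scaled gene totals, a setting chosen after seeing the data, Yeast at 12 h had 631 ± 38.3 loci and Mock 547 ± 7.01, so the lower number in Yeast depends on the scaling. From the larger numbers of candidates found only in Mock or only in Yeast than only at T0 (Fig. 2b), the paper concludes that wound and biotic stress treatments activated TE loci.

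**Figure D1:**
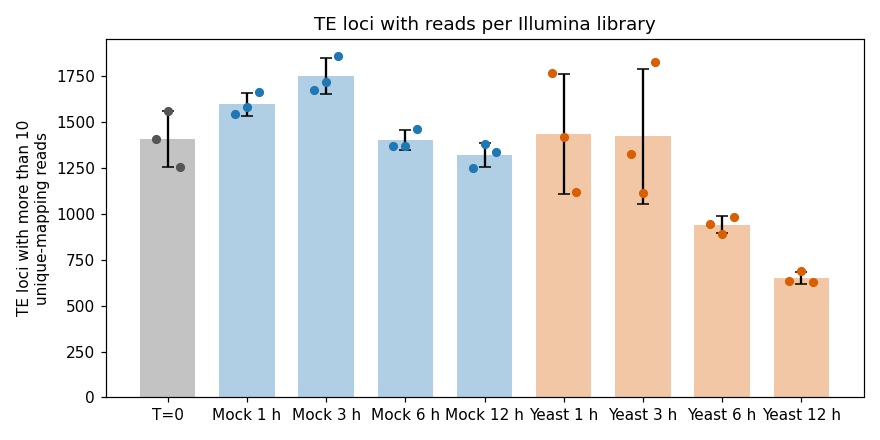
TE loci with more than 10 unique-mapping reads per library (y axis) in the 9 groups of the time series (x axis). Points are the 3 libraries, bars their mean and error bars their SD. The Yeast libraries at 12 h sit between 628 and 691 loci, below the 1248 to 1379 of Mock at 12 h.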

**Fig. 2:**
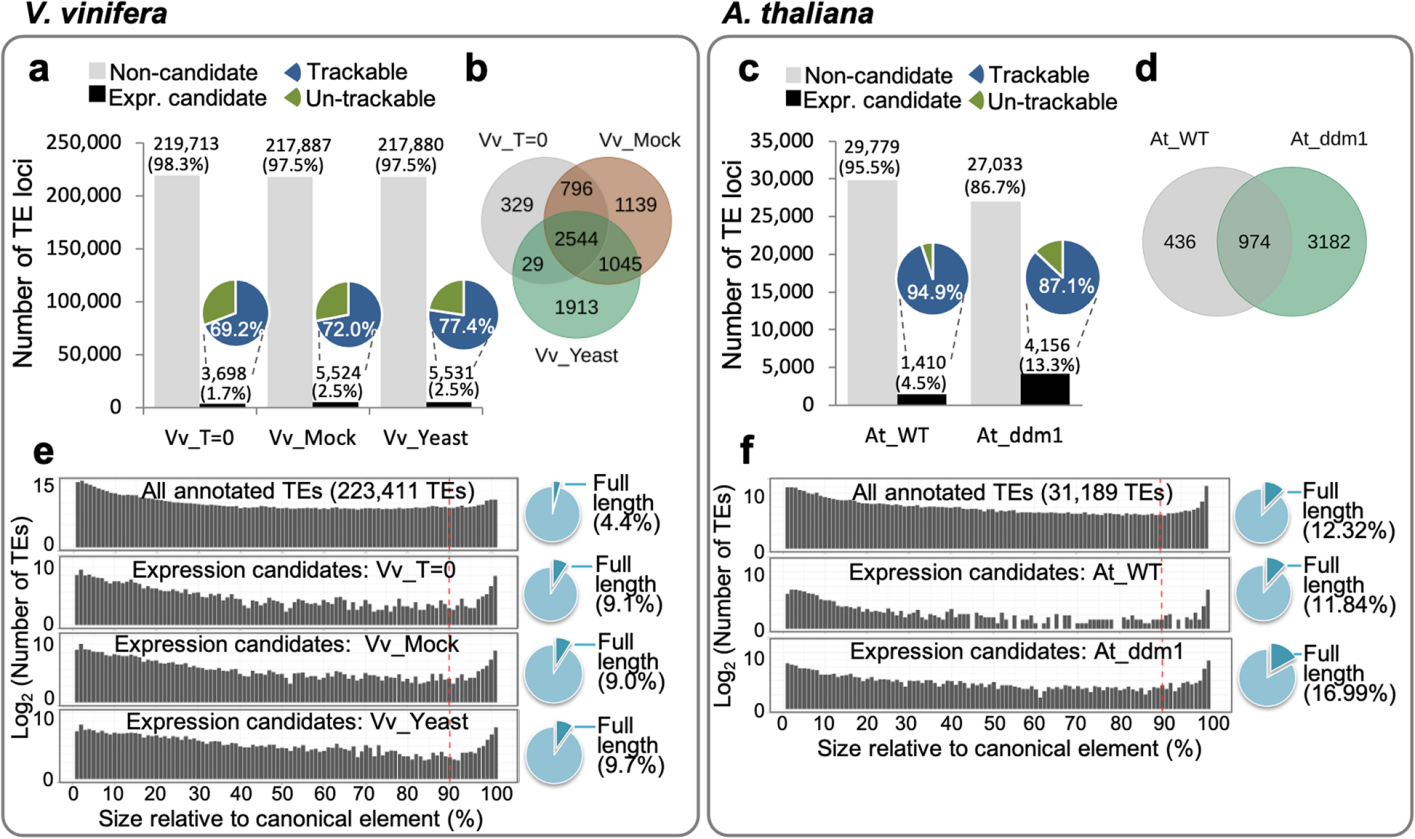
Identification of TE expression candidates in *V. vinifera* embryogenic callus and *A. thaliana* seedlings. **a, c** Bar charts demonstrating the abundance of TE expression candidate loci identified in different experimental conditions or genotypes of the *V. vinifera* (**a**) and *A. thaliana* (**c**) systems, with pie charts showing the proportion of trackable/un-trackable loci of TE expression candidates. **b, d** Venn diagrams showing different sets of TE expression candidates in the *V. vinifera* (**b**) and *A. thaliana* (**d**) systems. **e, f** Histograms demonstrating the length integrity of all annotated TE loci and TE expression candidates, and pie charts showing the proportion of full-length TE loci among all annotated TE loci and TE expression candidates, in the *V. vinifera* (**e**) and *A. thaliana* (**f**) systems. Trackable elements refer to those loci that has sufficient sequence divergence to allow reads to be unambiguously mapped to a specific genomic locus. Un-trackable elements refer to loci that have reads that multimap to many loci due to lack of any sequence divergence at these loci, the assumption being these represent recent insertions that have not yet accumulated sequence variation

Similarly, in the Arabidopsis RNA-seq datasets, the wild-type dataset revealed over 95% of the total 31,189 annotated Arabidopsis TE loci were excluded from the pool of expression candidates, leaving 1410 TE loci identified as expression candidates (Fig. 2c). However, in the mutant *ddm1* background, the number of expression candidates increased to 4156 TE loci (Fig. 2c), of which 3182 were transcribed TE loci compared to wild type (Fig. 2d). This marked difference in patterns of transcribed loci in the *ddm1* mutant likely reflected the deficiency in the epigenetic regulatory system in this mutant background leading to more transcriptionally permissive epigenetic landscape and activation of TEs [18].

Depending on the experimental condition or genotype in the *V. vinifera* and *A. thaliana* system, 69.2–77.4% and 87.1–94.9% of the expression candidates, respectively, contained unique-mapping reads, and were thus identified as trackable expression candidates in these two plant systems (Fig. 2a, c). 

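LINE and MULE candidates were mostly trackable, while Copia and Gypsy candidates mostly were not. Among LINE candidates 74.8% were trackable at T0, 76.0% in Mock and 81.0% in Yeast, and among candidates of the DNA transposon superfamily MULE 73.8, 72.3 and 77.1%. Among Copia candidates the shares were 34.7, 31.8 and 31.3%, and among Gypsy candidates 24.8, 26.3 and 34.0%. Over all superfamilies, 1014 of 2004 candidates at T0 were trackable by unique-mapping reads or danglers (50.6%, 95% Wilson interval 48.4 to 52.8%). Mock had 1724 (53.5%, 51.8 to 55.2%) and Yeast 1319 (55.1%, 53.1 to 57.1%). The intervals cover counting error only. Where 1 unique-mapping read in any library made a candidate trackable, the shares were 81.2, 89.3 and 90.0%.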

Of the identified expression candidates, most where fragmented, with only 9–10% or 11–17% of the expression candidates in *V. vinifera* and *A. thaliana* system retaining > 90% integrity compared to the length of canonical elements (Fig. 2e, f). 

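Full-length loci were more frequent among the Copia-3 and Copia-23 candidates than among those of the other LTR-retrotransposon families together. In the 41 LTR-retrotransposon families of Table S3, 185 of 502 candidates at T0 were full-length (36.9%, 95% Wilson interval 32.7 to 41.2%). In Mock they were 261 of 762 (34.3%) and in Yeast 245 of 648 (37.8%). Of all annotated loci of these families 4.58% were full-length. A multi-mapping read counts at each copy and the read minimum does not depend on locus length. This contrast therefore does not show that full-length copies made more RNA. Without Copia-3 and Copia-23, the other 39 families had 22 full-length candidates at T0 (8.76%), 39 in Mock (10.3%) and 45 in Yeast (14.8%). Un-trackable candidates at T0 had a median length of 1102.5 bp and trackable ones of 510.0 bp, against 291 bp over all annotated loci. In Mock the medians were 1022 and 612.5 bp, and in Yeast the order turned, with 1110.0 bp for un-trackable and 1144 bp for trackable candidates. The full-length loci of a family were taken as its longest ones, as many as Table S3 lists, and canonical lengths of families outside that table were not used here.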

We termed TE loci with > 90% integrity in length ‘full-length’ TE loci.

The high proportion of trackable and fragmented TE loci in the pools of expression candidates in both systems indicate that the bulk of transcription of TEs observed in plants is likely derived from TEs which have both accumulated sequence polymorphisms and are fragmented, indicating that they likely derived from much older TE insertion events.

### The characteristics of TE expression candidates varies by TE family

The high proportion of fragmented elements triggered our interest in determining whether the degree of mutation accumulation within expressed TE families varied according to each family’s mobilisation history. We hypothesised that transcribed TE loci of more recently mobile families are expected to have less sequence divergence compared to those transcribed TE loci belonging to families with more ancient mobilisation events [48, 49]. Thus while there may not be a correlation between older versus newer insertions and transcription levels of TE-loci, younger elements may have a higher proportion of full-length and un-trackable loci.

To test this assumption, we initially considered the grape control data (Vv_T = 0) and grouped grapevine expression candidates hierarchically by each family, degree of sequence divergence (i.e. trackable or un-trackable), and length (i.e. fragmented or full-length). Of the TE loci showing evidence of transcription 2558 (69%) of the total 3698 expression candidates were trackable, whereas the remaining 1140 expression candidates fell into the ‘un-trackable’ category (Fig. 3a). Among the 232 TE families, belonging to nine super-families, presented on the y-axis of Fig. 3a, 174 of these contained expression candidates in the control treatment, Vv_T = 0. 

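At T0, candidates came from 162 of the 232 TE families. Of these, 105 families had 1 to 9 candidates and 36 had 10 to 23.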

Of the 174 families, 102 contained fewer than ten expression candidate loci, and a further 32 families contained 10 to 23 expression candidate loci (Additional file 3: Table S3). It was noticeable that 6 of the 174 TE families had more than 100 expression candidate loci; these families were Copia-23 (211 expression candidates), Gypsy-12 (175 expression candidates), VLINE1 (245 expression candidates), VLINE4 (211 expression candidates), VLINE5 (117 expression candidates) and VLINE6 (139 expression candidates). However, of these, the expression candidate loci in 5 of the families were mostly fragmented and trackable TE sequences (Additional file 3: Table S3), indicating that only a small number of families contribute the bulk of putatively transcribed loci, while the bulk of the expressed TE families have few transcriptionally active TE loci. 

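Copia-23 and Gypsy-12, both LTR retrotransposons, had the most candidates at T0 when all 3 libraries were asked for. Copia-23 had 178 and Gypsy-12 had 144, and no other family had more than 100. VLINE4 had 84 candidates, VLINE1 83, Copia-3 73, VLINE6 68, Gypsy-13 63 and VLINE5 44. Of these, VLINE4 had 68 trackable candidates, VLINE1 had 61, VLINE6 had 43 and VLINE5 had 31. Gypsy-12 had 4 trackable and 140 un-trackable candidates. This order depends on the rule, since by the sum of replicates VLINE1 (512) and VLINE4 (464) had more than Copia-23 (374), and so they had by sub-pipelines 1 and 3 (61 and 68 against 6).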

In fact, half of the expressed TE families (87 of the 174 expressed families) possessed only trackable expression candidates, and a further 74 TE families had only 1 to 20 un-trackable expression candidates, most of which are fragmented.

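Of the families with candidates at T0, 59 had only trackable candidates. In 94 families there were 1 to 20 un-trackable candidates.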

**Fig. 3:**
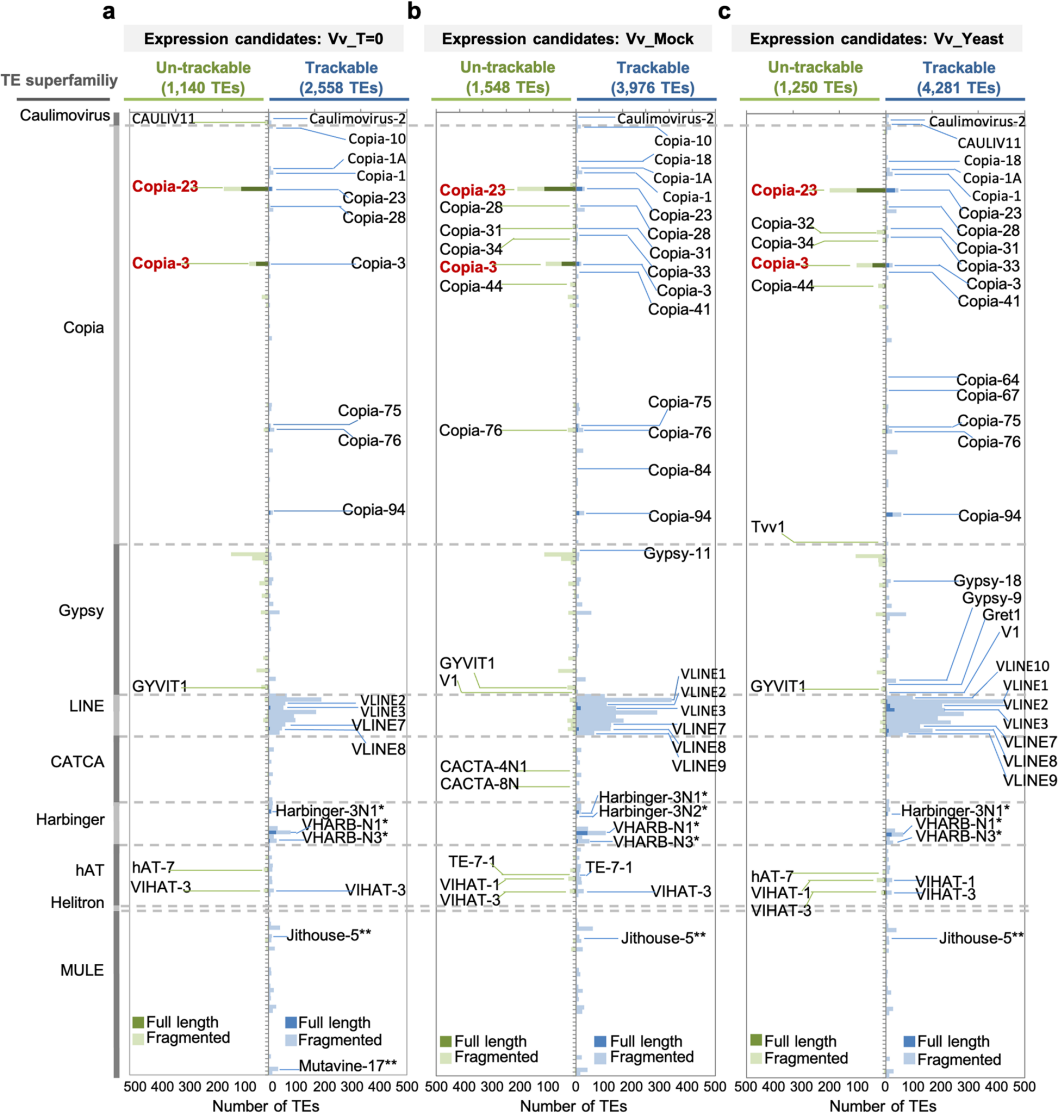
Transcriptionally active TE families in grapevine embryogenic callus. **a–c** Histograms demonstrating all expression candidates of Vv_T = 0 (**a**), Vv_Mock (**b**), and Vv_Yeast (**c**) categorised by families, distinctiveness and integrity. Each bar represents a TE family containing expression candidates. The expression candidates were then further grouped into un-trackable (green) and trackable (blue) candidates, those of which full-length were filled with either dark green or dark blue. TE families containing at least two full-length expression candidates of either group were indicated. Note that Harbinger families missing open reading frame (ORF) encoding transposase and MULE families lack of terminal inverted repeats (TIRs) in their canonical sequences are indicated

These observations demonstrates that the vast majority of the transcriptionally active loci across TE families are fragmented and could be identified by polymorphisms (e.g. SNVs and INDELs). In contrast, Copia-23 and Copia-3 families were over-represented with expression candidates that were both un-trackable and potentially full-length. These findings were concordant with the observations in Vv_mock (Fig. 3b) and Vv_Yeast (Fig. 3c). 

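Copia-3 and Copia-23 candidates at T0 were nearly all un-trackable, and the larger part of them were full-length. Of 73 Copia-3 candidates 71 were un-trackable, and 49 of these were full-length. Counting the trackable ones, 68.5% of the Copia-3 candidates were full-length (95% Wilson interval 57.1 to 78.0%), against 22.3% of the 403 annotated Copia-3 loci. Copia-23 had 172 un-trackable candidates, of which 108 were full-length. Its full-length share was 63.5% (56.2 to 70.2%), against 34.1% of the 645 annotated loci. Un-trackable candidates passed by bedtools counts, where a read counts at each of its positions, so they are not independent, as the intervals assume. The read minimum also does not depend on locus length, so longer loci may pass more easily. These shares therefore do not show which copies made the RNA.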

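Candidates came from 175 TE families in Mock and 170 in Yeast. In Mock, 6 families had more than 100 candidates, namely Copia-3, Copia-23, Gypsy-12, VLINE1, VLINE4 and VLINE6. In Yeast, 4 families did, namely Copia-3, Copia-23, VLINE1 and VLINE4. VLINE1 had 203 candidates in Mock and 140 in Yeast, and VLINE8 had 22 at T0, 95 in Mock and 69 in Yeast.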

In the treatment series, we observed larger numbers of TE families containing transcribed TE loci, however, as observed in the control Vv_T = 0, most of the expressed families possess a majority of loci that are fragmented. Copia-3 and Copia-23 remained the two families possessing the largest numbers of full-length un-trackable expression candidates (Additional file 3: Table S3).

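Copia-23 had 143 full-length un-trackable candidates in Mock and 131 in Yeast. Copia-3 had 69 in Mock and 57 in Yeast. In the other 39 LTR-retrotransposon families of Table S3 together, 13 candidates in Mock and 12 in Yeast were full-length and un-trackable.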

A closer interrogation of the sequences of the canonical Copia-3 element and the 90 annotated full-length Copia-3 elements shows a condensed phylogenetic cluster mostly comprised of structurally intact (and thus potentially autonomous) Copia-3 indicated by the presence of LTRs flanking an intact INT domain (Additional file 2: Fig. S3; also see Methods). This cluster included 26 sequences, 19 of which were structurally intact un-trackable expression candidates with over 90% read coverage of the annotated INT domain, and a further 4 of which were intact trackable Copia-3 with a nearly complete transcription of INT (see Methods).

A similar analysis of the Copia-23 family, comparing the canonical sequence of Copia-23 and the 220 full-length Copia-23 sequences, revealed that the 11 un-trackable and four trackable structurally intact candidates with nearly complete transcription across INT were scattered in 5 broom-like unresolved clusters. These clusters were densely packed with other un-trackable candidates that had either lost intact LTRs or lacked full INT coverage (Additional file 2: Fig. S4). These compact clades with short branches were distinguished from the sequences of unexpressed full-length Copia-23.

To test the contribution of the full-length Copia-3 loci to the pool of Copia-3-related transcripts, reads mapping to all Copia-3 expression candidates were categorised into four groups by whether they mapped to; full-length trackable, full-length un-trackable, fragmented trackable and fragmented un-trackable candidates. This analysis revealed that each category contained reads shared with one or more categories, irrespective of treatments and treatment time-point (Additional file 2: Fig. S5). Nonetheless, each category obtained a unique subset of reads that only mapped to one of the four groups (pairwise combination of full-length/fragmented and trackable/un-trackable) of expression candidates, meaning no one group was able to represent the whole collection of Copia-3 transcripts. The same analysis was applied to reads mapping to all Copia-23 expression candidates. This analysis also demonstrated reads shared across different categories and those reads unique to a single category (Additional file 2: Fig. S6).

Copia-3 and Copia-23 belong to LTR-retrotransposon super family (LTR-TEs). This type of TE is characterised by the presence of identical long terminal repeat (LTR) at either end of the element. The pair of LTRs gradually degrades over time, accumulating increasing numbers of mutations across time; therefore, it has been believed that the more diverse a pair of LTR sequences are, the more time that has passed since insertion [49, 50]. To test whether Copia-3 and Copia-23 were active more recently than other LTR-TEs, we analysed the divergence of each pair of LTRs, then estimating the insertion time of each structurally intact TE loci. The insertion dates of the 87 and 177 Copia-3 and Copia-23 intact elements, respectively, were estimated to peak approximately 0.02 and 0.017 million years ago (MYA), respectively (Fig. 4a, b; Additional file 4: Table S3). Peak insertion times of the other 39 LTR-TE families with at least ten intact copies were analysed in the same way (Fig. 4b; Additional file 4: Table S3). Most LTR-TE families experienced bursts no longer than 4.5 million years ago (MYA). Note that Copia-3 and Copia-23 were the most recently active LTR-TE families (Additional file 4: Table S3). Comparison of the peak insertion time of Copia-3, Copia-23 and the other 5 Copia families, which obtained trackable full-length candidates across all treatments but lacked un-trackable full-length candidates, showed that Copia-3 and Copia-23 experienced their bursts of activity more recently than these five other families (Fig. 4c). In addition, the average insertion time of intact un-trackable candidates is significantly more recent than the non-candidates of Copia-3 and Copia-23 (Fig. 4d, e).

**Fig. 4:**
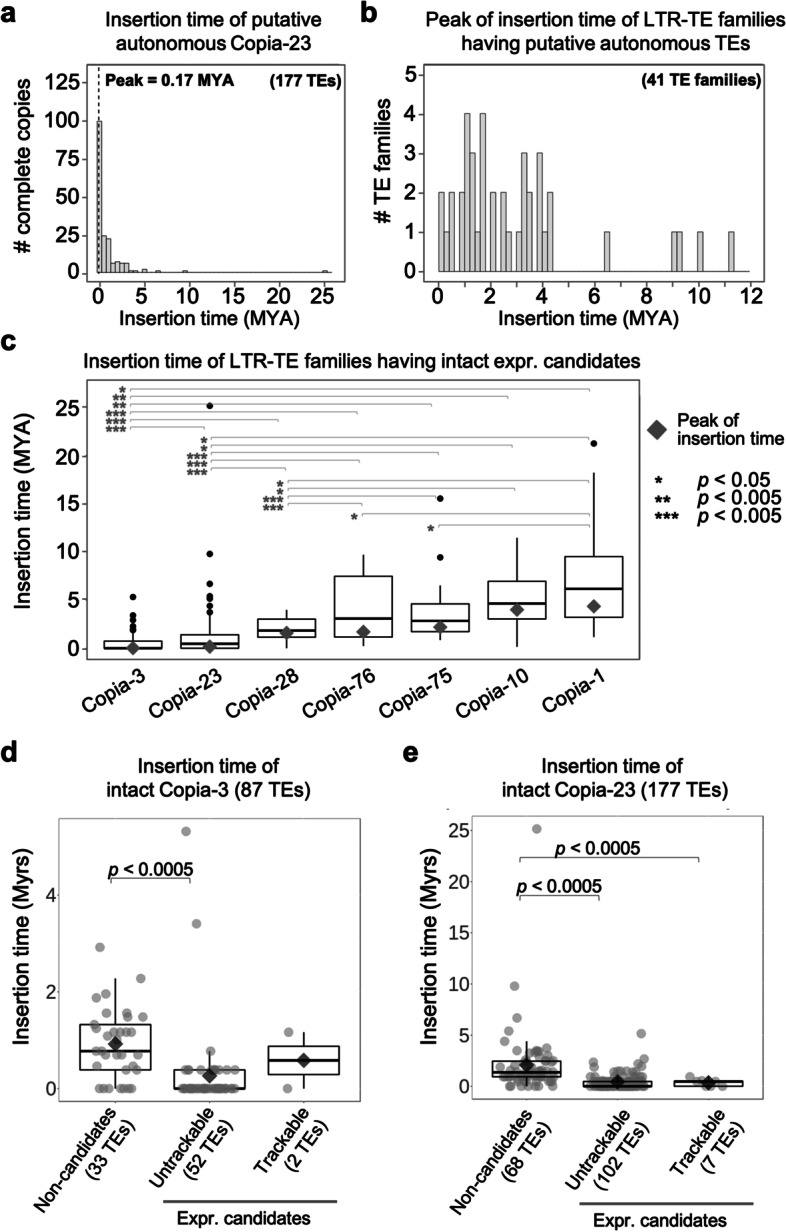
Insertion dates of LTR-TE families containing complete copies. **a** Distribution of the insertion dates for 177 complete copies of the Copia-23 family. The peak of amplification (0.17 MYA) is indicated as the dashed line. **b** Distribution of the insertion dates using 41 LTR-TE families with at least 10 complete copies. **c** Comparison of the transposition burst time among LTR-TE families containing full-length expression candidates. The families were ordered by the peak of insertion time (grey diamonds). The asterisks denote a significant level of t-test for the mean of insertion time as indicated. **d, e** Comparison of the insertion time of all annotated structurally intact Copia-3 (**d**) and Copia-23 (**e**) loci grouped into three categories: non-candidates, un-trackable expression candidates, and trackable expression candidates

Together, these results suggest that LTR-TE families that show evidence of the most recent mobilisation burst in evolutionary time may not necessarily be TE families possessing the largest number of expression candidate loci. Instead, recently mobile families that contain currently active element loci are likely typified by collections of loci that are structurally intact and where RNA-seq reads multi-map across these conserved sequences.

### TE expression candidates are not randomly distributed in the genome

A number of recent reports highlight that TE mobilisation and reintegration into host genomes often show distinct insertion bias [9, 26–30]. However, little is known regarding the genome-wide distribution of transcriptionally active TE loci. In order to investigate whether there is location bias between all annotated TEs and TEs representing expression candidates, we compartmented the annotated reference genome into genic and intergenic regions. The genic region comprised gene units, which were made of exons and introns that were bounded by the transcription start and stop sites of genes, and flanking regions of genes which encompassed 2 kb upstream (N-flanks) and 2 kb downstream (C-flanks) of corresponding transcription start and stop sites (Fig. 5a). All annotated TE loci with genomic coordinates that were found to intersect with specific gene compartments were categorised and hierarchically ordered with respect to being present in genic/intergenic regions, within the genic region (e.g. exon, intron, flanks), and whether the TE loci contained a fragmented or full-length element. In grapevine, over half of all annotated TE loci were found to be located in intergenic regions (126,976 TEs, 56.83%), while 96,435 (43.16%) TEs co-localised with genes (Fig. 5b). Approximately half of the genic TEs were found to be present in flanking regions, without particular preference for either the 5′-flank or 3′-flank. TEs that mapped to gene units were mostly found in the introns (Fig. 5b; Additional file 5: Table S4).

**Fig. 5:**
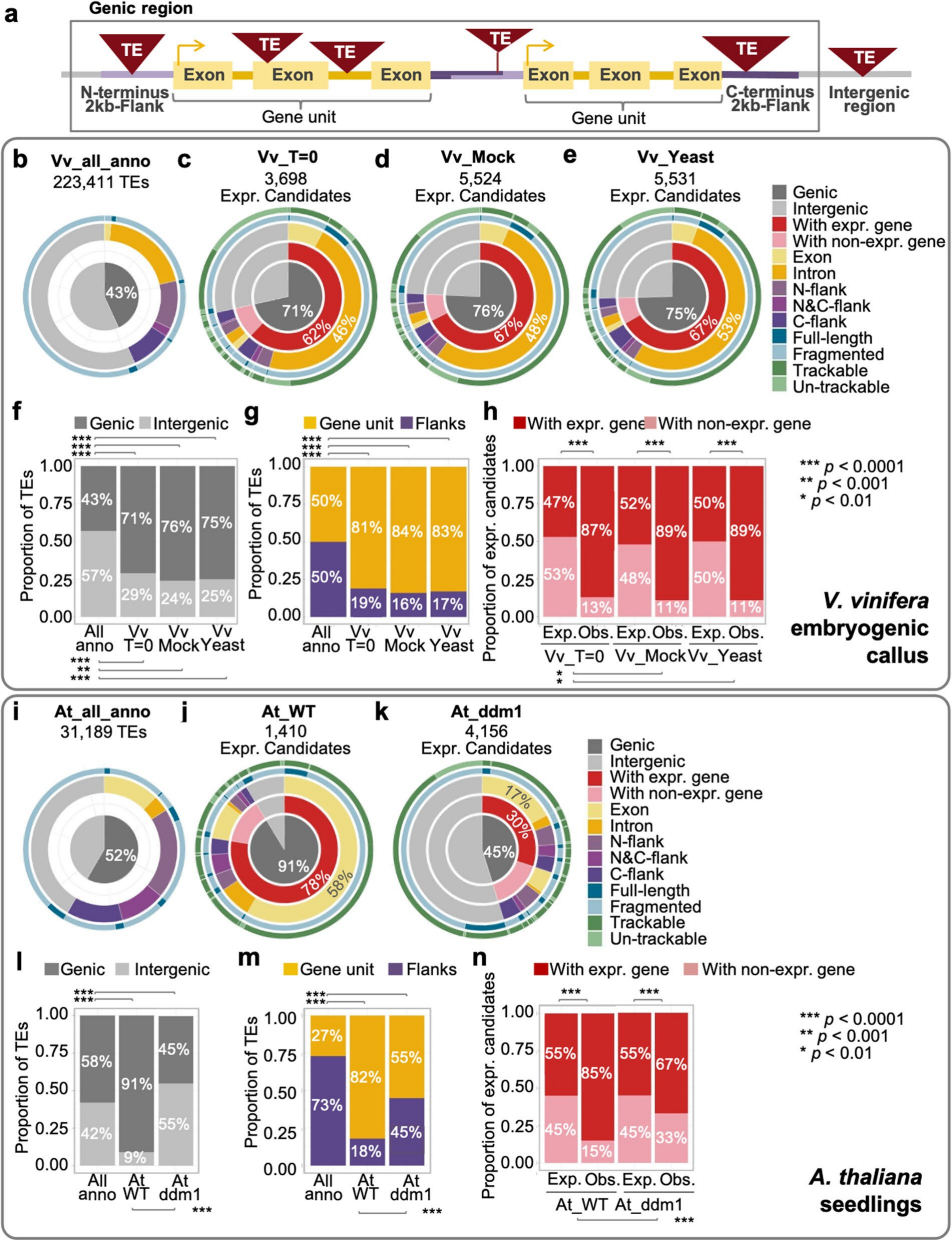
Location bias of expressed TE loci. **a** Illustration of TE insertions in the different genomic region (genic or intergenic) or location (exon, intron, or flanks) relative to genes. **b-e** Hierarchical classification of all annotated *V. vinifera* TE loci (**b**) and all TE expression candidates of Vv_T = 0 (**c**), Vv_Mock (**d**), and Vv_Yeast (**e**), by location, integrity, and distinctiveness. TE loci were categorised in the order of region (centre), the transcriptional activity of co-localised genes (2nd layer), location (3rd layer), integrity (4th layer), and the presence/absence of unique-mapping reads (outer-most layer). **f-h** Hundred percent stacked bar charts showing the proportion of all annotated TE loci of *V. vinifera* and TE expression candidates (Vv_T = 0, Vv_Mock, and Vv_Yeast) distributed in genic/intergenic regions (**f**), in gene unit (including exon and intron)/flanks (**g**), and with expressed/non-expressed genes (**h**). **i-k** Hierarchical classification of all annotated *A. thaliana* TE loci (**i**) and all TE expression candidates of At_WT (**j**) and At_ddm1 (**k**), by location, integrity, and distinctiveness. **l-n** Hundred percent stacked bar charts showing the proportion of all annotated *A. thaliana* TE loci and TE expression candidates (At_WT and At_ddm1) distributed in genic/intergenic regions (**l**), in gene unit/flanks (**m**), and with expressed/non-expressed genes (**n**). Colour codes for different categories of location, integrity, and distinctiveness are as indicated at the right panel. Chi-square tests with *p*-value < 0.01 were as indicated. Expr., expressed; Non-expr., non-expressed; N-flank, N-terminal 2 kb-flanking region of gene; C-flank, C-terminal 2 kb-flanking region of gene; Exp., expected proportion; Obs., observed proportion

The expression candidates we defined in grapevine were then classified in the same way, with additional categories added, including the transcriptional activity of genes that were co-localised with TE candidates (i.e. TEs associated with expressed or non-expressed genes) and the presence or absence of unique-mapping reads (trackable or un-trackable TE candidates). Untreated embryogenic callus (Vv_T = 0), Vv_mock, and Vv_Yeast showed that 71.47, 75.69, and 74.62% of the expression candidates, respectively, were found within the genic regions (Fig. 5c-e, Additional file 5: Table S4). The goodness of fit X-square test showed that the increased proportion of expressed TE candidates was significant across all treatments (Fig. 5f). Delving deeper into the insertion context, about two-thirds of these genic TE expression candidates overlapped with introns with a significant bias toward introns of expressed genes (Fig. 5c-e, g, h; Additional file 5: Table S4).

In order to test whether our observations were isolated to grapevine or represent a trend across plants, we examined the location bias of expression candidates within the *A. thaliana* dataset. We found 58.37% of *A. thaliana* annotated TE loci were located in the genic region, while TEs in gene units and flanking regions comprised 16.00 and 42.37% of the total pool, respectively (Fig. 5i; Additional file 5: Table S4). Remarkably, the majority of the TEs annotated within the ‘gene unit’ overlapped with exons (Fig. 5i), contributing to 12.42% of all annotated loci. This high proportion of exonic TE loci is likely due to issues with the TE annotation established by Jin et al. [51], where considerable numbers of long TEs are found to overlap with multiple exons and introns, which were annotated based on the gene annotation file deposited in Ensembl Plants (see Methods), and therefore were preferentially categorised as exonic TEs.

In wild-type *Arabidopsis* (At_WT), TE expression candidates locating in genic regions accounted for 91.28% of the 1410 expression candidates, of which 1093 loci co-localised with expressed genes (Fig. 5j; Additional file 5: Table S4). In addition, the proportion of the gene-unit loci subset had changed significantly from 16% of all annotated TE loci (Fig. 5i) to 74.61% of the expression candidates in At_WT (Fig. 5j; Additional file 5: Table S4). The majority of these expression candidates in the gene-unit were associated with expressed genes (65.67% to the total expression candidates; Additional file 5: Table S4). In comparison, however, while intergenic TE expression candidates comprised only 8.72% of the expression candidate pool in At_WT, the proportion of TE-expression candidates in the At_*ddm1* mutant was significantly higher at 54.79% of expressed TE loci (Fig. 5k, m, Additional file 5: Table S4). In this mutant background the number of expression candidate loci in the gene-unit subset dropped from 74.61% in At_WT to only 24.95% of the expression candidates in At_*ddm1* mutant. These results were found to be statistically significant using the goodness of fit X-square test (Fig. 5l-n).

The observed preference for expressed TE loci to be located in genic regions may be explained by either a general increase in the proportion of genic located TE expression candidate from most TE families or simply a reflection of a genic-enriched annotation of a few TE families that largely contribute to the pool of expression candidates. To test these two assumptions, we further looked into the location distribution of all annotated TE loci and TE expression candidates of individual TE families. The genic and intergenic proportions of annotated TE loci and expression candidates were plotted for families belonging to Copia, Gypsy, LINE, hAT and MULE, the five super-families that contributed to the majority of expression candidates (Additional file 2: Fig. S7-S11). This analysis first looked at the genic and intergenic proportion of all annotated TE loci grouped by families. We then categorised TE expression candidates, in the same way, to examine whether the genic proportion of TE expression candidates was higher than that of annotated TE loci. Considering all annotated TE loci, we observed that for Copia families about two thirds are underrepresented (< 50%) in genic regions (Additional file 2: Fig. S7A). When considering Copia TE expression candidates in Vv_T = 0, 58 of the 71 families with expression candidates demonstrated a higher proportions of expression candidates in genic regions (Additional file 2: Fig. S7B) compared to annotated TE loci (Additional file 2: Fig. S7A), supporting that Copia TE expression candidates tend to be located in the genic regions in the Vv_T = 0 samples. This trend for Copia families was also observed in Vv_Mock and Vv_Yeast (Additional file 2: Fig. S7C-D). Analysis of Gypsy, LINE, hAT and MULE TE families and expression candidates revealed similar trends as observed for Copia (Additional file 2: Fig. S8–11).. The same analysis for the location preference within the genic region subset (exon, intron, and flanking regions) also reveals that the tendency for colocation of TE expression candidates in the intronic fraction of expressed genes is widely presented in most TE families of *V. vinifera* (Additional file 2: Fig. S12-S16).

The distribution bias of TE expression candidates suggested a degree of tolerance for the transcription of TE loci within, or proximal to, expressed genes. We were interested to see if the observed distribution was biased toward non-autonomous TE loci, which are assumed to pose less of a mutational load to host cells than the structurally intact TE loci. We therefore investigated the location distribution of the structurally intact TE loci of Copia-3 and Copia-23, the two families estimated to have mobilised most recently among all LTR-TE families in *V. vinifera*. Among the total annotated structurally intact TE loci of Copia-3 and Copia-23, 55 of 87 (63%) and 117 of 177 (66%) loci were found within introns (Additional file 2: Fig. S17A), respectively. Seventy-four and 138 of these structurally intact Copia-3 and Copia-23 TE loci were identified as TE expression candidates in at least one experimental condition. Astonishingly, 59 (80%) of the 74 structurally intact Copia-3 expression candidate loci and 104 (75%) of the 138 structurally intact Copia-23 expression candidates were found to be co-localised with expressed genes, primarily within introns of these genes (Additional file 2: Fig. S17B). Taken together, this clearly suggests a strong distribution bias of structurally intact and therefore potentially autonomous TE expression candidates to within expressed genes in LTR-TE families that are most recently active in this genome.

### The transcriptional dynamics of TEs is closely related to that of co-localised genes

The over-representation of TE expression candidates in proximity to expressed genes in the *V. vinifera* and wild-type *A. thaliana* indicates a tolerance for the transcriptional activity of intragenic TEs within these genes. This suggested to us that these TEs behave in a ‘hitchhiker-like’ manner where TEs co-located with expressed genes are able to take advantage of the permissive epigenetic landscape associated with the expressed genes for their own expression [13, 52].

As this ‘hitchhiker-like’ behaviour appears to be widely spread across plant lineages, we hypothesised that the co-localisation of TE and gene loci is likely due to genes that are stress-regulated and that co-located TEs would share a similar expression pattern to their ‘host-gene’. To test this, we first looked at the differential expression of genes in mock and yeast-treated samples and overlaid the presence and location of intron located and expressed TEs. 

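Expressed genes were those with a mean FPKM over 1 in at least 1 group, 17263 in all. Between Mock and T0, 6662 genes changed by more than a log2 fold change of 1 at 1 or more time points (adjusted p under 0.05 from edgeR's joint test), 3973 of them higher and 2689 lower at their largest change. Between Yeast and Mock, 9189 genes changed, 4944 higher and 4245 lower. With upper-quartile scaling of the counts, the Yeast genes were 3995 higher and 6145 lower. In time, 2998 of the Mock genes (45.0%) had their larger mean change at 1 and 3 h and upward, and 3750 of the Yeast genes (40.8%) had it at 6 and 12 h and upward. VIT_218s0122g01150 rose from no count in the 3 T0 libraries to 1198, 1232 and 802 counts in Mock at 3 h (at least 1369-fold against a floor of 3 counts per group), and VIT_200s0444g00010 to 698, 717 and 779 counts (at least 929-fold). VIT_218s0001g02410 had 28, 196 and 270 counts at T0 and none in Mock at 12 h (at least 170.3-fold lower), and VIT_201s0127g00750 had 25, 163 and 172 and then none (at least 124-fold lower). Yeast at 12 h had 591, 395 and 397 counts of VIT_218s0001g02410 (at least 1126-fold higher than Mock), and 1706, 2245 and 2652 counts of VIT_207s0005g02070 against 1 in each Mock library. VIT_214s0068g01220 had 56, 97 and 86 counts in Mock at 12 h and none in Yeast (at least 32.6-fold lower), and VIT_208s0007g04110 had 64, 60 and 63 and then none (at least 25.5-fold lower). The tables used here do not pair these identifiers with gene names.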

While only 6 and 7% of DEGs contained intronic expressed TEs in Vv_Mock and Vv_Yeast, respectively, 14 and 13% of the non-DEGs co-located with expressed intronic TEs in Vv_Mock and Vv_Yeast (Additional File 2: Fig. S19). This result suggests that intron location of expressed TE loci is not restricted to stress-responsive genes. To address the possibility of the a shared expression pattern between co-located TEs and genes, differential transcriptional changes of TE expression candidates in the grapevine system were analysed using DESeq2 [53]. Due to the repetitive characteristics of TEs and that DESeq2 can only work with uniquely mapped read data, only the subset of expression candidates containing sequence divergence (i.e. trackable expression candidates) were suitable for this analysis. Differential expression analysis was performed on 5869 trackable expression candidates found in at least one of the three experimental conditions of the *V. vinifera* system (Vv_T = 0, Vv_mock, and Vv_Yeast). 

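Tests of differential TE transcription covered 2215 trackable candidate loci, of which 1007 were LINE, 353 Copia, 266 MULE, 205 Gypsy, 173 Harbinger, 122 hAT, 70 CACTA and 19 Caulimovirus loci. All were trackable candidates of T0, Mock or Yeast, and 32 of them passed by danglers alone. Unique-mapping reads, or danglers for those 32 loci, were scaled by TMM over the loci. A locus was called a DETE with an adjusted p under 0.05 from edgeR's joint test and a log2 fold change beyond 1 at 1 or more time points.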

Hierarchical clustering of differentially expressed TEs (DETEs) revealed various expression patterns across the time course in response to different treatments (Fig. 6a, b). 

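Summed by superfamily, LINE and Copia reads rose in Mock callus at 3 h and did not differ from T0 by the test at 12 h. LINE reads had a log2 fold change of 0.99 at 3 h against T0 (standard error 0.29, adjusted p = 0.00669 from edgeR's quasi-likelihood test) and Copia reads had 0.56 (0.18, adjusted p = 0.0107). Copia did not pass without replicate 1 (0.51) or replicate 2 (0.59), nor did LINE without replicate 2 (1.03). The DNA transposons CACTA, Harbinger and hAT rose by 0.55, 0.44 and 0.36, but with TMM on the sums these were 0.29, 0.18 and 0.0923 and none passed. In Yeast at 12 h, Copia reads were higher than in Mock by a log2 fold change of 1.18 (standard error 0.18, adjusted p = 5.2e-06) and Gypsy reads by 1.17 (0.29, adjusted p = 0.000781). Without a Gypsy-V1 locus on an unplaced sequence, a setting also chosen after seeing the data, Gypsy had 0.78. Caulimovirus, the remains of plant viruses in the genome, was higher by 1.85 (0.30, adjusted p = 9.2e-06), while MULE reads fell by 0.60 on the log2 scale (0.06, adjusted p = 1.8e-08). Over 11 alternatives Caulimovirus had 0.77 to 5.59 and MULE -1.68 to -0.18, and both passed in each. LINE reads at 12 h, with a log2 fold change of -0.19, did not pass the test (adjusted p = 0.514), and by danglers LINE turned to higher. These sums were scaled by the TMM factors of the gene counts, 0.602 ± 0.010 (SD, n = 3) in Yeast and 1.27 ± 0.008 in Mock at 12 h. Scaled by gene totals without these factors, a setting chosen after seeing the data, Copia had 0.11 and Gypsy 0.09 in Yeast at 12 h and did not pass the test, LINE fell by 1.27, and CACTA, Harbinger and hAT turned from higher (0.67, 0.67 and 0.79) to lower (-0.41, -0.40 and -0.28). In Mock at 3 h, LINE then had 0.67, Copia 0.23, Harbinger 0.12 and hAT 0.0323, and none of these passed.

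**Figure D2:**
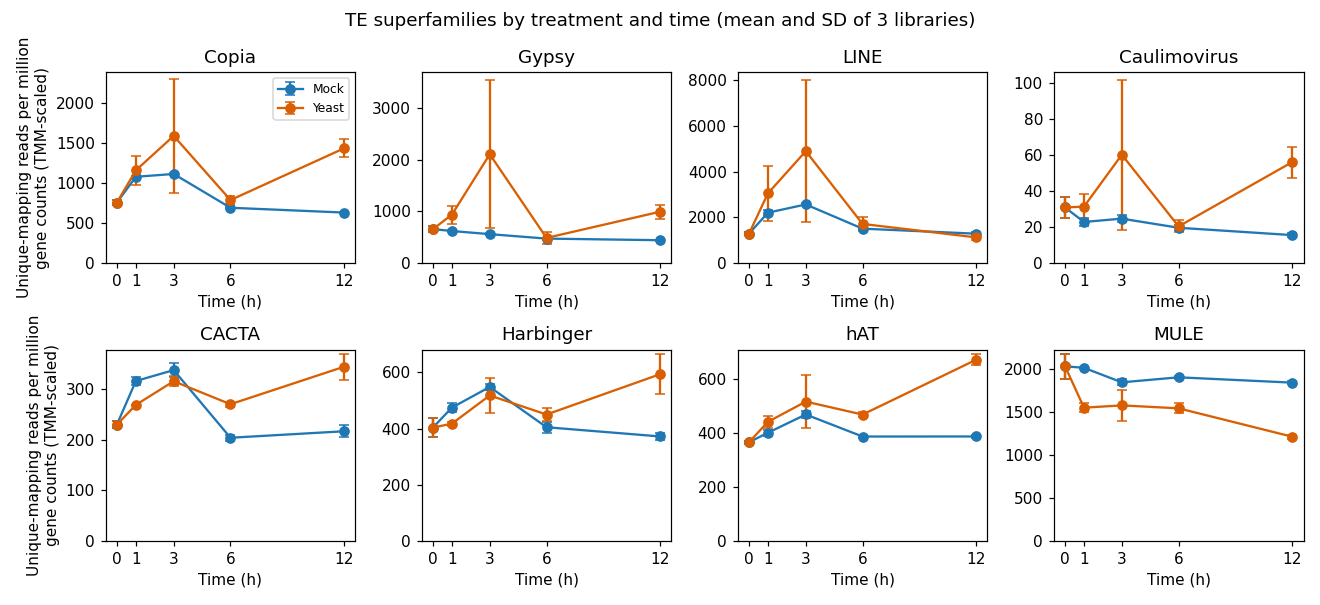
Unique-mapping reads as CPM of TMM-scaled gene counts (y axes, each from 0) of 8 TE superfamilies against time (x axes, h), with T0 at 0 h. Points are means and error bars SDs of 3 libraries. LINE reads in Mock go from 1291 at 0 h to 2569 at 3 h and 1289 at 12 h, and in the LINE panel the Yeast point at 3 h has the widest error bar.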

The mock treatment (Vv_Mock) showed that over 50% of the DETEs were transcriptionally activated in the first 3 h (3 h) of post-treatment and then returned to an expression level similar to that observed in Vv_T = 0 (Fig. 6a, c), illustrating an ‘up-back’ expression pattern. 

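LINE loci made up most of the DETEs that were higher in Mock callus than at T0. Of 1007 LINE loci tested, 343 were higher and 102 lower at their largest change, while 107 of 205 Gypsy loci were lower and 35 higher. A Copia-81 locus on chromosome 16 from 18114926 to 18115112 rose from 101 ± 45.3 CPM of TE counts at T0 to 17740.3 ± 797 (SD, n = 3) in Mock at 1 h, a log2 fold change of 7.45 (standard error 0.33, adjusted p = 4.5e-23 from edgeR's test). A CACTA-6 locus on chromosome 8 from 18084860 to 18084991 had no count at T0 and 52, 50 and 28 in Mock at 12 h, at least 44.3-fold higher against a floor of 3 counts per group. A MULE-MUDRAVI2 locus on chromosome 6 from 9043816 to 9048961 had 37, 21 and 24 counts at T0 and none in Mock at 1 h, at least 29.0-fold lower. A Gypsy-V1 locus on an unplaced sequence from 22777798 to 22780328 had no count at T0 and 242, 464 and 1 in Mock at 3 h, so its call rests on a pair of libraries. In all, 1122 loci were DETEs, 600 higher and 522 lower (edgeR, joint over the 4 time points), and scaled by gene counts 792 were higher and 330 lower. Among them, 474 (42.2%, 95% Wilson interval 39.4 to 45.2%) had the up-back pattern, with their larger mean change at 1 and 3 h and upward, and 368 (32.8%) had the opposite down-back pattern, while with gene-count scaling 696 of 1122 had the up-back and 132 the down-back pattern. Tested as sets at 3 h with camera, Gypsy loci were lower than other loci (adjusted p = 2.6e-06, and 0.000163 with an estimated correlation). LINE loci were higher and MULE loci lower (adjusted p = 3.9e-09 for both, and 0.0762 and 0.0767 with an estimated correlation).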

Interestingly, the majority (206 of 291) DETEs (70.79%) in the *H. uvarum* exposure treatment (Vv_Yeast) responded in an up-regulated manner (Fig. 6b, e).

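Among the 8 superfamilies tested, Copia alone had more DETEs higher in Yeast than in Mock than lower, 146 against 111 of 353 loci. MULE loci went the other way, with 49 higher and 131 lower of 266, and LINE loci were split, with 385 higher and 386 lower of 1007. CACTA (24 higher and 25 lower) and Caulimovirus (7 and 8) were also nearly even. These splits by superfamily were counted under the main setting alone. A Copia-9 locus on chromosome 6 from 14562697 to 14568129 had no count in Mock at 12 h and 143, 159 and 91 in Yeast, at least 355-fold higher against a floor of 3 counts per group. A Gypsy-18 locus on chromosome 16 from 18140029 to 18149370 had none in Mock and 106, 100 and 79 in Yeast (at least 257-fold higher), and a hAT-VIHAT3 locus on chromosome 14 from 10309520 to 10313424 had 106, 90 and 87 (at least 255-fold). A VLINE9 locus on chromosome 1 from 22611421 to 22611793 had 38, 63 and 34 counts in Mock at 12 h and none in Yeast, at least 16.6-fold lower, and a VLINE1 locus on chromosome 14 from 24004769 to 24006791 had 39, 38 and 38 and then none (at least 14.2-fold lower). In all, 1654 loci were DETEs, 792 higher and 862 lower at their largest change (edgeR, joint over the 4 time points). More were higher than lower without replicate 1 (762 and 701) or 2 (721 and 586) and with every locus with a unique read (3044 and 2061). The same held for edgeR with DESeq2 size factors (804 and 799) and for DESeq2 with variance-stabilised differences (547 and 465). This direction therefore depends on the setting. Of the DETEs, 423 (25.6%, 95% Wilson interval 23.5 to 27.7%) had the up pattern, with their larger mean change at 6 and 12 h and upward, 374 (22.6%) the up-back pattern, 670 (40.5%) the down and 187 (11.3%) the down-back pattern. Contamination from the live yeast, which the paper reports, may add to early Yeast counts and was not tested for here. At 12 h, 477 loci were higher and 706 lower, and the median log2 fold change of all tested loci was -0.46. Tested as sets at 12 h with camera, Copia loci were higher than other loci (adjusted p = 0.00191, and 0.0057 with an estimated correlation) and MULE loci lower (adjusted p = 0.000684, and 0.386 with an estimated correlation).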

**Fig. 6:**
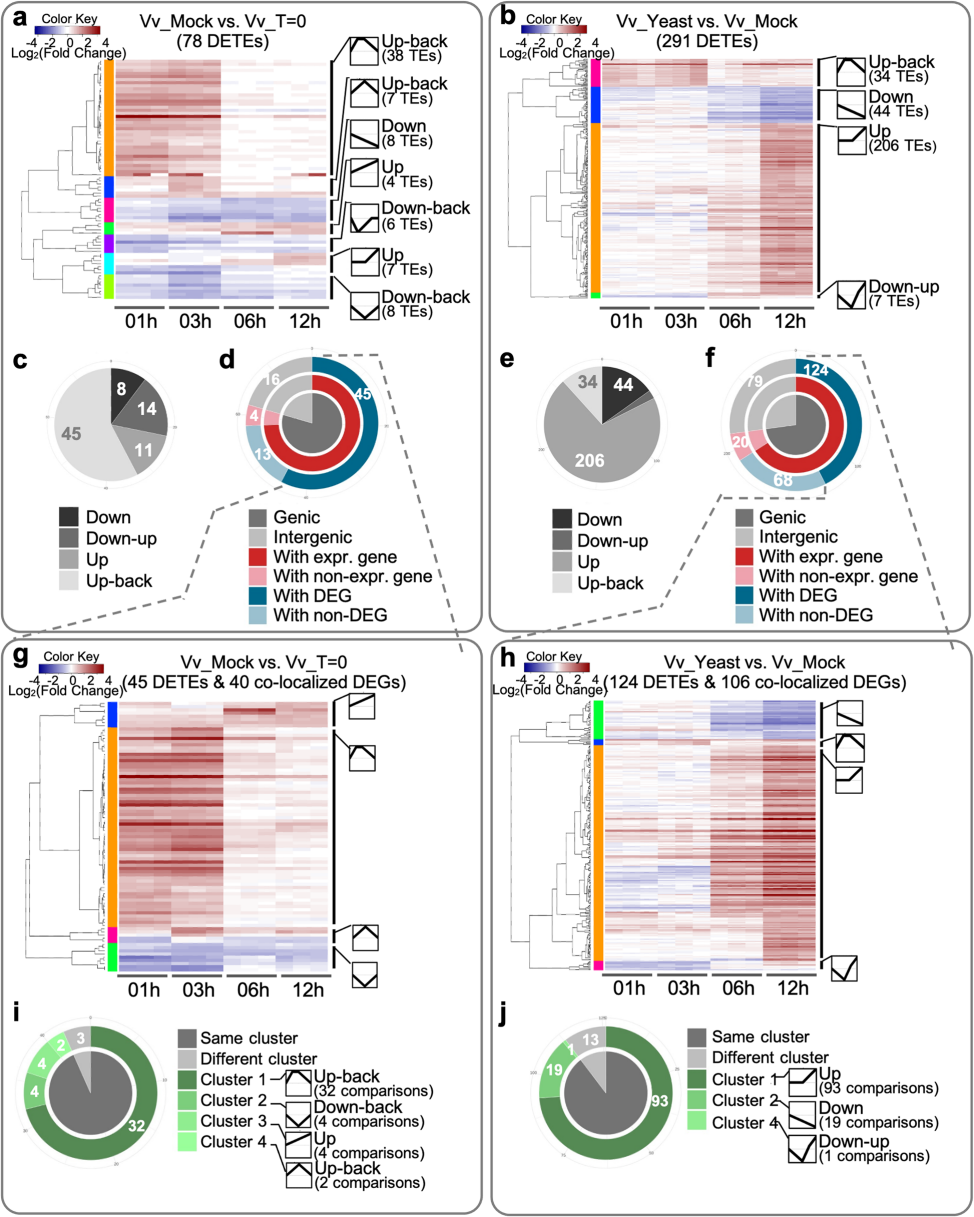
Expression dynamics of differentially-expressed TEs (DETEs) correlate with that of the co-localised differentially-expressed genes (DEGs). **a, b** Heatmaps showing hierarchical clustering of DETEs in Vv_Mock vs Vv_T = 0 (**a**), and DETEs in Vv_Yeast vs Vv_Mock (**b**), based on logarithmic-transformed fold-changes. The three replicates of each time point are individually presented. The time-series expression pattern of each cluster is depicted as line graph with the number of TE loci within each cluster indicated. **c, e** Pie charts to summarise the expression pattern of DETEs in Vv_Mock vs Vv_T = 0 (**c**) and DETEs in Vv_Yeast vs Vv_Mock (**e**). **d, f** Hierarchical classification of DETEs in Vv_Mock vs Vv_T = 0 (**d**) and DETEs in Vv_Yeast vs Vv_Mock (**f**) by the presence/absence of co-localised genes (genic/intergenic), the transcriptional activity of co-localised genes (with expr. Gene/with non-expr. gene), and the differential test of expressed genes (with DEG/with non-DEG). **g, h** Heatmaps showing hierarchical clustering of co-localised DETEs and DEGs in Vv_Mock vs Vv_T = 0 (**g**), and DETEs in Vv_Yeast vs Vv_Mock (**h**), based on logarithmic-transformed fold-changes. **i, j** Donut graphs to summarise the hierarchical clustering of co-localised DETEs and DEGs in Vv_Mock vs Vv_T = 0 (**i**) and DETEs in Vv_Yeast vs Vv_Mock (**j**) by expression pattern

Among the DEGs of Vv_Mock samples, 40 DEGs were co-localised with 45 of the 78 DETEs (Fig. 6d). In Vv_Yeast samples, 106 DEGs were co-localised with 124 of the 291 DETEs in this treatment (Fig. 6f). In an attempt to investigate the relationship of expression pattern between DEGs and the co-localised DETEs, these corresponding DETEs and DEGs were used for hierarchical clustering, in which DETEs and DEGs of similar expression pattern were grouped into the same clusters (Fig. 6g, h). Note that a small number of DETEs, especially DETEs within 2 kb flanking regions of genes, might co-localise with multiple DEGs and vice versa. Instead of arbitrarily excluding DETEs or DEGs that fell into this scenario, the comparison of the expression pattern of co-localised DETEs and DEGs was conducted on each DETE-DEG pair. The expression pattern of the 45 DETEs co-localized with 40 DEGs in Vv_Mock was then compared with that of paired DEGs, resulting in 45 pairs of DETE-DEG comparisons summarised in Fig. 6i, where 42 (93.33%) pairs of co-localised DETE-DEG showed concordant clustering between DETEs and corresponding DEGs. The same approach was applied on co-localised DETEs and DEGs of Vv_Yeast, in which 113 (89.68%) of the total 126 co-localised DETE-DEG pairs showed the same expression pattern between paired DETEs and DEGs (Fig. 6j). These findings indicate that the dynamic expression pattern of DETEs co-localized with DEGs tended to resemble that of the paired DEGs.

### Non-de novo TE transcription of intronic TE loci is associated with intron retention and exposure of premature termination codons

Aberrant alternative splicing, such as exon skipping and intron retention, has been observed at gene loci containing epigenetically unmasked intronic TEs [31, 54]. While TE expression candidates in the *V. vinifera* and *A. thaliana* systems show a strong location bias towards expressed genes, how broad the transcriptionally active intronic TE loci associated with aberrant alternative splicing remains unanswered. To interrogate this issue on a genome-wide scale and investigate the transcription of ‘competent’ TE-derived transcripts as well as potential fusion products of TEs and co-localised genes, we took advantage of long-read sequencing to determine transcript sequence integrity. 

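The ONT data comprised 1 cDNA library labelled Mock and 1 labelled Yeast, each from callus treated for 12 h, so they allow no test between treatments. The authors aligned the reads with minimap2 to the PN40024 12X genome and counted sense alignments per TE locus with bedtools, with secondary alignments kept, so a read can count at several loci. Family values used here are sums over the loci of a family. Gene values are TPM from FLAIR, summed per gene by the authors. The library labelled Mock holds 317400 TE alignments at 33516 loci, and the library labelled Yeast 371713 at 35680 loci. Genes above 0 TPM numbered 16539 and 16540. Each library was compared with the 3 Illumina libraries of the same treatment at 12 h. The ONT library labelled Yeast was closer to the Illumina Mock libraries of 12 h (mean Spearman's rho across genes 0.8501) than to the Yeast libraries of 12 h (0.806), so both ONT libraries are named here by their labels. The labels give the clones UCD6 and UCD7 where the paper gives UCD5.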

Oxford Nanopore (ONT) cDNA sequencing was utilised for *V. vinifera* (P. noir UCD5 clone) embryogenic callus subjected to 12 h of continuous incubation with live *H. uvarum* culture (hereinafter Vv_Yeast12h) and the corresponding mock treatment (hereinafter Vv_Mock12h). This stress treatment experiment was independent of experiments used to derive RNA for the short-read RNA-seq analyses, We chose only the 12 h time point as we previously showed that with yeast treatment of embryogenic cell cultures, the majority of TE families exhibit a continual increase in transcript accumulation (Fig. 6b), and we thus hypothesised that this time point was likely to seed numbers of autonomous TE-RNAs.

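The 5 families that rose in Yeast against Mock callus with the smallest joint p comprise 4 Copia families and hAT-VIHAT1, all with their largest change at 12 h. Reads of Copia-54 rose from 1.35 ± 0.342 to 52.2 ± 2.58 CPM of TMM-scaled gene counts (SD, n = 3), a log2 fold change of 5.27 (standard error 0.25, adjusted p = 2.3e-14 from edgeR). For Copia-54, 97.5% of these reads came from 1 locus. Copia-11 rose by 3.93 (0.15), hAT-VIHAT1 by 3.90 (0.15), Copia-81 by 4.27 (0.20) and Copia-38 by 4.99 (0.24). Without its top locus Copia-54 did not pass (adjusted p = 0.269) and Copia-11 had a log2 fold change of -0.45, and by danglers hAT-VIHAT1 had -0.75. Of 33 MULE families 28 changed, 13 of them higher and 15 lower at 12 h, while by gene totals without TMM factors 31 changed, 9 higher and 22 lower. With the TMM factors, MULE-MUDRAVI1 fell by 1.24 and MULE-Mutavine-17 by 1.07 on the log2 scale. Gypsy-Gret1 rose from 2.10 ± 0.246 to 11.3 ± 2.98. Of 220 families with at least 10 unique-mapping reads, 181 changed over the 4 time points (adjusted p under 0.05 from edgeR's joint test), 139 of them higher and 42 lower at their largest change. Scaled by gene totals without TMM factors, a setting chosen after seeing the data, the count of TE families changed, Yeast vs Mock, was 186, with 82 higher and 104 lower.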

The alignment depth of the ONT cDNA sequencing reads to the *V. vinifera* reference genome was comparable to that of the Illumina libraries (Additional file 6: Table S5). 

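Across 31845 genes, the ONT library labelled Mock had a Spearman's rho of 0.846 to 0.847 with the Illumina libraries of Mock at 12 h, and the library labelled Yeast 0.805 to 0.808 with those of Yeast at 12 h. Across the 232 TE families, with unique- and multi-mapping reads, the library labelled Mock had 0.899 to 0.904 and the library labelled Yeast 0.839 to 0.852. With unique-mapping reads alone, the family values were 0.851 to 0.856 and 0.784 to 0.794. Among the 9 Illumina groups, the ONT library labelled Yeast had its highest mean family value with Mock at 12 h (0.908 to 0.912 for the single libraries) and its lowest mean with Yeast at 12 h, although the lowest single value was with a library of Yeast at 3 h (0.837). The pair of ONT libraries had a rho of 0.968 with each other across the 14906 genes over 1 TPM in both. Genes and families within a library are not independent replicates, so no p is given.

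**Figure D3:**
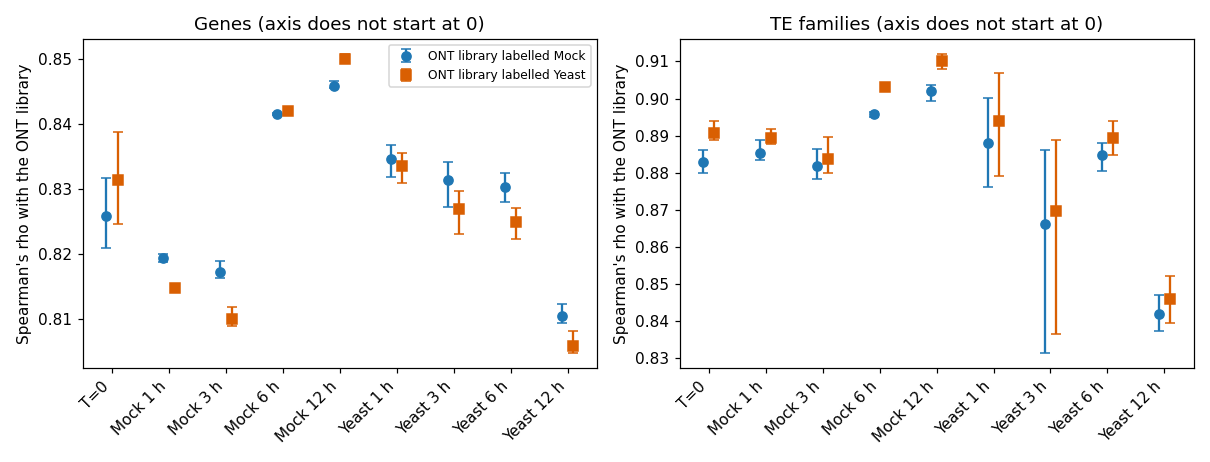
Spearman's rho (y axes, not from 0) of each ONT library with the Illumina libraries of the 9 groups (x axes) across genes and across TE families. Points are means over 3 libraries and bars reach from the lowest to the highest. For both ONT libraries the highest mean is that with Mock at 12 h, 0.846 and 0.8501 across genes.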

The quantification of gene and TE family expression level in the ONT dataset shows a medium to high level of correlation with that of the Illumina dataset (Spearman’s correlation coefficient *ρ* > 0.80 for genes; *ρ* > 0.58 for TE families; Additional file 2: Fig. S20).

To understand the prevalence of TE transcription initiating from outside the annotated TE boundary (i.e. a non-de novo transcription), we examined the transcription start of ONT reads overlapping with TE loci. The results show that the frequency of non-de novo TE transcription varied by TE superfamily (Fig. 7). Most expressed Copia, Gypsy and LINE loci revealed transcription initiation from within the annotation boundary of these TEs. 

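Nearly all Harbinger and MULE candidates of Mock at 12 h had ONT reads in the library labelled Mock. These were 125 of 131 Harbinger loci (95.4%) and 255 of 268 MULE loci (95.1%). Of the Copia candidates 453 of 491 had ONT reads (92.3%), of the LINE candidates 378 of 453 (83.4%) and of the Gypsy candidates 248 of 303 (81.8%). In the library labelled Yeast, 323 of 395 Copia candidates of Yeast at 12 h had ONT reads (81.8%), 87 of 108 LINE candidates (80.6%) and 108 of 172 Gypsy candidates (62.8%). Over all superfamilies these were 1634 of 1842 candidates (88.7%) and 820 of 1033 (79.4%), against 14.4 and 15.7% of the loci that were not candidates. LINE loci outside the candidates had ONT reads more often than those of other superfamilies, 44.0% in the library labelled Mock and 46.9% in the library labelled Yeast. Start sites of single reads were not used here.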

The type II DNA transposon loci investigated, exhibited a mixture of de novo and non-de novo transcription or transcription that was purely initiated outside of the annotation boundaries (Fig. 7a, b).

**Fig. 7:**
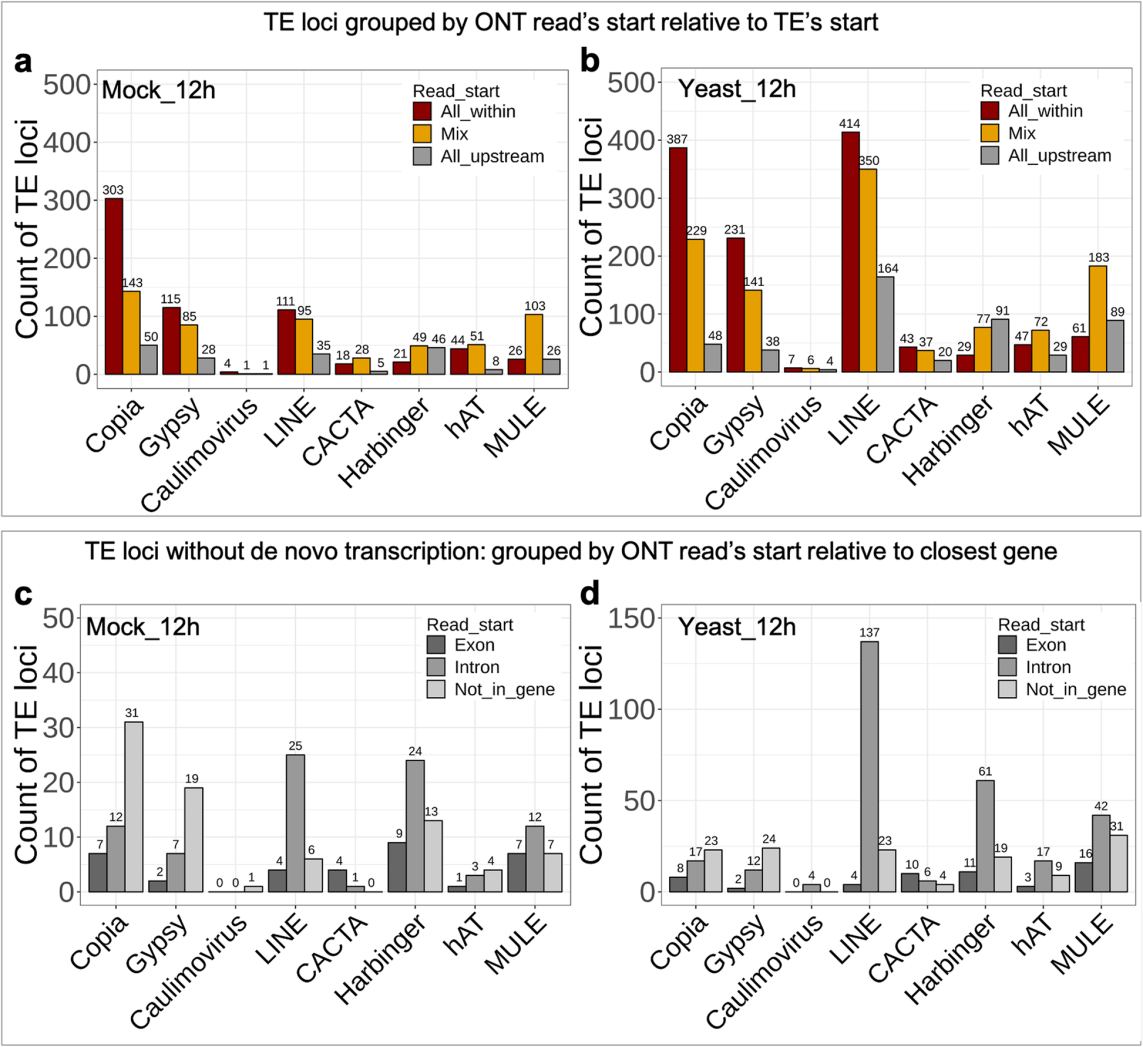
The frequency of non-de novo TE transcription differs by TE superfamily. **a, b** Expressed TE loci in (**a**) Vv_Mock_12h and (**b**) Vv_Yeast_12h were grouped by the mapped start site of ONT reads in relation to the annotated TE boundaries. **c, d** TE loci without de novo transcription in (**c**) Vv_Mock_12h and (**d**) Vv_Yeast_12h were categorised by the mapped start site of ONT reads in relation to the closest gene. “All_within”, all mapped ONT reads initiated within TE loci (i.e. de novo transcription); “All_upstream”, all mapped ONT reads initiated from the upstream of TE loci (i.e. non-de novo transcription); Mix, a mixture of mapped ONT reads representing de novo and non-de novo transcription

For TE loci without de novo transcription, the transcription start sites were further investigated in relation to the closest gene, and then these TE loci were grouped by whether the transcript initiated from exonic or intronic sites or did not initiate from an annotated gene (Fig. 7c, d). While the majority of non-de novo transcription of Copia and Gypsy was not initiated from annotated genes, the majority of LINE, Harbinger, hAT and MULE non-de novo transcripts were initiated from within introns (Fig. 7c, d). This result suggests that LINE and TIR-TEs are more likely to contribute to aberrant alternative splicing or gene-TE fusion transcripts.

The analysis of the ONT derived transcript data suggested a range of aberrant transcript splicing. To interrogate these data further we utilised the FLAIR pipeline [55] to categorise alternative splicing events into four categories: alternative 3′ splicing (Alt3), alternative 5′ splicing (Alt5), intron retention (IR) and exon skipping (ES). Gene-related alternative splicing features overlapping with TEs were also collected, following by estimation of the productivity (as per the definition in FLAIR pipeline, this denotes the ability of a transcript to produce protein), of gene transcripts having these alternative splicing features.

Among the total 21,081 alternative splicing features identified by FLAIR, 19,526 (92.6%) of these are related to annotated genes. Of these features, over 90% were IR (8806 alternative splicing features) and ES (9378 alternative splicing features; Fig. 8a). Note that an isoform may contain multiple numbers and various types of alternative splicing features. Of the 19,526 alternative splicing features relating to annotated genes, only 524 (2.7%) of these overlapped with TEs (Fig. 8a). As expected, almost all TEs overlapping with Alt3, Alt5 and IR features are located within introns, while 22 of 40 ES-associated TEs overlapped with annotated exons.

**Fig. 8:**
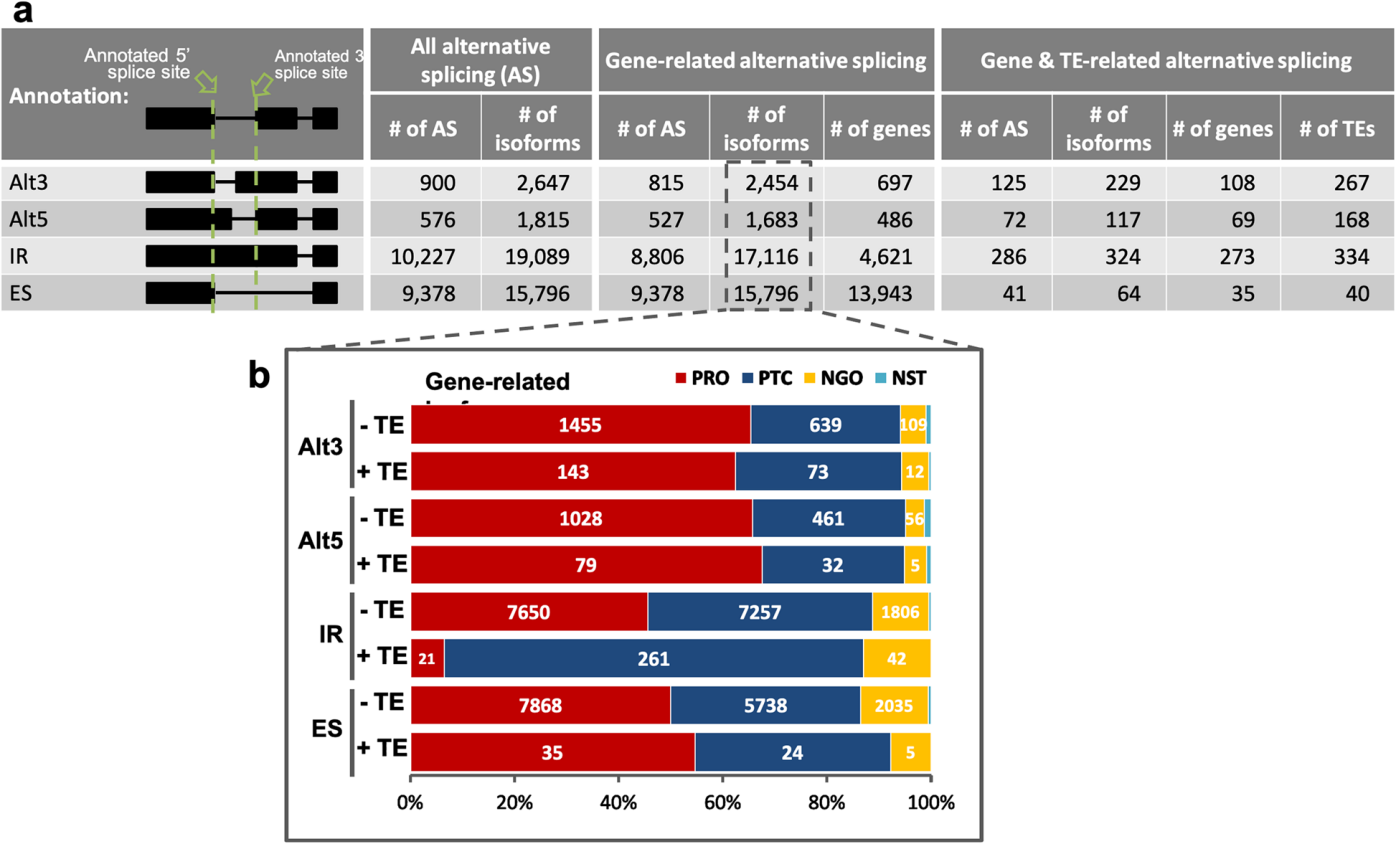
Intronic TE sequences retained in gene isoforms correlates with the presence of premature termination codon. **a** Illustration and summarisation of four types of alternative splicing. An alternative splicing feature could appear in multiple isoforms. Notably, there are more genes than the number of associated ES features, suggesting that, for some ES events, each may involve more than one gene. **b** A 100% bar chart to demonstrate the productivity of gene isoforms in the four types of alternative splicing, each further grouped as TE-present (+ TE) or TE-absent (− TE). AS, alternative splicing; Alt3, alternative 3′ splicing; Alt5, alternative 5′ splicing; IR, intron retention; ES, exon skipping; PRO, productive; PTC, premature termination codon; NGO, having no start codon; NST, having a start codon but no stop codon

The FLAIR pipeline was able to group splice variant transcripts into four types: productive (PRO), having premature termination codon (PTC, i.e. unproductive), no start codon (NGO), and having start codon but no stop codon (NST). To understand whether the presence of these TEs was associated with the productivity of the gene transcripts, the productivity of isoforms containing these gene-and-TE-related alternative splicing was estimated. The analysis showed that 50 to 68% of the isoforms having Alt3, Alt5, or ES remained productive, no matter whether the alternative splicing features overlapped with TEs (Fig. 8b). However, 80.6% of isoforms having TE-related IR were PTC, while the PTC proportion in isoforms having IR events non-overlapping with TEs was less than 45%. Looking into the estimated translation stop site of these isoforms containing TE-related IR feature, 196 of the 261 PTC isoforms exhibit premature stop codon exactly within the TE-overlapping IR feature (Additional file 7: Table S6). From the perspective of the isoform orientation, nine of the translational premature termination sites appear within TEs, two are after TEs, and the rest 186 isoforms show premature termination sites before the presence of TEs. The distance between TEs and the premature termination sites placed prior to TEs ranged from 2 bp to over 4 kb, with the first quartile, median and third quartile at 147 bp, 311 bp, and 693 bp, respectively (Additional file 7: Table S6).

Interestingly, different TE super-families were preferentially found among the four types of alternative splicing features. The retrotransposon LINE superfamily was over-represented in Alt3 and Alt5 alternative splicing events (Additional file 2: Fig. S21A, B), and Harbinger, a type II DNA transposon, was predominantly seen in IR features (Additional file 2: Fig. S21C). For ES features, MULE DNA transposon was the most predominant superfamily among all TE super-families (Additional file 2: Fig. S21D). Most of the TEs involved in alternative splicing were found to be fragmented. We observed only 10, 7, 34 and 1 full-length TE loci associated with Alt3, Alt5, IR, and ES features, respectively (Additional file 7: Table S6).

### Identification of potential loci contributing ‘full-length’ TE transcription allowing for autonomous mobilisation

Transcriptional activation of TEs in cell exposed to stress conditions has been widely studied in plants and primarily reports transcriptional activation at the family level [12, 56]. The proportion of these TE transcripts derived from structurally intact TE loci and thus capable of seeding TE mobilisation in the genome remains unclear. We have shown that within our *V. vinifera* system the detailed characterisation of transcriptional activation of TE loci under stressed conditions using short read RNA-seq data. The long-read capabilities of Nanopore sequencing has proved to be a useful tool in identification of TE transcripts engaged in the mobilisation of retro-elements [32]. We sought to use ONT RNA-seq to identify which, if any, of the annotated and transcribed TE loci identified earlier may possess full-length TE transcripts necessary for autonomous mobilisation. We initially set out to identify structurally intact TE loci with read alignments that met the criteria for transcription that would be required for autonomous mobilisation. These included intact LTR-TEs with > 90% breadth of coverage across INT domain that would suggest the production of transcripts capable of producing the *gag* and *pol* gene products required for mobilisation (Additional file 2: Fig. S22 A, B), structurally intact LINEs with > 0.9 breadth of coverage across whole elements (Additional file 2: Fig. S23 A, B), as well as intact TIR-transposon (TIR-TE) with > 90% of the transposase ORF covered by ONT reads (Additional file 2: Fig. S24 A, B). In these data we identified 20 and 19 LTR-TE loci in Vv_Mock12h and Vv_Yeast12h libraries, respectively (Additional file 2: Fig. S22 C). These included Copia-3, Copia-23, and Gypsy-V1. 

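Copia-3 and Copia-23 had ONT alignments at most of their loci, and Gypsy-V1 had far fewer. Copia-3 had 3972 alignments at 301 of 403 loci in the library labelled Mock and 6190 at 304 loci in the library labelled Yeast. Copia-23 had 3995 at 448 of 645 loci and 4955 at 470 loci. Gypsy-V1 had 377 at 93 of 413 loci and 457 at 107 loci. The highest single locus reached 108 alignments for Copia-3 and 68 for Copia-23 in the library labelled Mock, and 30 for Gypsy-V1, and 75, 85 and 44 in the library labelled Yeast, where a read counts at each of its positions. By unique-mapping Illumina reads scaled with the TMM factors of the gene counts, Yeast at 12 h had log2 fold changes against Mock of 1.19 for Copia-3 (adjusted p = 0.00489) and 0.38 for Copia-23 (adjusted p = 0.31). Scaled by gene totals without these factors, a setting chosen after seeing the data, they were 0.12 and -0.70, and with TMM on the sums 0.61 and -0.21. By danglers Copia-3 turned to lower.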

For LINE retrotransposons, only a single VLINE7 locus and two VLINE 8 loci were selected (Additional file 2: Fig. S23 C). 

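VLINE8 had 13857 ONT alignments at 1098 of 1476 loci in the library labelled Mock and 16796 at 1135 loci in the library labelled Yeast. VLINE7 had 4337 at 707 of 1551 loci and 4955 at 733 loci. By unique-mapping Illumina reads scaled with the TMM factors of the gene counts, Yeast at 12 h had log2 fold changes against Mock of -0.27 for VLINE8 and -0.25 for VLINE7, and neither passed the test at 12 h (adjusted p = 0.437 and 0.441). Scaled by gene totals without these factors, a setting chosen after seeing the data, they were -1.35 and -1.33 and both passed, as they did with TMM on the sums (-0.86 and -0.84). The coverage of single LINE loci was not used here.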

For TIR-TE, three hAT-7 loci in Vv_Mock12h library revealed > 0.9 breadth of coverage across the transposase ORF (Additional file 2: Fig. S24 C).

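The family hAT-7 had 1483 ONT alignments at 185 of 449 loci in the library labelled Mock and 1952 at 171 loci in the library labelled Yeast. Its highest single loci had 42 and 61 alignments. By unique-mapping Illumina reads scaled with the TMM factors of the gene counts, hAT-7 in Yeast at 12 h had a log2 fold change of -0.22 against Mock and did not pass the test (adjusted p = 0.47). Scaled by gene totals without these factors, a setting chosen after seeing the data, it had -1.29 and passed, as it did with TMM on the sums (-0.81).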

We were particularly interested in identification of contiguous cDNA-seq reads that mapped across the appropriate length of identified loci. The ONT read should meet two criteria to prove that a full-length TE transcript was present. Firstly, depending on the expected de novo transcription characteristics of mapped TEs [57], the long-read should be at least as long as the INT domain for LTR-TEs [3], the transposase ORF for DNA transposons, or the full feature of the TE locus for LINE [57]. Secondly, this read should have its TE-mapped bases almost as much as its read length. Taking Copia-23 as an example, the ONT reads mapping to the 19 structurally autonomous Copia-23 loci were all shorter than 3000 bp (x-axis, Additional file 2: Fig. S25 A), whereas the size of the canonical Copia-23 INT domain is 4084 bp. Only a single read longer than 3 kb was identified but this exhibited a very poor mapping quality to the element (y-axis, Additional file 2: Fig. S25 A). In addition, as expected, given the conservation in sequence of these loci, the majority of these ONT reads were multi-mapping (red dots, Additional file 2: Fig. S25 A). This analysis highlighted an inconsistency between lengths of ONT reads and mapping of these reads to TEs. To determine the factors underlying this inconsistency, the alignment of the start and end sites of ONT reads mapped to Copia-23 loci were surveyed. As illustrated in Additional file 2: Fig. S25 B and C, the alignment of the 5′ and 3′ ends of reads could be grouped into three categories, internal, external, and clipped. Our analysis revealed that most of the ONT reads represented transcription initiated within the Copia-23 loci (Additional file 2: Fig. S25 B). However, the tail of the reads were mostly clipped due to the sequence discrepancy between ONT reads and TE loci (Additional file 2: Fig. S25 C). Only a few reads extended through the annotated boundary of TE loci. Overall, there is no convincing evidence of transcription from potentially autonomous Copia-23 loci annotated in this genome.

The situation described for the Copia-23 loci was also observed in the TE loci of Copia-3, Gypsy-V1, VLINE7, VLINE8, and hAT-7 (Fig. 9; Additional file 2: Fig. S25). Only a single ONT read mapping to an autonomous Gypsy-V1 locus and eight reads of hAT-7 appeared to adequately cover the bases of the INT (Fig. 9 a-c) or ORF (Fig. 9 d-f) of the respective TE loci. The genome browser image of the only Gypsy-V1 locus demonstrates the full coverage of this locus by a single ONT read (Fig. 9 g). The genome browser image for hAT-7 shows ONT reads covering the ORF of the hAT-7 in chromosome 14 (Fig. 9 h). These data suggest the observed transcription of Gypsy-V1 and hAT-7 may allow limited mobilisation of these elements.

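The Gypsy-V1 locus on chromosome 15 that the paper names had 7 ONT alignments in the library labelled Mock and 5 in the library labelled Yeast. In the 3 Illumina libraries of Mock at 12 h it had no unique-mapping read and 62 reads when multi-mapping ones were counted, and in Yeast none and 21. The hAT-7 locus on chromosome 14 that the paper names had 36 ONT alignments in the library labelled Mock and 52 in the library labelled Yeast. It had 1 unique-mapping Illumina read in Mock at 12 h and 1 in Yeast, and 232 and 55 reads with multi-mapping ones. These alignments count every position of a multi-mapping read, so some can stem from other copies. From ONT reads that span these elements (Fig. 9), the paper proposes that their transcription could let Gypsy-V1 and hAT-7 mobilise to a limited extent.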

**Fig. 9:**
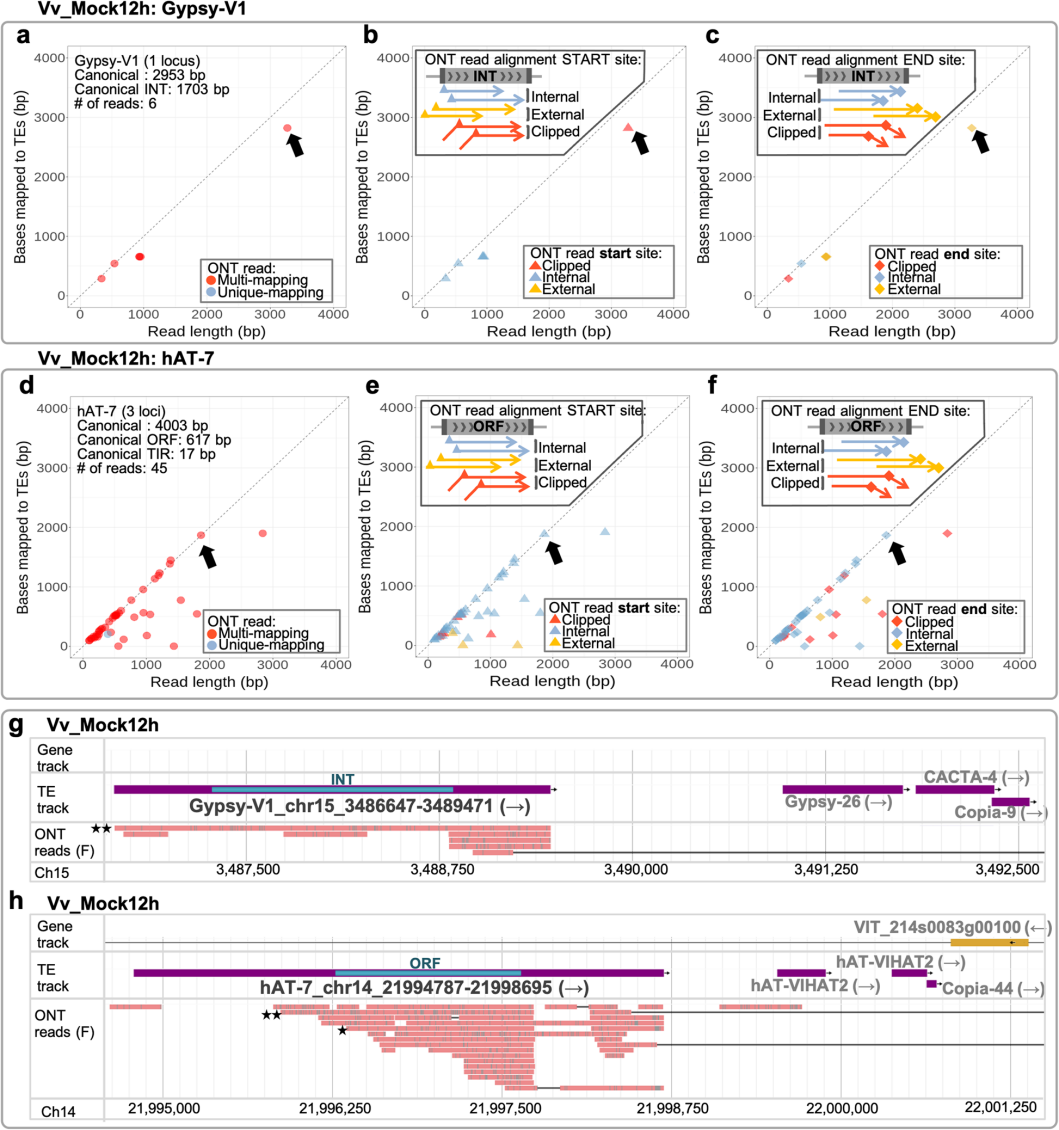
Identification of structurally intact TE loci potentially having transcripts for autonomous mobilisation. **a-c** The alignment properties of the ONT reads mapping to a structurally intact Gypsy-V1 locus whose INT domain was > 90% covered by ONT reads. For each read, the read length was plotted against the number of bases overlapping with the autonomous locus and coloured by mapping specificity (multi−/unique-mapping; **a**) and alignment start site (**b**) and end site (**c**) relative to the TE locus. All reads plotted in (**a**) were presented at the same coordinates in (**b**) and (**c**). The black arrows indicate an ONT read covering most of the structurally intact TE locus. Note that this ONT read is multi-mapping to other structurally intact Gypsy-V1 loci, but only the locus indicated here is TE expression candidate (i.e. supported by short-read data). **d-f** The alignment properties of the ONT reads mapping to three structurally intact hAT-7 loci whose ORF was > 90% covered by ONT reads. (**d**)-(**f**) were plot following the approach used for (**a**)-(**c**). **g-h** Genome browser images of the structurally intact Gypsy-V1 locus (Gypsy-V1_chr15_3486647–3,489,471) and the representative hAT-7 locus (hAT-7_chr14_21994787–21,998,695), whose INT and ORF (teal blue strips) was fully covered by individual ONT reads, respectively. The two black stars label full coverage of the INT or ORF, while the single black star marks > 90% coverage of the ORF. INT, internal domain; ORF, open reading frame; F, forward reads

## Discussion

Here we have shown an efficient strategy to capture individual loci of TE expression candidates in the *V. vinifera* and *A. thaliana* systems and detailed the characteristic profile of these loci.

We demonstrate that, when the epigenetic system is not compromised, TE expression candidates comprised less than 3 and 5% of all annotated TEs in the *V. vinifera* and *A. thaliana* systems, respectively. When the epigenetic regulatory system is compromised, such as in the *ddm1* mutant of Arabidopsis, however, we found that the number of TE expression candidates was significantly increased, highlighting the role of *DDM1* in epigenetic silencing of transposons [18]. The high proportion of fragmented and trackable expression candidates clearly shows that much TE transcription is derived from relics of autonomous elements. It has been reported that short and fragmented TE loci (< 2 kb) are often lacking CHH methylation, indicating they may be less efficiently targeted by RNA dependant DNA methylation (RdDM) derived silencing [57]. In contrast, large and structurally intact TE loci are enriched with CHH methylation and tend to be efficiently targeted by RdDM [57]. This lessening of TE-focused epigenetic silencing may reflect the accumulation of sequence polymorphisms over evolutionary time, leading to a divergence and degradation of TE sequences at individual loci that eventually reaches a point where the endogenous siRNAs system fails to recognise these elements [58], and thus results in permissive transcription of these TE loci. The repetitive nature of these loci is the basis for difficulties in discerning the origins of TE transcription. Additionally, these mechanisms might also explain the over-representation of fragmented and trackable TE loci in the expression candidate pool. However, to address this fully, the patterns of accumulation of DNA methylation at these loci and identity of various siRNA species targeting individual TE loci need to be determined.

The transposition history of TE families likely contributes to varying proportions of fragmentation and increased nucleotide variation among element loci. For example, TE families experiencing the most recent mobilisation bursts tend to contribute structurally intact and un-trackable TE loci in transcript pools. Using the Copia-3 and Copia-23 families from grapevine as an example, the relatively high proportion of full-length, un-trackable loci is a reflection of recent mobilisation compared to older families. As a result, a sequencing read derived from the TE locus of a recently mobilised lineage of a TE family cannot be attributed to a single locus; rather, it is mapped to most of the TE loci of this lineage, and thus numbers of TE loci of the transcribed lineage are identified as expression candidates (Additional file 2: Fig. S3-S4). This finding might also reflect the notion that young TE families or individual loci that mobilised recently are more likely to be transcriptionally active than the old elements upon specific environmental cues [48].

The findings discussed above only relate to those elements within the reference genome and that have been annotated. There is a high likelihood that there are number of elements that have inserted into novel locations the genome of the Pinot Noir plant was used as source material for these experiments. Much recent discussion and experimentation supports a view that a single reference genome sequence cannot capture the important structural variation that may underpin phenotypic variation within a population [59, 60]. While our data may give hints at new loci a whole genome long read sequencing of the parent plant, alongside an in depth transposon assembly would be required to validate any putative insertions that differ from the reference. Alternative approaches using long-read genome sequence to identify structural variation and mapping approaches such as SNIFFLES [61] appear to provide another pathway forward to explore novel structural variation with existing reference resources. It should be noted, however, that while these approaches will capture structural variation, primarily insertions or deletions, caused by both type I and type II TEs further analysis would be required to identify and validate the TEs involved. In Arabidopsis, the heat-sensitive LTR retrotransposon, *ONSEN*, is transcriptionally activated in wild-type plants subjected to heat-shock treatment. However, this activation has only been observed in *nrpd1–3* mutant backgrounds which have lost the function of an RNA polymerase required for siRNA production in the RdDM pathway [48, 62]. Structurally intact *ONSEN* loci having identical LTRs contribute more *ONSEN* transcripts in both Arabidopsis wild-type and *nrpd1–3* background, and more new insertions in the progeny of heat-treated *nrpd1–3*, than the *ONSEN* loci having non-identical pair of LTRs [48].

In grapevine a retrotransposon has been shown to contribute to berry colour. The insertion of a structurally intact Gret1, a Gypsy retrotransposon, at the promoter of VvMybA1 gene in Cabernet disrupted the gene expression and gave rise to the white grape variety Chardonnay [5, 63]. Indeed, all white grape varieties carry this mutation [64]. In the formation of the Ruby Okuyama, self-recombination between the Gret1-LTR at the VvMybA1 locus resulted in the removal of LTR and the INT domain, leaving a single LTR at VvMybA1 promoter, restoring gene expression and hence red berries [63]. The structure of the Gret1 locus at VvMybA1 suggests a relatively recent insertion [63]. While our data and the previous work of Lizamore [21] showed transcriptional activity of Gret1, no full-length Gret1 transcription was observed in our P. noir embryogenic callus (Fig. 3; Fig. 9; Additional File 2: Fig. S25), and it remains unclear which TEs may retain autonomous mobility in this black-skinned variety. While no evidence for Gret1 activity was observed we determined that Copia-3 and Copia-23 appeared as the most recently mobile LTR-TE families in P. noir (Fig. 4), both exhibiting lineages with low levels of sequence divergence that were transcriptionally active (Fig. 3; Additional File 2: Fig. S3-S4). Although these two TE families did not appear to be producing transcripts that would indicate autonomous mobilisation, their structurally intact loci may potentially contribute to new insertions under other treatment conditions that may include environmental stimuli and alterations in the effectiveness of epigenetic silencing of TEs.

It has been reported that LTR retrotransposons, in particular from the Copia superfamily, and DNA transposons, such as MITEs, exhibit insertion bias in favour of gene-rich or transcribed gene regions [9, 26–28, 62]. It has also been proposed that TE families, particularly those with low copy numbers (less than a few hundred per genomes), prefer integrating into genetically active locations in genomes, thereby gaining the opportunity for transcription and consequently mobilisation [52, 65]. However, while new insertions may favour gene rich euchromatic regions of the genome there is little evidence supporting that these locations also support the ability for co-localised TE loci to become transcriptionally active. Here, for the first time, we reveal the significant location bias of TE expression candidates towards expressed genes in all experimental conditions (Fig. 5; Additional File 2 Fig. S7-S16). Compromising epigenetic silencing of TEs, as seen in the *A. thaliana ddm1* mutant, leads to a greater array of transcribed TE loci outside of gene-rich regions. In the grapevine system, this location bias of transcriptionally activated TE loci particularly favours introns of expressed genes and is observed for most TE families becoming transcriptionally active. Furthermore, most of the structurally intact expression candidates of Copia-3 and Copia-23 families, the two youngest LTR-TE families in grapevine, were found within intron of expressed genes. We also found that this tendency towards expressed genic regions is not restricted to stress-responsive genes (Additional File 2 Fig. S19). Transcriptional co-activation of co-localised TE loci and genes is not only observed in our grapevine system (Fig. 6), but also in other plant species, including rice [66], maize [67, 68], and *A. thaliana* [69]. This coordinated transcription could benefit environmental adaptation and specific cell development [67, 68]. Together, our observations and the findings reported in these reports suggest a mobilisation cycle that positively reinforce genic insertions that predetermine the transcriptional and thus mobility of elements.

It remains unclear whether genic TE expression candidates confer the expression activity on co-localised genes through contributing the *cis*-regulatory element in TE sequences as previously reported [3–5, 8], or whether these genic TE expression candidates acquired transcriptional activity due to the requirement of permissive chromatin or epigenetic status granted to the co-localised and transcribed genes [65]. The former indicates a positive effect of the presence of TEs on gene activity, whereas the latter suggests a ‘hitchhiker-like’ behaviour of TEs and may not necessarily benefit gene activity [65]. In the ‘hitchhiker-like’ scenario, epigenetically unmasked TE loci can sometimes result in the production of fused TE-gene transcripts [70, 71] or aberrant transcript isoforms of the host genes [31]. Our data reveal the prevalence of non-TE initiated TE transcription, a small fraction of which was derived from either exons or introns (Fig. 7). We also show that gene transcript isoforms containing intronic TEs tend to possess premature termination codon and thus are estimated to be non-productive isoforms (Fig. 8b). These findings suggests that the intronic TE loci involved in intron retention may follow the ‘hitchhiker-like’ scenario and influence the transcription and translation productivity of the host genes. In addition, in the analysis of the alignment start sites of ONT cDNA read relative to structurally intact TE loci, 35 and 73 of the total 497 ONT reads analysed were found to cross the boundary of mapped TE loci (crossing-boundary) and possess soft-clipped tail, respectively (Fig. 9a-f; Additional file 2: Fig. S25). The former indicates TE transcription initiated from the upstream of the analysed TE loci, and the latter suggests a discrepancy between the reference and P. noir genomic sequences. Both (crossing-boundary and soft-clipped at the N terminals of the alignments) imply a certain amount of TE transcription initiating outside of the annotated element. Although transcriptional activation of TEs under stress conditions has been widely reported, our ONT cDNA sequencing data shows that the full-length transcripts derived from structurally intact TE loci is extremely low. This finding indicates that the so-called ‘TE activation’ commonly seen from short-read RNA-seq may not necessarily represent transcriptional activation leading to autonomous TE mobilisation and suggests that so called TE bursts occurring in wild-type populations in a natural environment are rare bursts of activity relative to evolutionary timescales [10]. A recent study in *A. thaliana,* pooled six ONT cDNA sequencing libraries, which included *A. thaliana* wild-type and four epigenetically compromised genotypes before applying an expression threshold at five ONT reads to annotate an active TE locus [32]; this generated more than 5 million reads for the model organism with a genome size of ~ 135 Mb. With a similar N50, we would require alignment depth at least 2.3 times deeper than the current Vv_Mock12h or Vv_Yeast12h libraries that we have interrogated. The *A. thaliana* genotypes used in Panda and Slotkin [32] include those which were compromised in epigenetic silencing that allows the constant de-repression of TE loci, whereas the grapevine embryogenic callus in our study was initiated from wild-type P. noir clone UCD5 and was subjected to stress treatment. In such a fully active epigenetic silencing environment, the likelihood of high levels of transcription of autonomous elements is low. That being said, providing a stress treatment that can lead to strong transcriptional activation of autonomous TE loci in the wild-type backgrounds, and with more sequencing and alignment depth we may be able to detect the full-length TE transcription. Alternatively, using genetic backgrounds compromised in epigenetic silencing and thus predisposed to TE activation, applying chemicals that inhibit proteins of the silencing machinery [72, 73], and/or conducting stress treatment according to the stress-responsive specificity of a particular TE family/subfamily [25, 62] may raise the levels of autonomous TE transcription.

## Conclusions

The expression landscape and properties of transcriptionally active TE loci have been enigmatic mainly due to the repetitive and self-proliferating characteristics of TEs. Here, using short-read and long-read sequencing technology, as well as combined analysis of unique-mapping and multi-mapping sequencing reads, we show the evidence that transcriptionally active TE loci derive from a surprisingly small portion of total annotated TEs in *V. vinifera* and *A. thaliana* when the epigenetic silencing system is not compromised. Although most TE transcripts were derived from fragmented and trackable TE loci that are incapable of autonomous mobilisation, our results indicate a strong tendency for TE expression candidates to be found within introns of expressed genes. This distribution bias is commonly found for most of the expressed TE families, and for structurally intact TE expression candidates of grapevine Copia-3 and Copia-23, the two LTR-TE families experienced the most recent mobilisation burst. It was also discovered that the pairs of co-localised TEs and genes shared the same differential expression patterns in response to applied stressors. We further reveal a strong association of expressed intronic TE loci that form part of the gene transcripts (i.e. TE-related intron retention) and the presence of premature termination codon within the retained intron sequences of these gene transcript isoforms. These together suggest a close relationship between the transcriptional activity of TEs and genes. Finally, despite that the transcriptional activation of TEs has been observed in response to stress in *V. vinifera* system [21], the observation that little full-length transcripts can be derived from structurally intact TE loci. Such conditions imply low transposition efficiency and that the proper combination of stress treatments and measurements to induce a wide scale of epigenetic relaxation (e.g. chemical inhibition [72] of critical points in the epigenetic silencing pathways) are required to trigger efficient TE mobilisation in the wild-type genetic background.

## Methods

### Plant material and experimental conditions

Embryogenic callus cultures were established from *V. vinifera* cv Pinor noir clone UCD5 and maintained in the C_1_^P^ medium according to Lizamore (2013) [21]. Stress treatment was conducted essentially based on the methods established by Lizamore (2013) [21]. Before the inoculation with the biotic stressor (live *H. uvarum* cultures), the embryogenic callus cultures were subjected to vigorous shaking in the hormone-free C_1_^P^ liquid medium (HF- C_1_^P^) to break the lumps of callus apart. Therefore, this procedure was considered the mock treatment (denoted as Vv_Mock), which resembles a wound treatment to the callus. Samples exposed to the biotic stressor were denoted as Vv_Yeast. For both mock and biotic stress treatments, samples were harvested at 1, 3, 6, and 12 h as shown in Fig. 1a. A common untreated 0 h time point (denoted as Vv_T = 0) for mock and the biotic treatment was taken prior to any treatment. All treatments and their associated time points consisted of three biological replicates. Detailed procedures of stress treatment can be found in Additional file 8: Supplementary methods.

### Short-read RNA-seq and data pre-processing

Total RNA of harvested embryogenic callus was isolated according to the manufacturer’s instructions of Spectrum Plant Total RNA Kit (Sigma). Each purified RNA sample was treated with DNase I following the TURBO DNA-free kit protocol (Ambion) to remove contaminating genomic DNA before being sent to New Zealand Genomics Ltd. (now Otago Genomics) for library preparation and 150-bp pair-end Illumina sequencing using a HiSeq 2500 sequencer.

Adapter sequences and low-quality bases were trimmed by fastq-mcf [74] before quality check using fastqc [75]. Trimmed quality reads were aligned to *V. vinifera* tRNA and rRNA sequences (Ensembl Plants database: https://plants.ensembl.org) using HISAT2 [42] with default setting and followed by the collection of unmapped reads using samtools [76]. The collected reads were aligned to the 12X PN40024 grapevine reference genome (Ensembl Plants database https://plants.ensembl.org) by HISAT2 with the parameters *–rna-strandness RF –dta –k 100*. In total, there were 27 samples for the short-read RNA sequencing, including the three biological replicates per time point (1, 3, 6, 12 h) per treatment (Vv_Mock and Vv_Yeast) and the three biological replicates of Vv_T = 0. The sequencing and alignment stats (Additional file 1 Table S1) show 41 to 45 million raw sequencing reads, of which 96.61% in average were retained after quality check and removal of adapters and tRNA/rRNA reads. The alignment rate ranged from 87.8 to 90.1% in Vv_T = 0 and Vv_Mock samples yet dropped to 78.8% in average in Vv_Yeast due to the contamination from the live yeast culture (Additional file 1 Table S1).

RNA-seq data of wild-type *A. thaliana* were obtained from Le et al. (2015) [40] (accession codes DRA002305 in DDBJ Sequence Read Archive at https://www.ddbj.nig.ac.jp/dra/), while the *ddm1* RNA-seq data was collected from Oberlin et al. (2017) [17] (accession code GSE93584 in NCBI Gene Expression Omnibus at http://www.ncbi.nlm.nih.gov/geo/). The pre-processing of these raw sequencing data follows the above-mentioned method used for *V. vinifera* dataset. *A. thaliana* tRNA/rRNA sequences were downloaded from Ensembl Plants (https://plants.ensembl.org). There were 118 to 172 million reads retained after quality check, adapter removal, and filtering tRNA/rRNA reads (Additional file 1 Table S1). Ninety-two percent to 99.5% of these reads aligned with the Arabidopsis reference genome TAIR10 obtained from Ensembl Plants (https://plants.ensembl.orghttps://plants.ensembl.org).

### Identification of TE expression candidates

This analysis is comprised of three sub-pipelines described as follows:

For the first sub-pipeline, sequencing reads unmapped to tRNA and rRNA sequences of the analysed species were aligned to the reference genome using HISAT2 [42] as mentioned in the previous section. The software *htseq-count* of the package Htseq [43] was then utilised (with the setting *–m intersection-nonempty*) to quantify unique-mapping reads aligning to annotated TE loci. TE loci having read count of more than ten were collected.

For the second sub-pipeline, reads mapping to the reference genome by the software HISAT2 (with the same setting for the first sub-pipeline) were further analysed using *bedtools coverage* and *bedtools intersect* [44] to calculate unique- and multi-mapping reads mapping to annotated TEs (a multi-mapping read would be counted multiple times) and the number of bases of a TE locus covered by reads (covered bases of a TE locus). These data were then utilised to calculate the average read depth of an individual TE’s mapped region. TE loci with more than ten reads and average read depth > 5 were collected in this sub-pipeline.

The third sub-pipeline was established based on the TEFingerprint’s workflow [46], which initially used BWA (*bwa mem*) [45] to align reads against the reference genome with default setting. TEFingerprint then processed the mapped reads to capture discordant unique-mapping reads (hereinafter dangler reads) whose paired mates were aligned to TE sequences. Individual reads mapping across the annotation boundary were excluded by enabling *–exclude-tails* in TEFingerprint [46]. TE loci flanked by more than ten dangler reads on either side and had been found to have more than ten reads mapped internally were collected.

Finally, TE loci collected by each sub-pipeline were all combined to form the pool of TE expression candidates.

For the analysis of *V. vinifera* system, the TE annotation was established by Lizamore et al. [36]. Grapevine’s gene annotation file (version 2.1) was obtained from the Grape Genome Database at CRIBI (http://genomics.cribi.unipd.it/grape/).

For *A. thaliana* analysis, the *A. thaliana* gene annotation file were downloaded from Ensembl Plants (https://plants.ensembl.org), whereas the corresponding TE annotation file was generated by Jin et al. (2015) [51] and is available from Prof. Molly Hammell’s lab web page (http://hammelllab.labsites.cshl.edu/).

The downstream analysis to profile TE expression candidates’ characteristics was conducted using R script. Details regarding the pipeline and the downstream analysis can be found in Additional file 8: Supplementary methods.

### Differential expression analysis

Grapevine gene expression was quantified by *htseq-count* of the package Htseq [43] with the setting *–m intersection-nonempty*. The raw read counts of expressed genes (FPKM> 1) were imported into DESeq2 [53] for differential expression analysis to identify genes differentially expressed by stress treatment over time. The raw counts were normalised by a DESeq2 function *varianceStabilisingTransformation* before calculating log2foldchange. Genes with adjusted *p*-value lower than 0.05 and log2foldchange > 1 (at least one of the four time points) were collected as DEGs.

For TE analysis, only TE loci with unique-mapping reads (i.e. trackable TE expression candidates) were included in the differential expression test. The raw counts generated by *htseq-count* were fed into DESeq2. The normalisation step of raw read counts was the same as for gene analysis. Trackable TE expression candidates with adjusted p-value lower than 0.05 and log2foldchange > 1 (at least one of the four time points) were collected as DETEs. The interrogation of the expression patterns across time was conducted with R script, which can be found at https://github.com/ting-hsuan-chen/TE_ExpressionCandidate.

### Long-read cDNA-seq and data analysis

To validate the presence or absence of full-length TE transcription with long-read cDNA sequencing, we performed the stress treatment experiment independent of that for short-read RNA-seq. We chose the timepoint of 12-h for the maximum biotic-stress exposure. The grapevine embryogenic callus was subjected to the mock treatment and live *H. uvarum* treatment following the method mentioned earlier. The callus of mock treatment was harvested after 12 h of recovering on the C_1_^P^ plate, whereas the yeast treatment involves 12 h of continuous incubation with the yeast before harvesting. The purpose of this experiment was to detect the full-length TE transcripts rather than quantification of gene or TE expression. Therefore we did not use biological replication in these treatments.

Total RNA was extracted and separated using NORGEN Plant microRNA purification kit (Norgen Biotek) according to the manufacturer’s instruction. This kit allows for the recovery and purification of long RNA as well as short RNA species. Genomic DNA contamination was removed with the standard protocol of the TURBO DNA-free kit (Thermo Fisher). The RNA quantity was measured by Qubit RNA BR (Broad-Range) Assay Kit (Thermo Fisher), and the quality was examined using Agilent 2100 Bioanalyzer, in which the resulting RIN value of each library was above 8.

The cDNA library was prepared following the protocol of the Oxford Nanopore cDNA-PCR kit (SQK-PCS109). Briefly, 50 ng of total RNA was reverse transcribed utilising a poly-A adapter primer, before the strand-switching step. The resulting full-length cDNA was further enriched by PCR, which involved 12–13 amplification cycles, each with 6 min of extension step. The amplified cDNA was purified by AMPure XP beads before the ligation of the 1D sequencing adapters. Finally, the cDNA library was loaded onto a R9.4.1 MinION flow cell and then sequenced using MinKNOW (version 18.12) control software for raw data collection only.

Base-calling was carried out offline using Guppy (version 3.2.1; https://nanoporetech.com/) before removing adapter sequences using Pychopper2 [77]. The full-length reads were mapped to the 12X PN40024 *V. vinifera* reference genome using minimap2 [78] with the pre-set option *-ax splice* for long-read splice alignment. For mapping self-proliferating and highly repetitive TE sequences, the output of up to 100 secondary alignments was allowed for individual TE analysis using the flag *-N 100 -ax splice* in minimap2. For analysis based on TE family level, the ONT reads were mapped to the set of 232 canonical TE sequences by running default minimap2 using *-ax splice* before using *bedtools coverage* to quantify mapped reads at the family level. For genes, based on grapevine gene annotation (version 2.1), FLAIR [55] pipeline was then applied to obtain high fidelity isoforms and quantify the isoform expression level as transcripts per million (TPM). The TPM of isoforms derived from the same gene was then summed up at the gene level for the overall quantification of gene expression. For individual TEs, ONT reads overlapping with TEs in sense orientation were collected and quantified by *bedtools intersect* and *bedtools coverage* [44] as previously described.

To compare the correlation between ONT and Illumina platforms at the individual gene level, genes’ TPM (logarithmically transformed) from ONT was plotted against FPKM (logarithmically transformed) from Illumina data, while the correlation was tested using Spearman’s correlation coefficient. The same approach was applied to TE families, in which the expression level of each TE family was obtained from TEtranscripts [51] for the Illumina dataset and from alignment with the canonical sequences followed by bedtools coverage analysis for ONT data.

Individual TE loci overlapping with at least one ONT read were collected to perform an intersection with the expression candidates obtained from Illumina libraries at a time point of 12 h. The intersected TE loci were supported by both sequencing platforms and thus considered as expressed TEs. Bedtools [44] and bash and R scripts were used to survey the alignment start sites of ONT reads in relation to annotated TE loci and the closest genes, as well as the identification of the potential origin of full-length transcription for autonomous TE loci. Details can be found in Additional file 8: Supplementary methods and https://github.com/ting-hsuan-chen/TE_ExpressionCandidate.

To identify expressed genes, an intersection between annotated genes with ONT TPM above one and genes with Illumina FPKM over one was performed. Genes having overlapping data from both platforms were considered transcriptionally active genes. The alternative-splicing analysis for expressed genes was conducted using FLAIR pipeline [55].

## Supplementary Information

**Additional file 1: Table S1.** Datasets and general mapping statistics of short-read RNA-seq data.

**Additional file 2: Figure S1.** The filtering thresholds of identification of TE expression candidates. **Figure S2.** Details of expression candidates identified by the pipeline across various experimental conditions. **Figure S3-S4.** The consensus neighbour-joining tree of full-length Copia-3 and Copia-23 elements. **Figure S5-S6.** Grouping reads mapped to Copia-3 and Copia-23 expression candidates. **Figure S7-S11.** Genic and intergenic distribution of TEs grouped by TE family (grapevine). **Figure S12-S16.** Gene-unit and flanks distribution of genic TEs grouped by TE family (grapevine). **Figure S17.** Location distribution of structurally intact loci of Coipa-3 and Copia-23. **Figure S18.** DEG expression pattern. **Figure S19.** Grapevine genes grouped by presence of intronic TEs. **Figure S20.** Correlation coefficient: ONT vs Illumina (gene and TE). **Figure S21.** Pie charts of TE families related to alternative splicing. **Figure S22.** Autonomous expression candidates: LTR-TEs. **Figure S23.** Autonomous expression candidates: LINEs. **Figure S24.** Autonomous expression candidates: TIR-TEs. **Figure S25.** Mock: Breadth of coverage of Copia-23.

**Additional file 3: Table S2.** Grapevine expression candidates grouped by family, distinctiveness and integrity.

**Additional file 4: Table S3.** Peak of insertion time of *V. vinifera* LTR-TE families.

**Additional file 5: Table S4.** location distribution of expression candidates.

**Additional file 6: Table S5.** ONT cDNA sequencing mapping statistics.

**Additional file 7: Table S6.** Statistics of alternative splicing containing TEs.

**Additional file 8.** Supplementary methods.

## Data Availability

All sequencing data generated in this study are available at the National Center for Biotechnology Information Gene Expression Omnibus (NCBI GEO, https://www.ncbi.nlm.nih.gov/geo/) under accession number GSE175475**.** Publicly available next-generation sequencing data were downloaded from NCBI GEO and DDBJ under the accession number specified in Le et al. (2015) [40] and Oberlin et al. (2017) [17], and are listed along with general mapping statistics in Additional file 1: Table S1. The computational scripts used for this research, including a pipeline to identify TE expression candidates, is available at https://github.com/ting-hsuan-chen/TE_ExpressionCandidate.

## Abbreviations

Alt3: Alternative 3′ splicing
Alt5: Alternative 3′ splicing
Bp: Base pair(s)
cDNA: Complementary DNA
C-flank: C-terminal 2 kb-flanking region of a gene
DDM1: Decrease in DNA methylation 1 (chromatin-remodelling protein)
DEG: Differentially expressed gene
DETE: Differentially expressed transposable element
DNA: Deoxyribose nucleic acid
epiRIL: Epigenetic recombinant inbred line
ES: Exon skipping
HAT: Histone acetylase
hATC: hAT C-terminal dimerization
IBM2: Increase in BONSAI methylation 2 (an RNA binding protein)
INT: Internal domain
IR: Intron retention
Kb: Kilobase pairs
LINE: Long interspersed repetitive element
LTR: Long-terminal repeat
LTR-TE: LTR transposable element
Mb: Megabase pairs
MITE: Miniature inverted-repeat transposable element
mRNA: Messenger RNA
MULE: Mutator-like element
N-flank: N-terminal 2 kb-flanking region of a gene
NGO: No start codon for mRNA translation
NST: Having start codon but no stop codon for mRNA translation
nt: Nucleotide
ONT: Oxford nanopore technology
ORF: Open reading frame
PRO: Productive in terms of mRNA translation into protein
PTC: Premature termination codon for mRNA translation
RdDM: RNA dependent DNA methylation
RNA: Ribose nucleic acid
RNA-seq: RNA sequencing
rRNA: Ribosomal RNA
siRNA: Small interference RNA
TE: Transposable element
TIR: Terminal inverted repeat
TIR-TE: TIR transposable element
tRNA: Transfer RNA

# Supplementary material for: Comprehensive analysis of both long and short read transcriptomes of a clonal and a seed-propagated model species reveal the prerequisites for transcriptional activation of autonomous and non-autonomous transposons in plants
**Source:** Mob DNA. 2022 May 12;13:16. doi: 10.1186/s13100-022-00271-5
**Supplement:** Supplementary file 2 — Additional file 2: Figure S1. The filtering thresholds of identification of TE expression candidates. Figure S2. Details of expression candidates identified by the pipeline across various experimental conditions. Figure S3-S4. The consensus neighbour-joining tree of full-length Copia-3 and Copia-23 elements. Figure S5-S6. Grouping reads mapped to Copia-3 and Copia-23 expression candidates. Figure S7-S11. Genic and intergenic distribution of TEs grouped by TE family (grapevine). Figure S12-S16. Gene-unit and flanks distribution of genic TEs grouped by TE family (grapevine). Figure S17. Location distribution of structurally intact loci of Coipa-3 and Copia-23. Figure S18. DEG expression pattern. Figure S19. Grapevine genes grouped by presence of intronic TEs. Figure S20. Correlation coefficient: ONT vs Illumina (gene and TE). Figure S21. Pie charts of TE families related to alternative splicing. Figure S22. Autonomous expression candidates: LTR-TEs. Figure S23. Autonomous expression candidates: LINEs. Figure S24. Autonomous expression candidates: TIR-TEs. Figure S25. Mock: Breadth of coverage of Copia-23.

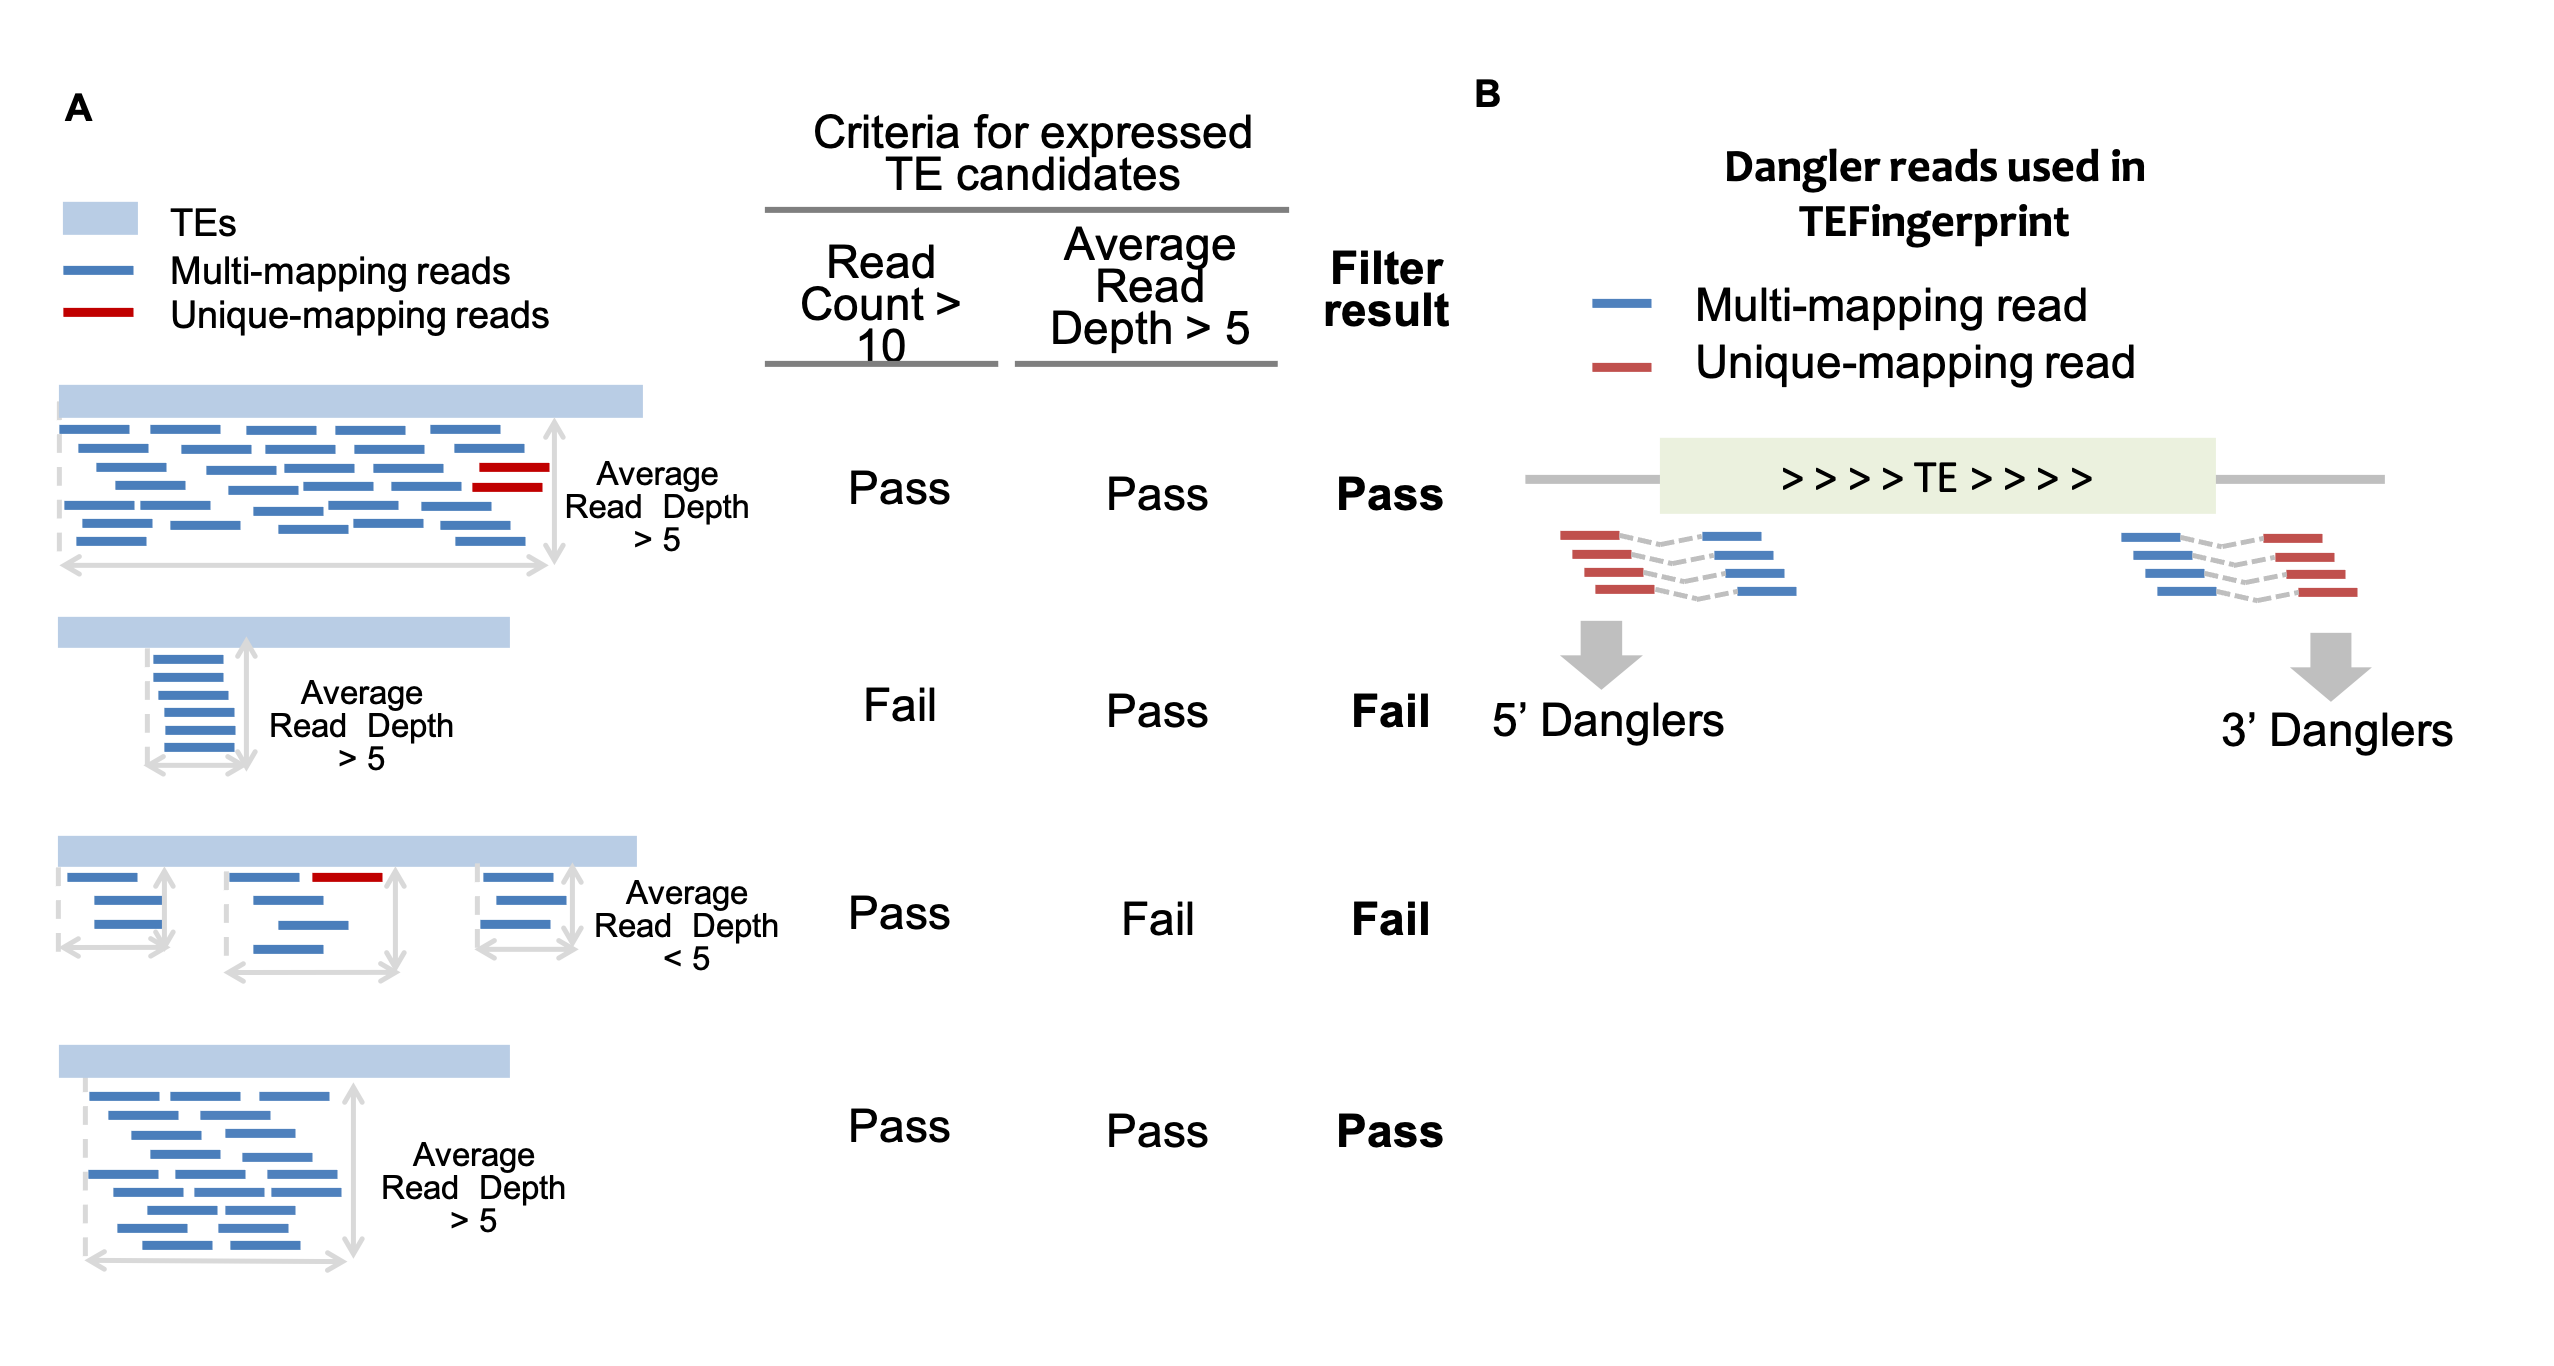

**Figure S1. The filtering thresholds of identification of TE expression candidates**

**(A)** Examples of filter step for the BEDtools-based sub-pipeline. To pass this step, a TE needs to show > 10 read count and >5 average read depth normalized by TE’s mapped region. **(B)** Illustration of the mapping strategy of TEFingerprint used in the pipeline. The blue fragments denotes reads mapping to TE sequences, whereas the red ones are the corresponding read mates (danglers) of TE-mapped reads, which are indicative of the transcriptional activity of a TE with transcription across boundaries.

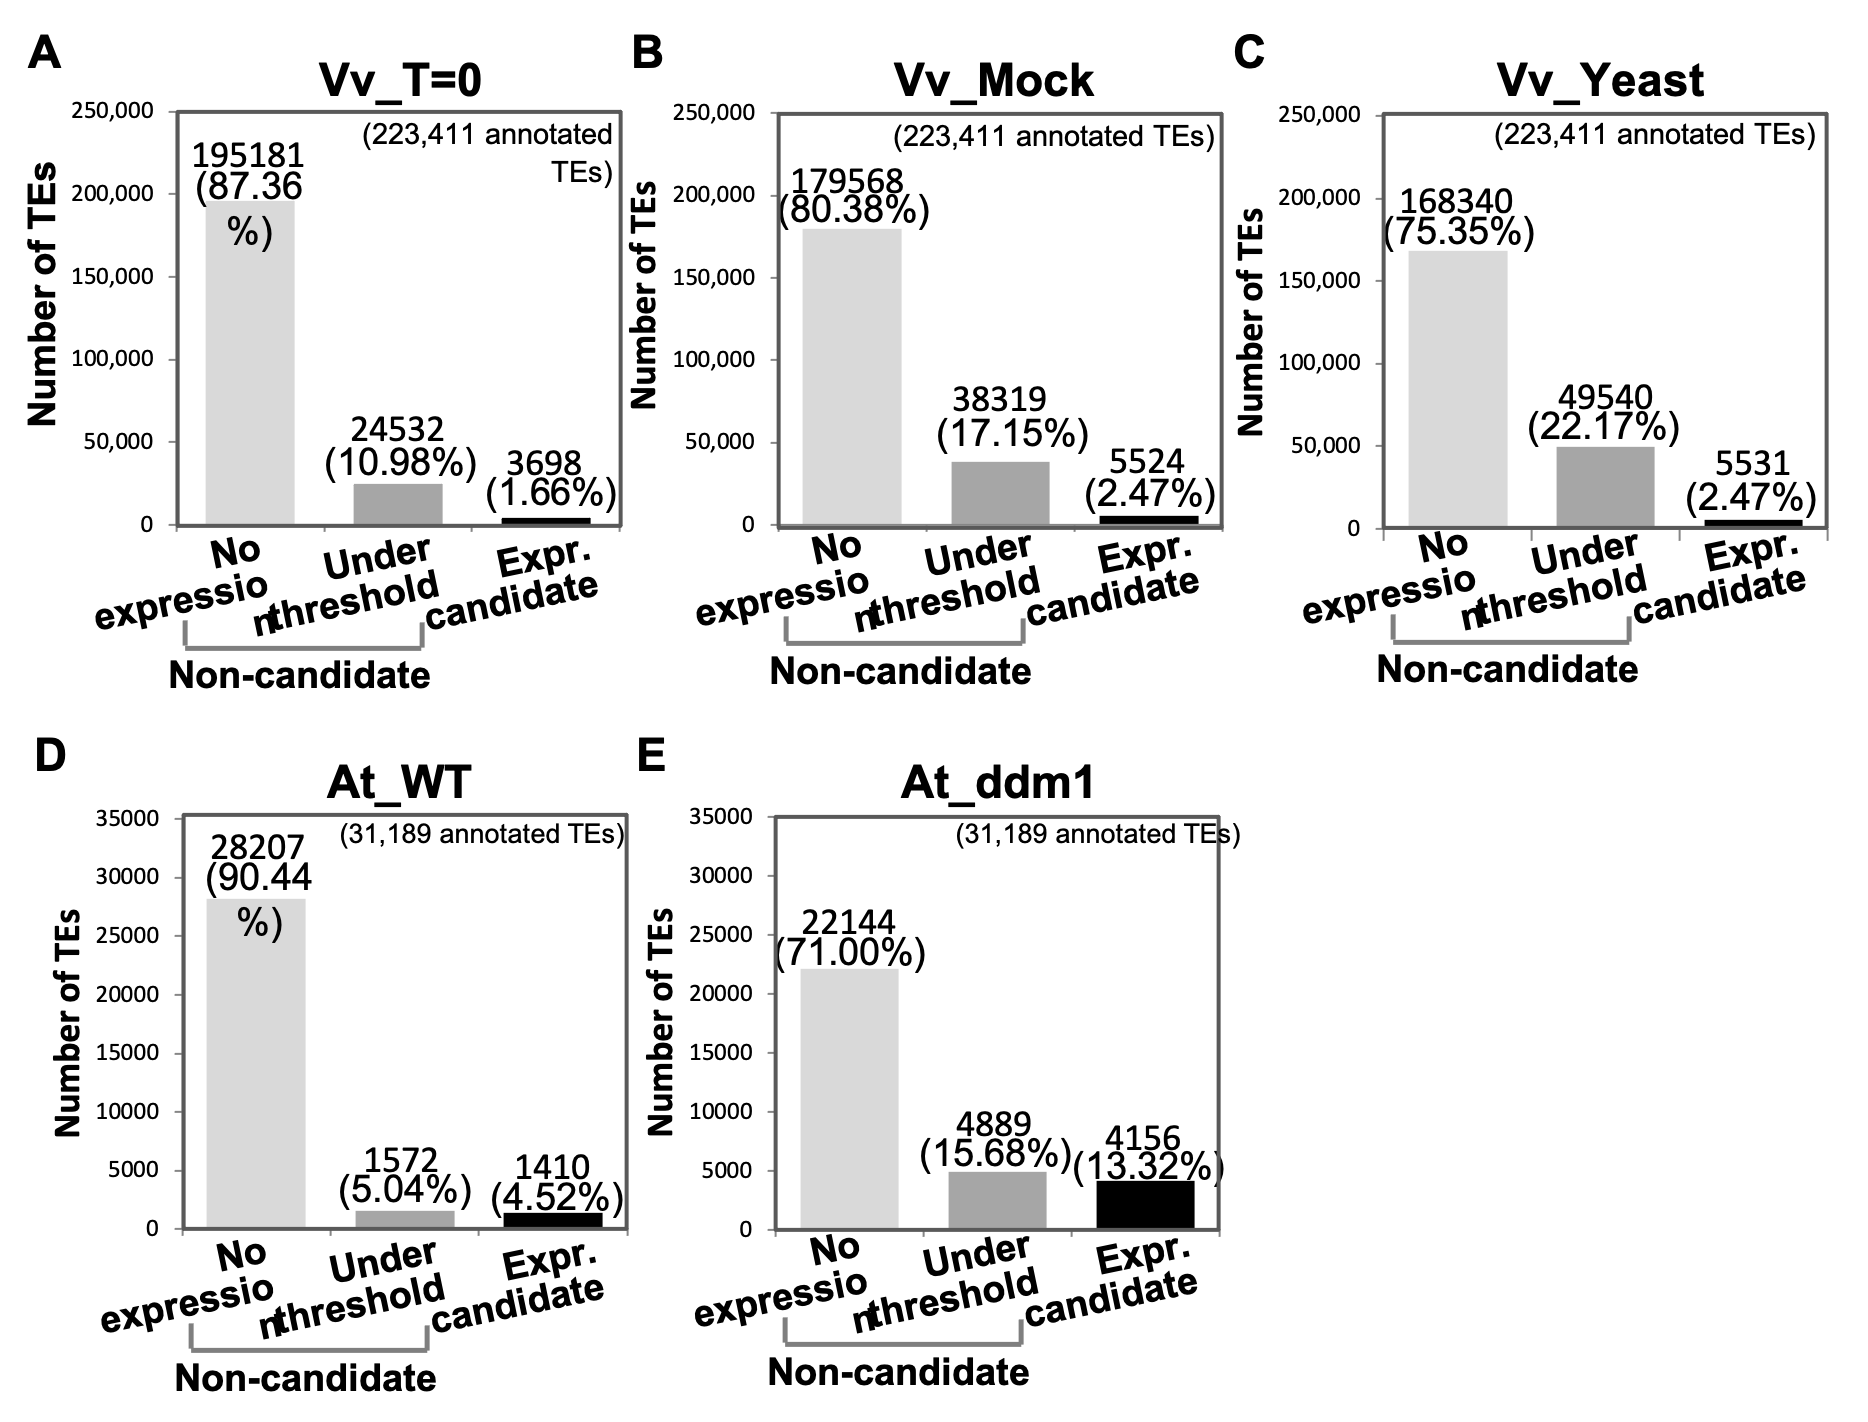

**Figure S2. Expression candidates identified by the pipeline across various experimental conditions**

All annotated TEs were categorized by transcriptional activity indicated at the x-axis and illustrated according to treatments/genotypes as shown in each graph: (A) Vv_T=0, (B) Vv_Mock, (C) Vv_yeast, (D) At_WT, and (E) At_ddm1.

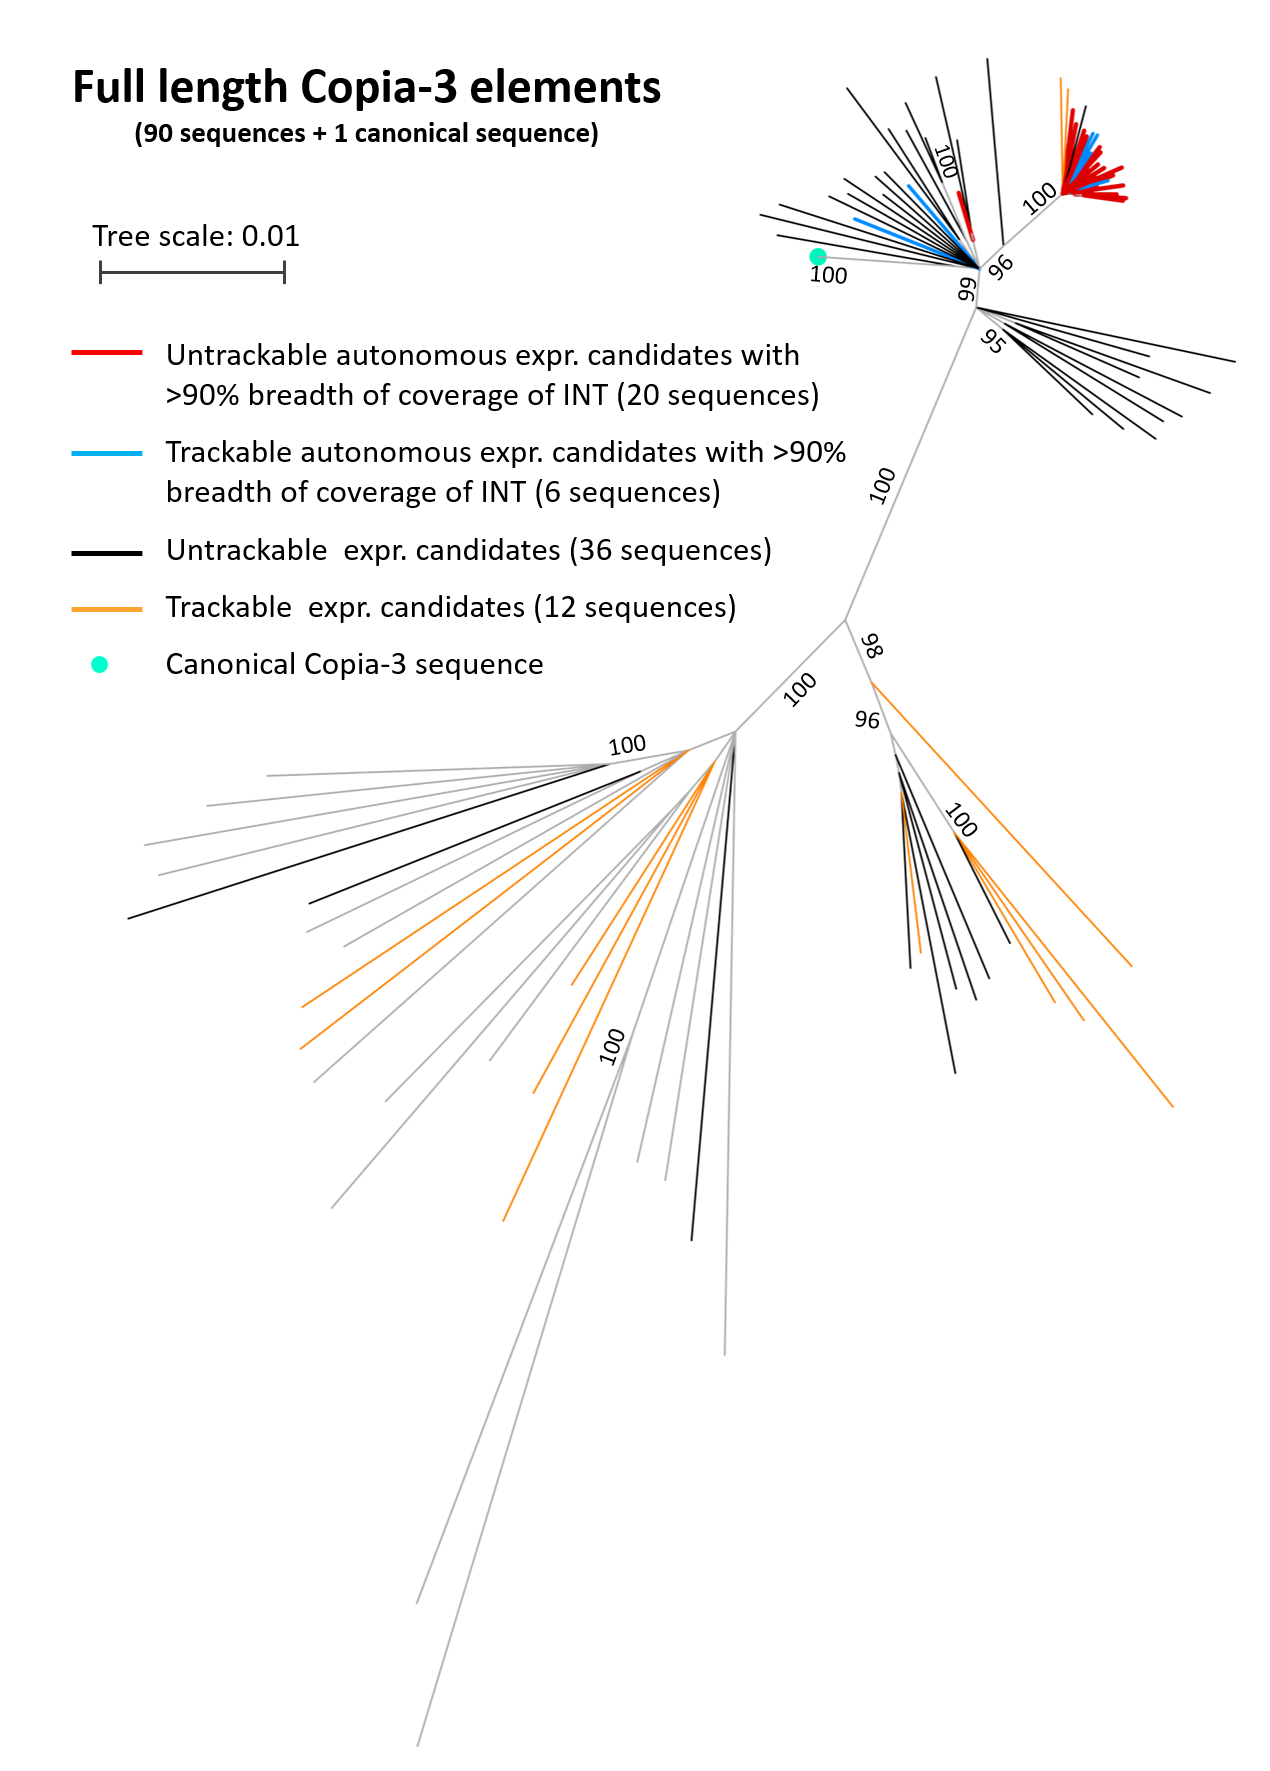

Figure S3. The consensus tree of full-length Copia-3 elements

Copia-3 elements retaining LTR pairs with >90% INT covered by sequencing reads were considered structurally autonomous expression candidates. Blue lines represent those having unique-mapping reads (trackable) blue, and the red lines denote the remaining untrackable ones. For the rest of the full-length Copia-3 expression candidates, those can be distinguished by unique-mapping reads were yellow, otherwise were coloured black. Grey lines denote branches or non-expression candidates.

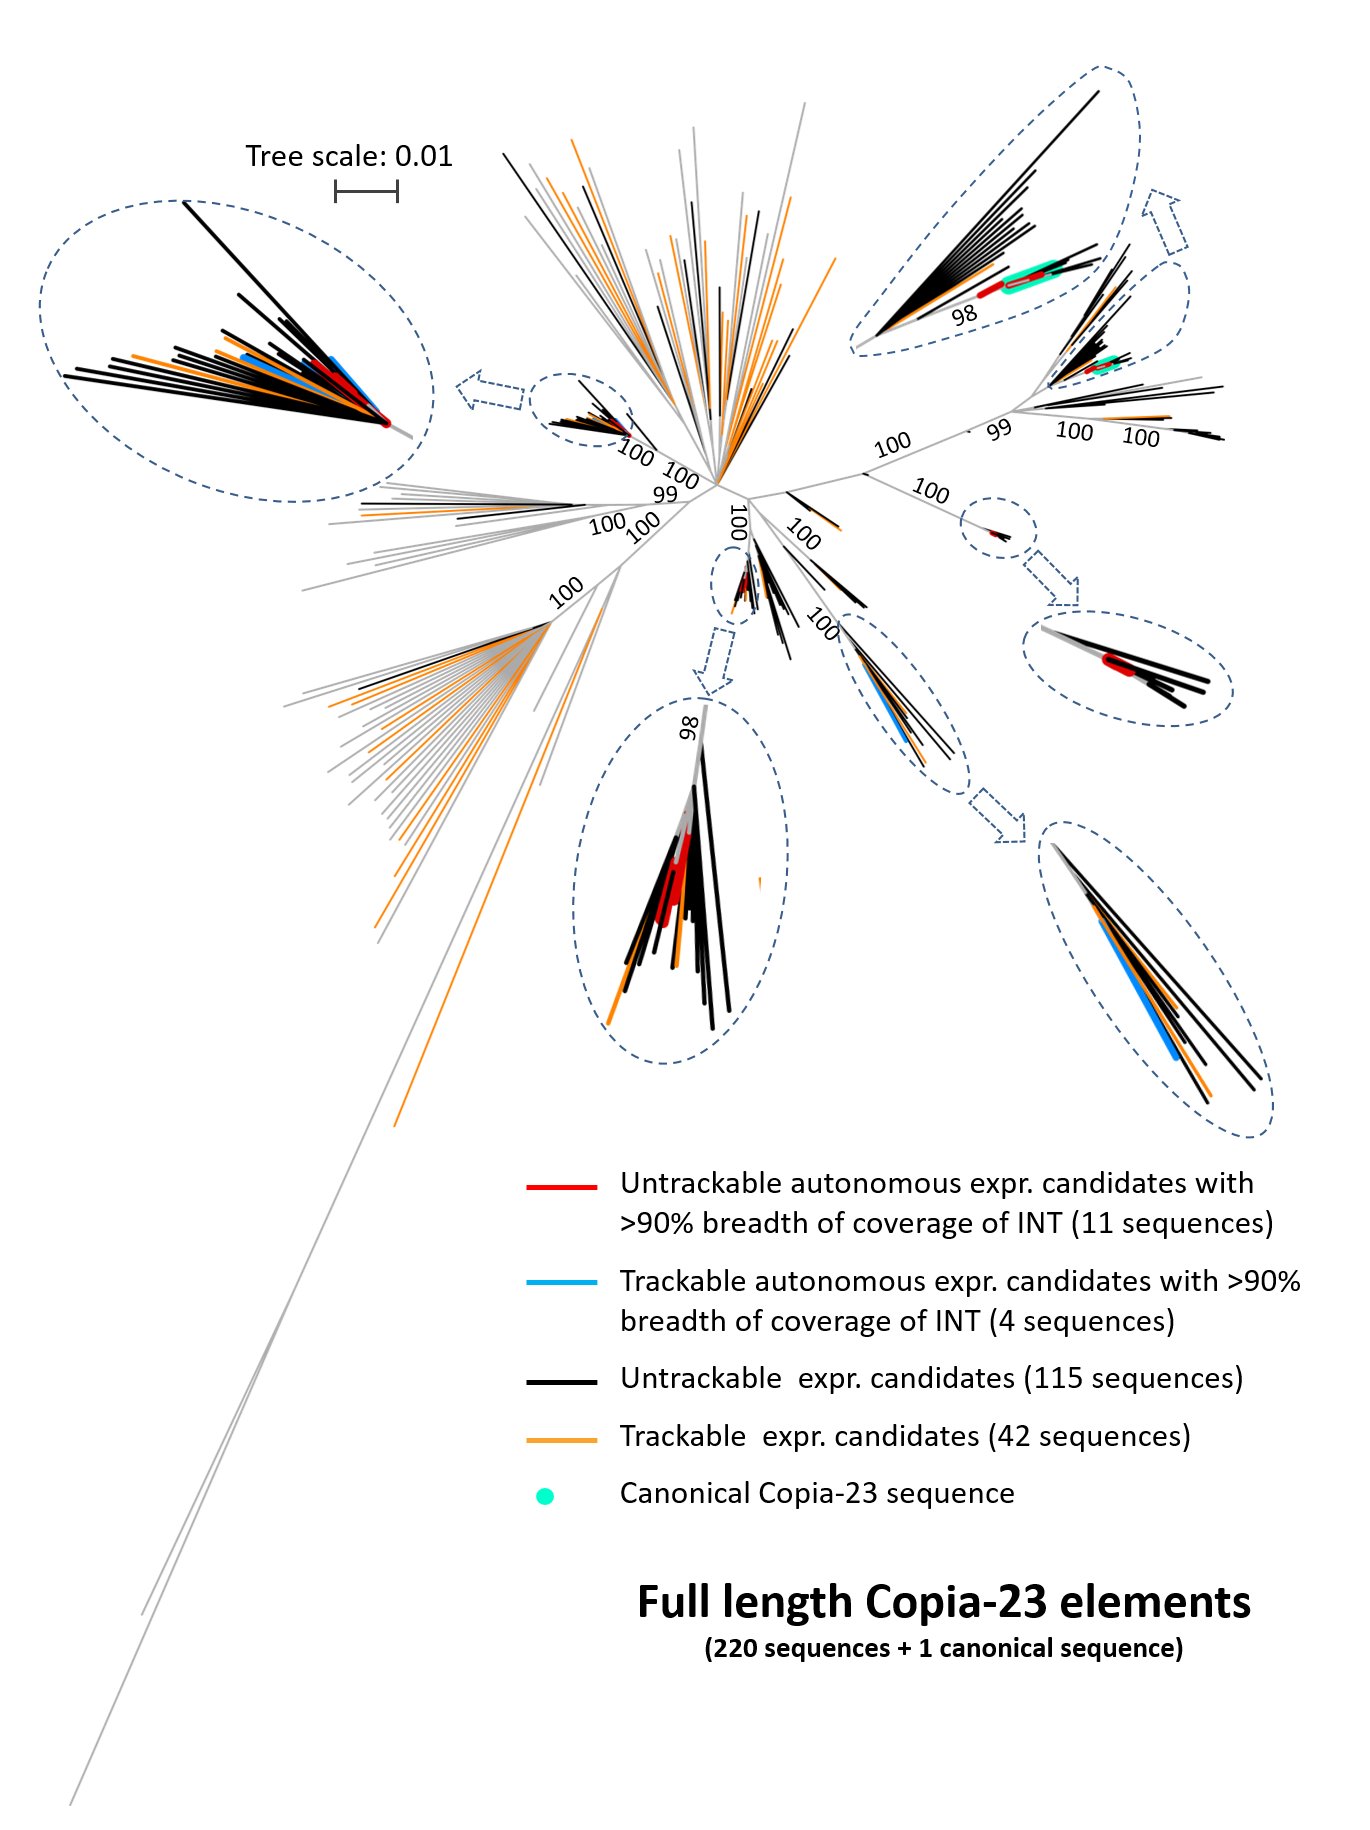

Figure S4. The consensus tree of full-length Copia-23 elements

Copia-23 elements retaining LTR pairs with >90% INT covered by sequencing reads were considered structurally autonomous expression candidates. Blue lines represent those having unique-mapping reads (trackable) blue, and the red lines denote the remaining untrackable ones. For the rest of the full-length Copia-23 expression candidates, those can be distinguished by unique-mapping reads were yellow, otherwise were coloured black. Grey lines denote branches or non-expression candidates. Clades containing trackable or un-trackable autonomous expression candidates were indicated with enlarged illustrations.

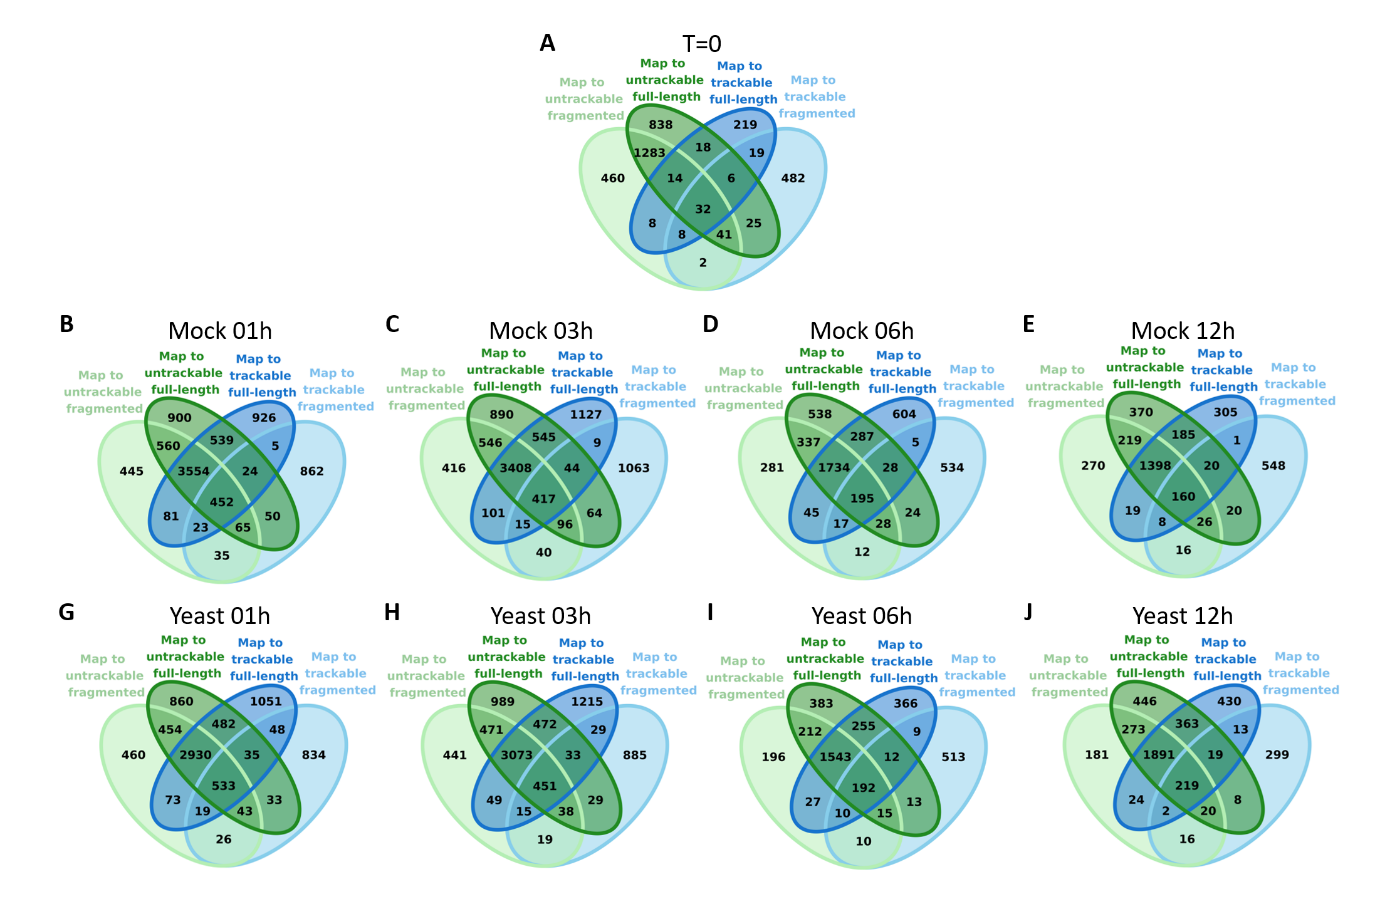

Figure S5. Grouping reads mapping to Copia-3 expression candidates

Reads mapping to Copia-3 expression candidates were categorized into four groups as indicated. Replicates of each time-point were combined.

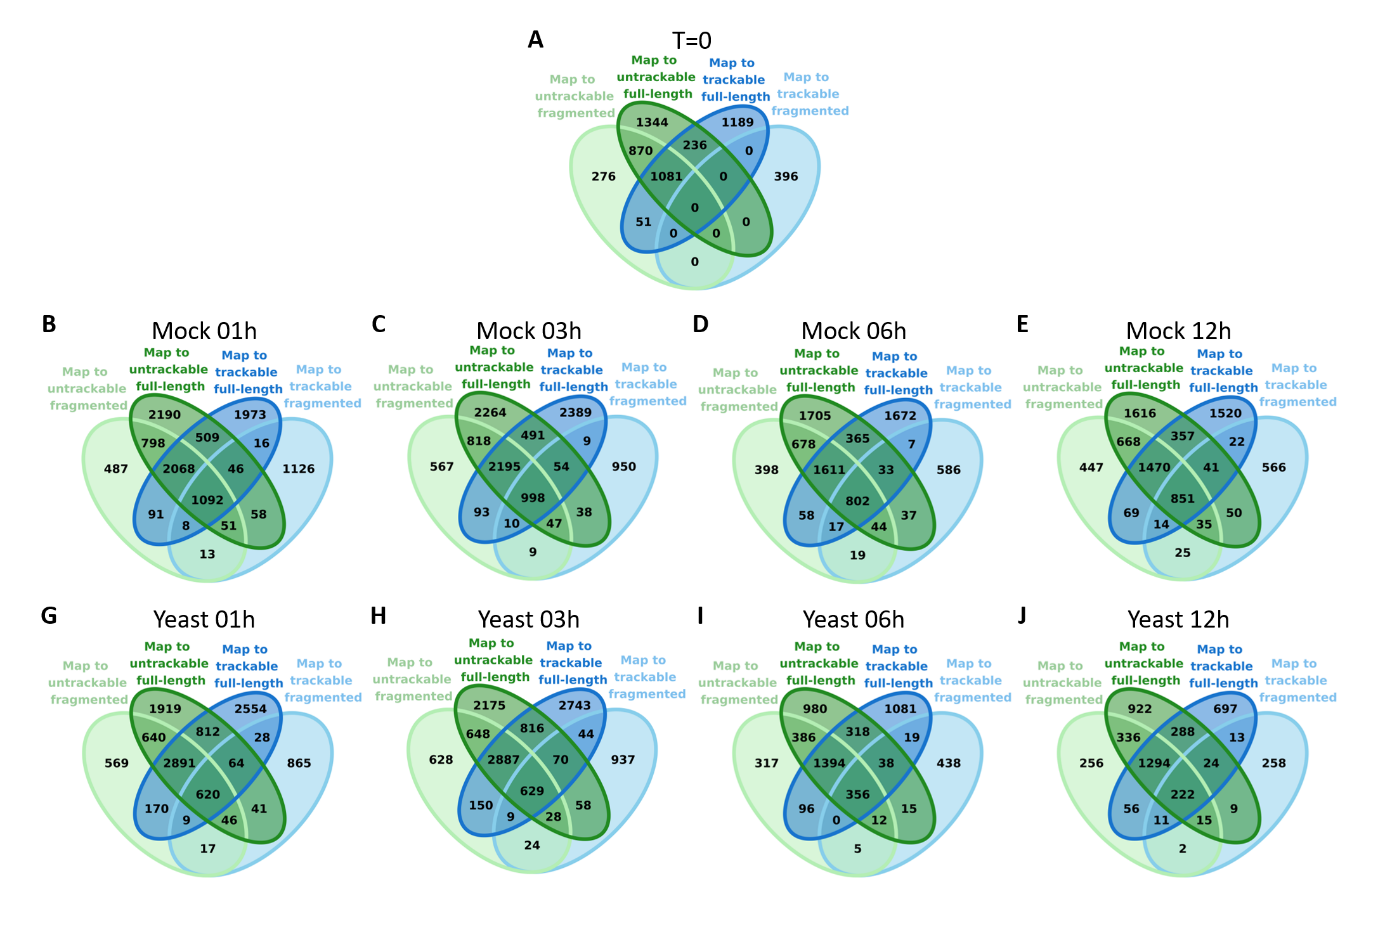

Figure S6. Grouping reads mapping to Copia-23 expression candidates

Reads mapping to Copia-23 expression candidates were categorized into four groups as indicated. Replicates of each time-point were combined.

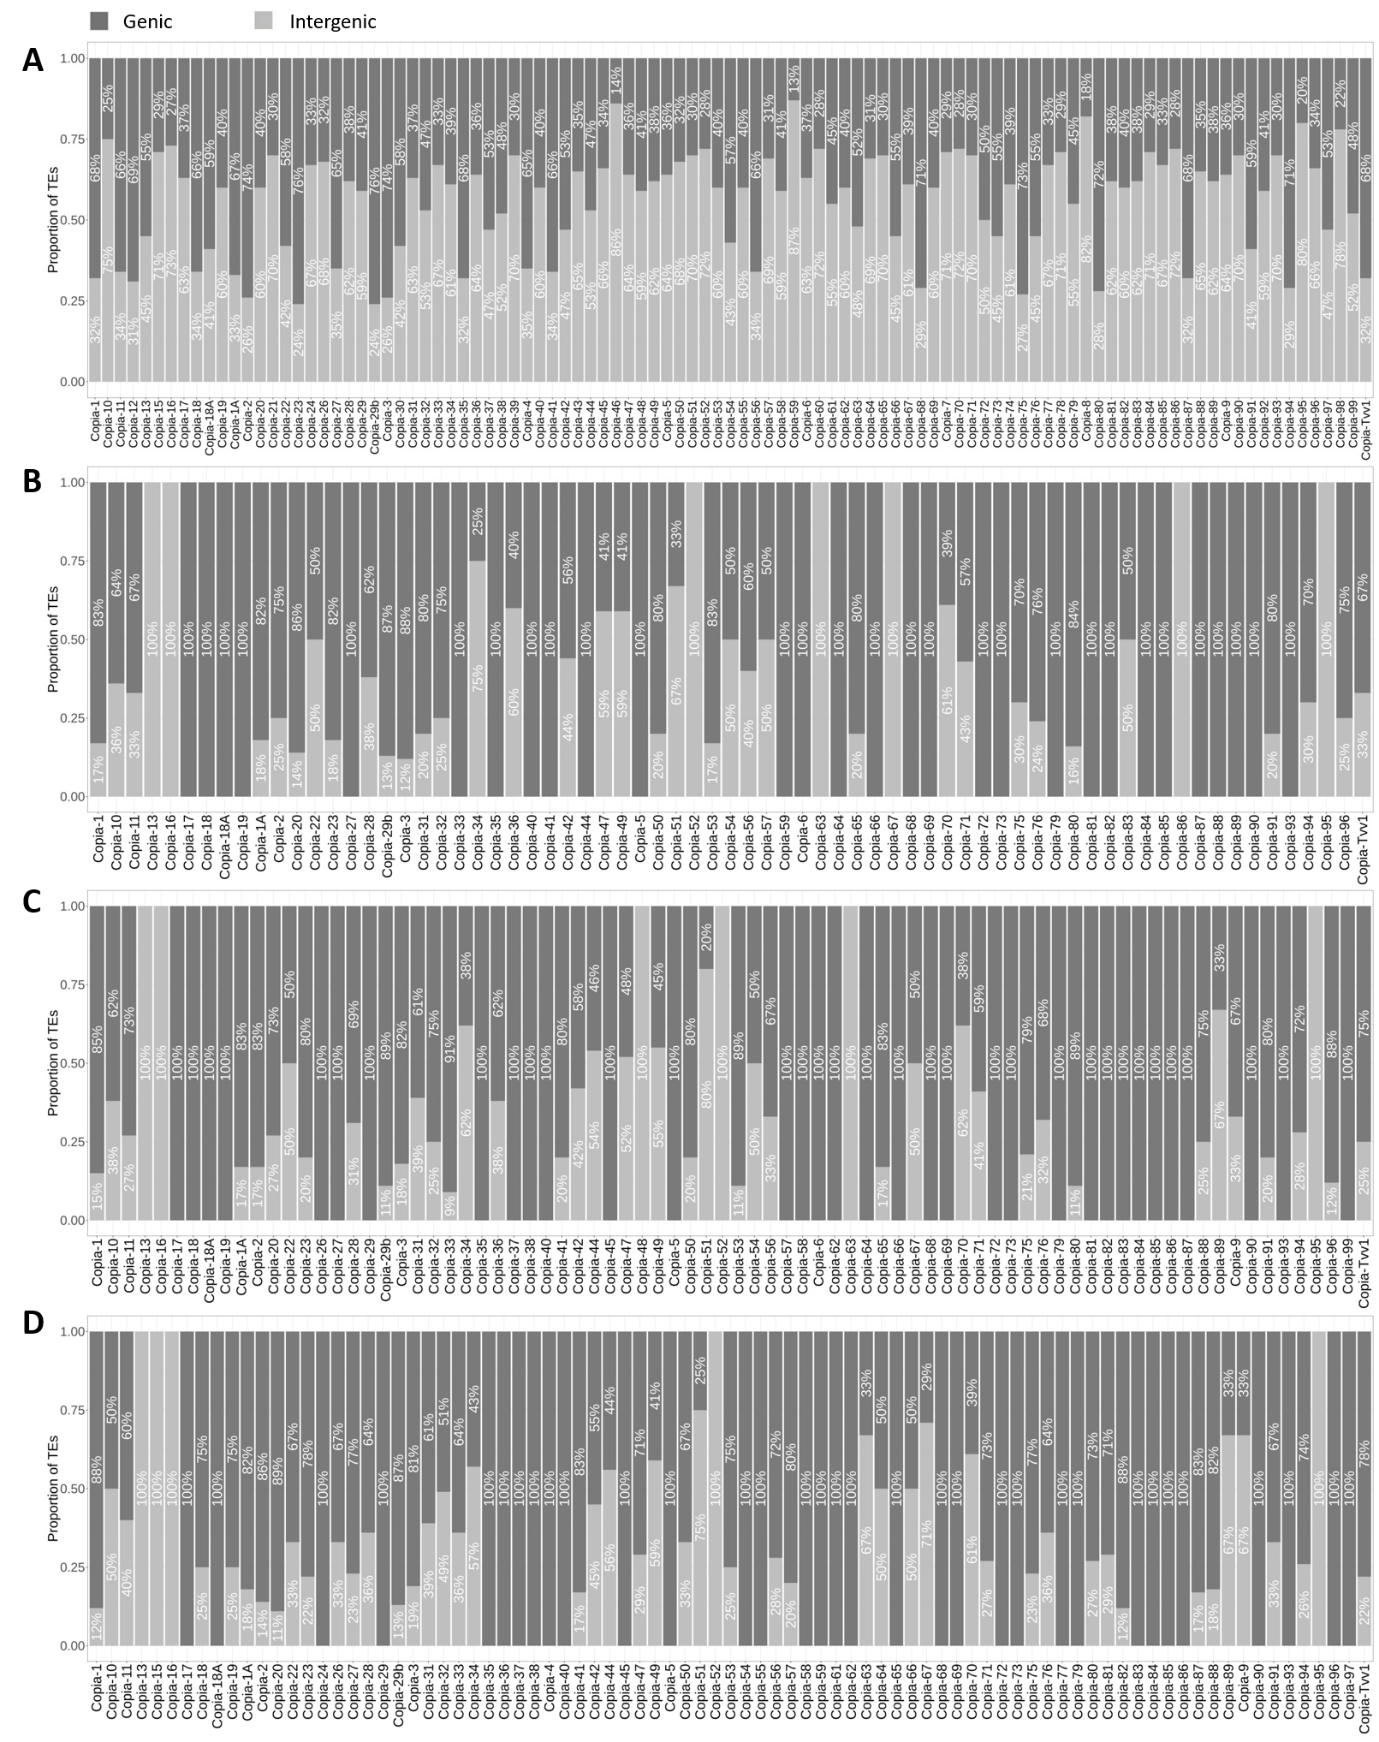

Figure S7. Genic and intergenic distribution of annotated TEs and expression candidates of Copia

**(A)** Distribution of all annotated Copia in the reference genome. **(B-E)** Distribution of Copia expression candidates of Vv_T=0 (B), Vv_Mock (C), and Vv_Yeast (D).

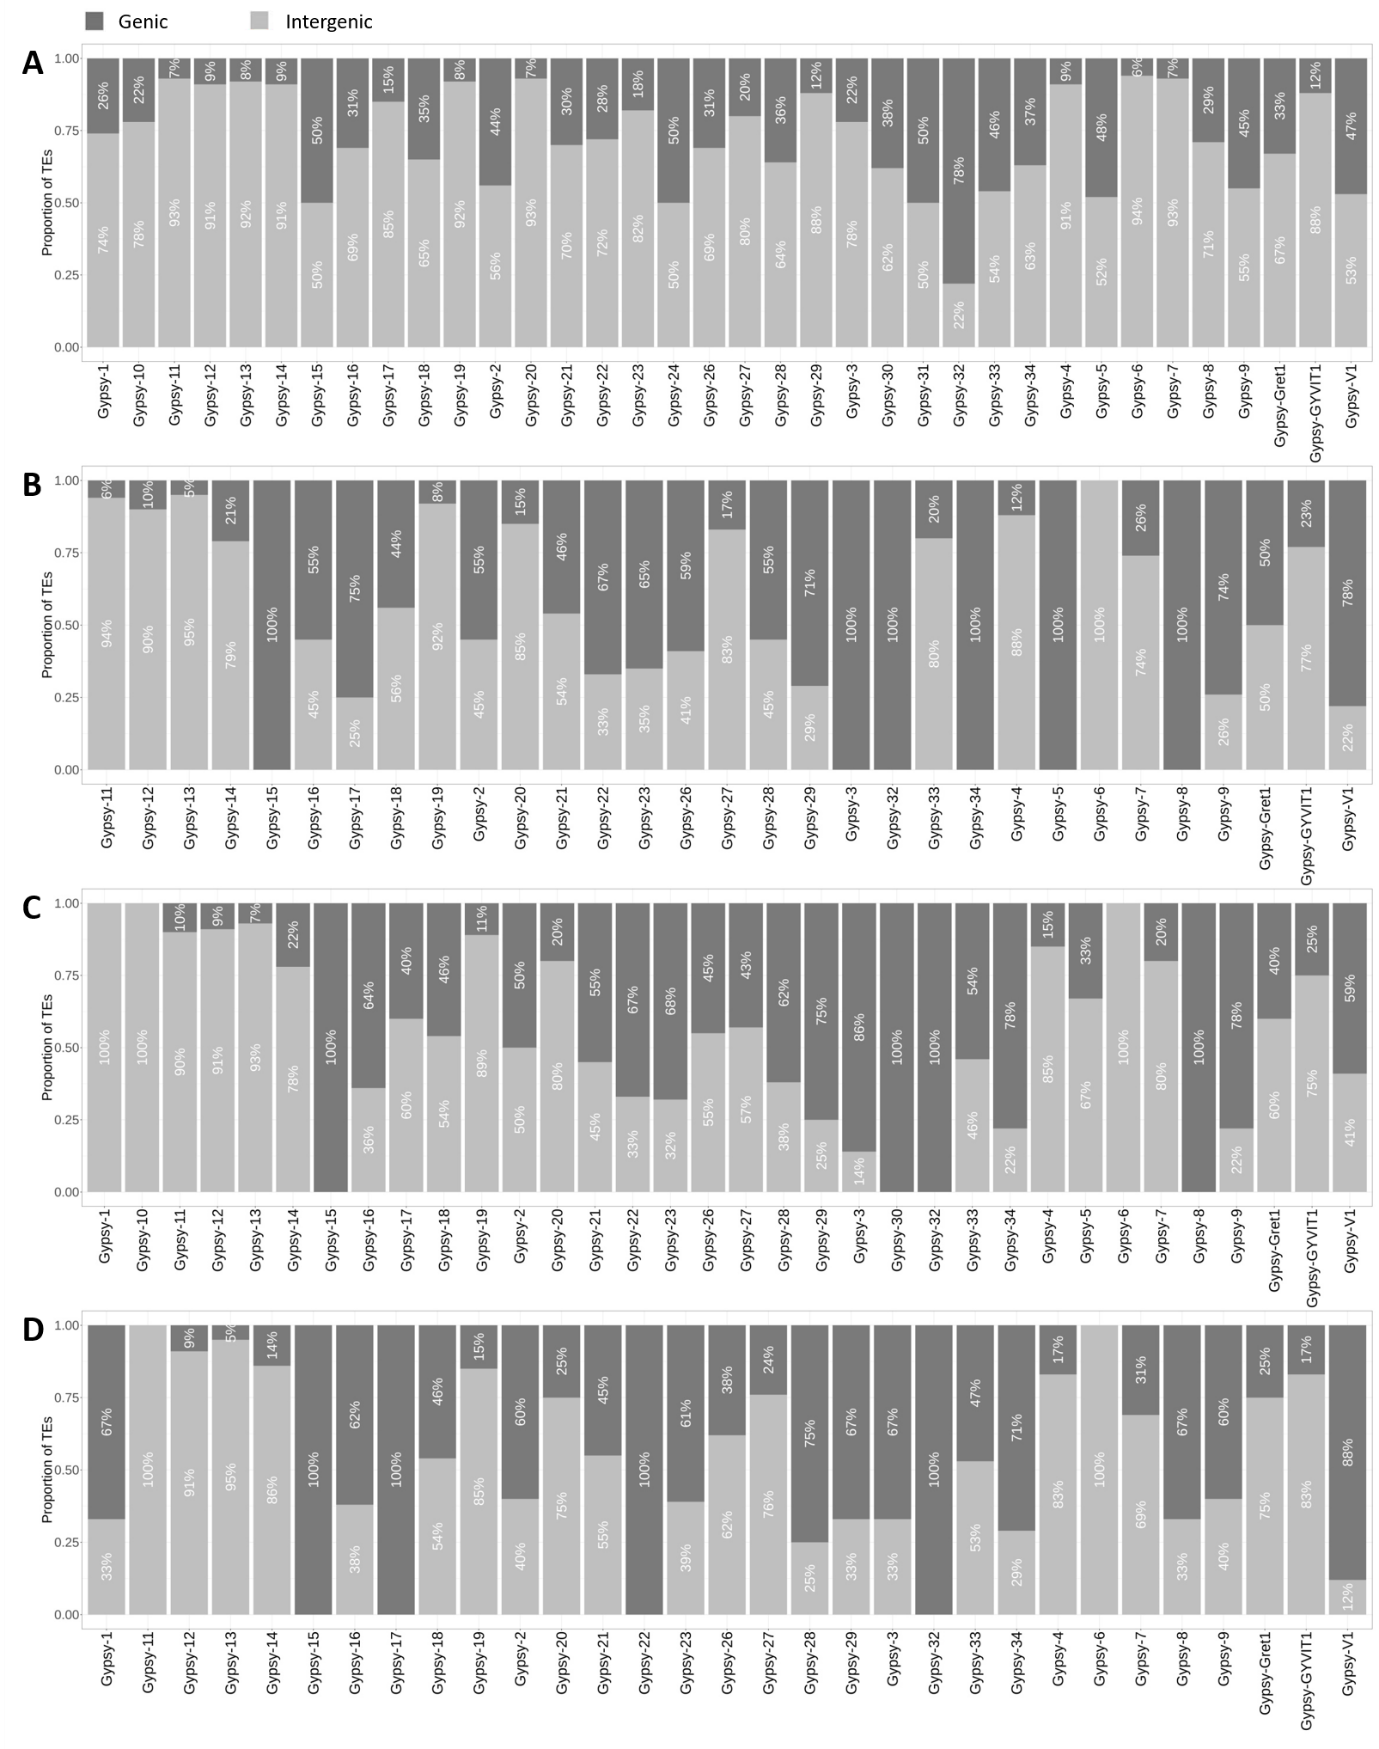

Figure S8. Genic and intergenic distribution of annotated TEs and expression candidates of Gypsy

**(A)** Distribution of all annotated Gypsy in the reference genome. **(B-E)** Distribution of Gypsy expression candidates of Vv_T=0 (B), Vv_Mock (C), and Vv_Yeast (D).

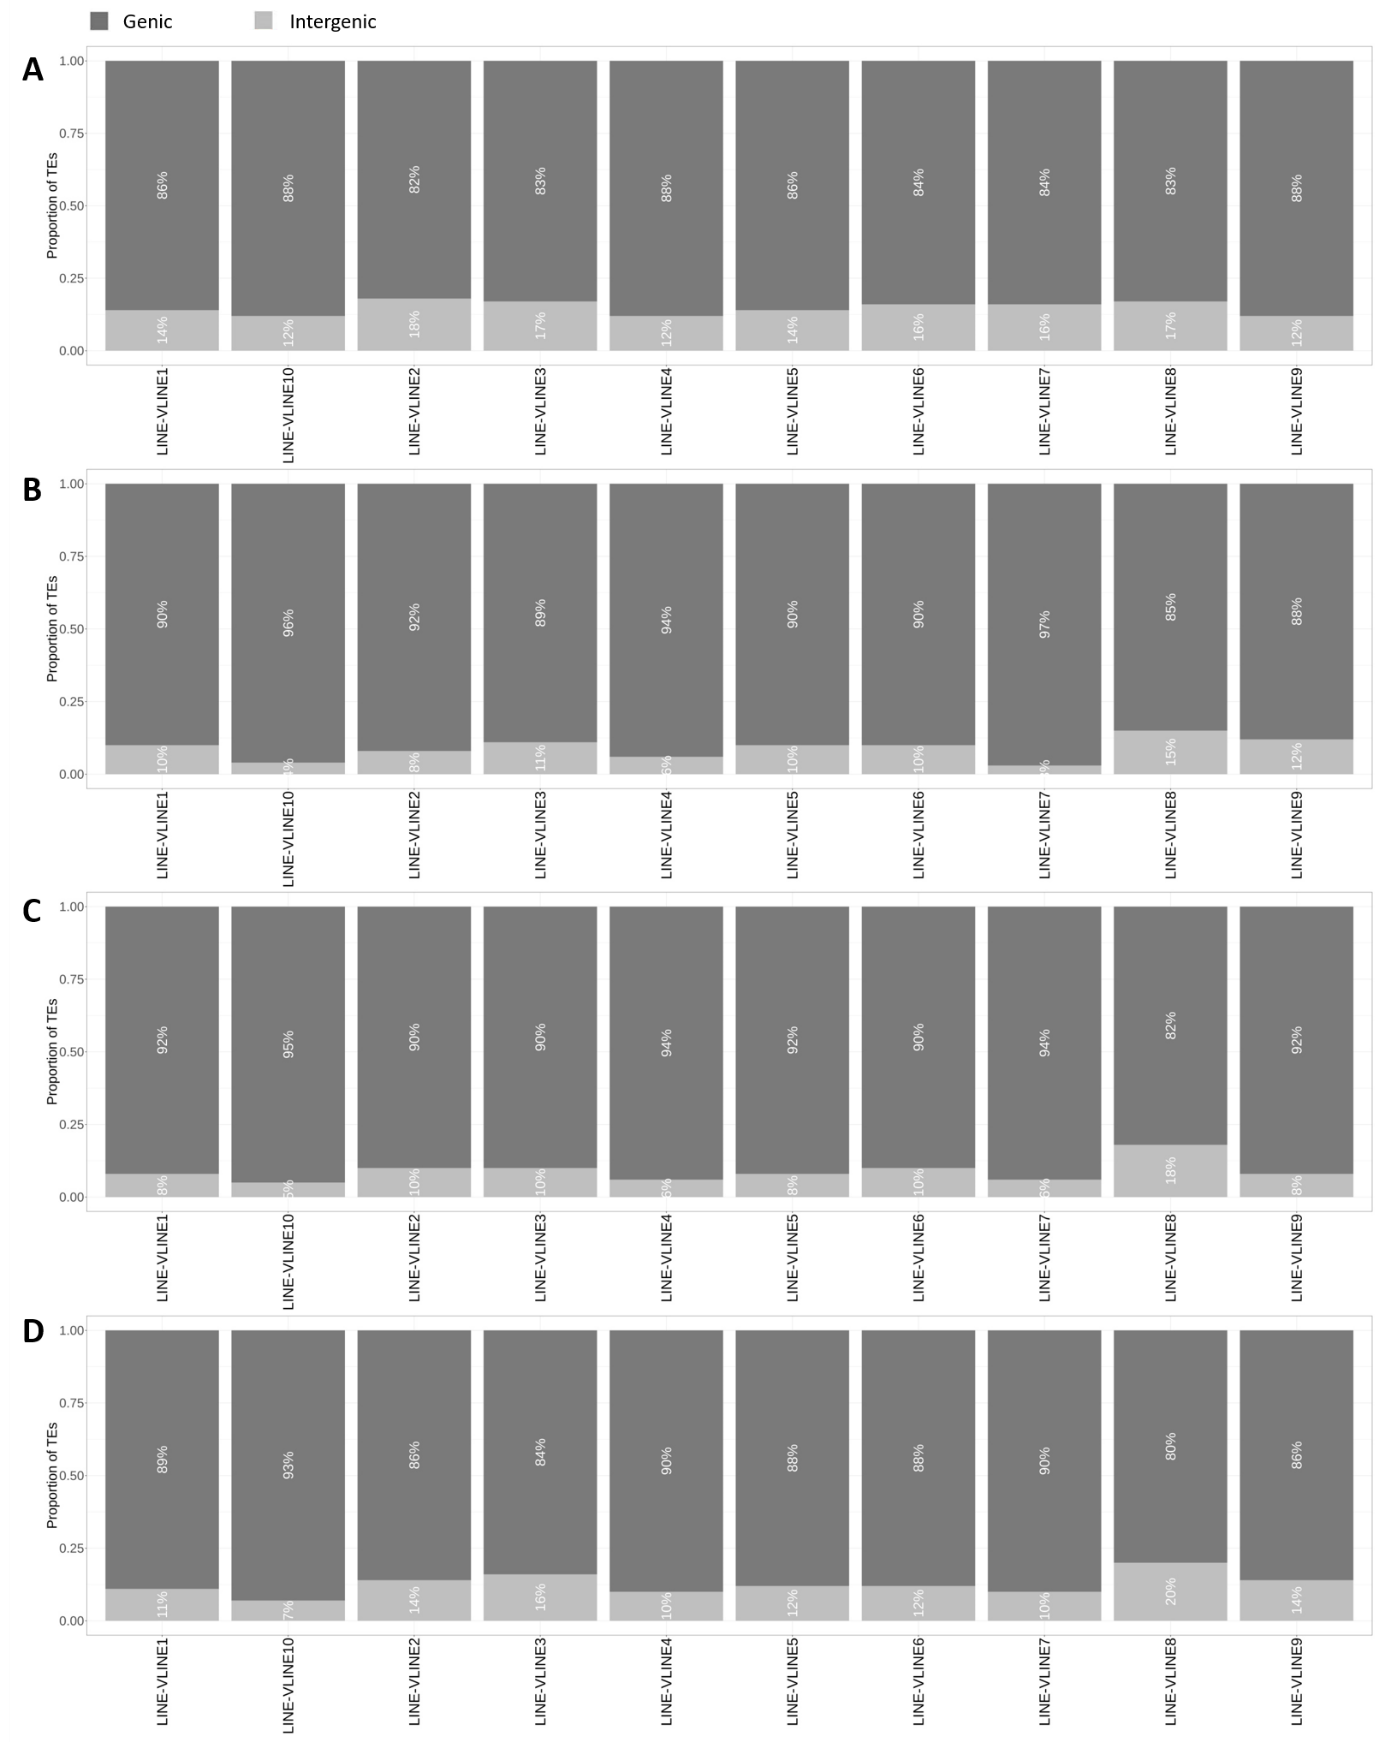

Figure S9. Genic and intergenic distribution of annotated TEs and expression candidates of LINE

**(A)** Distribution of all annotated LINE in the reference genome. **(B-E)** Distribution of LINE expression candidates of Vv_T=0 (B), Vv_Mock (C), and Vv_Yeast (D).

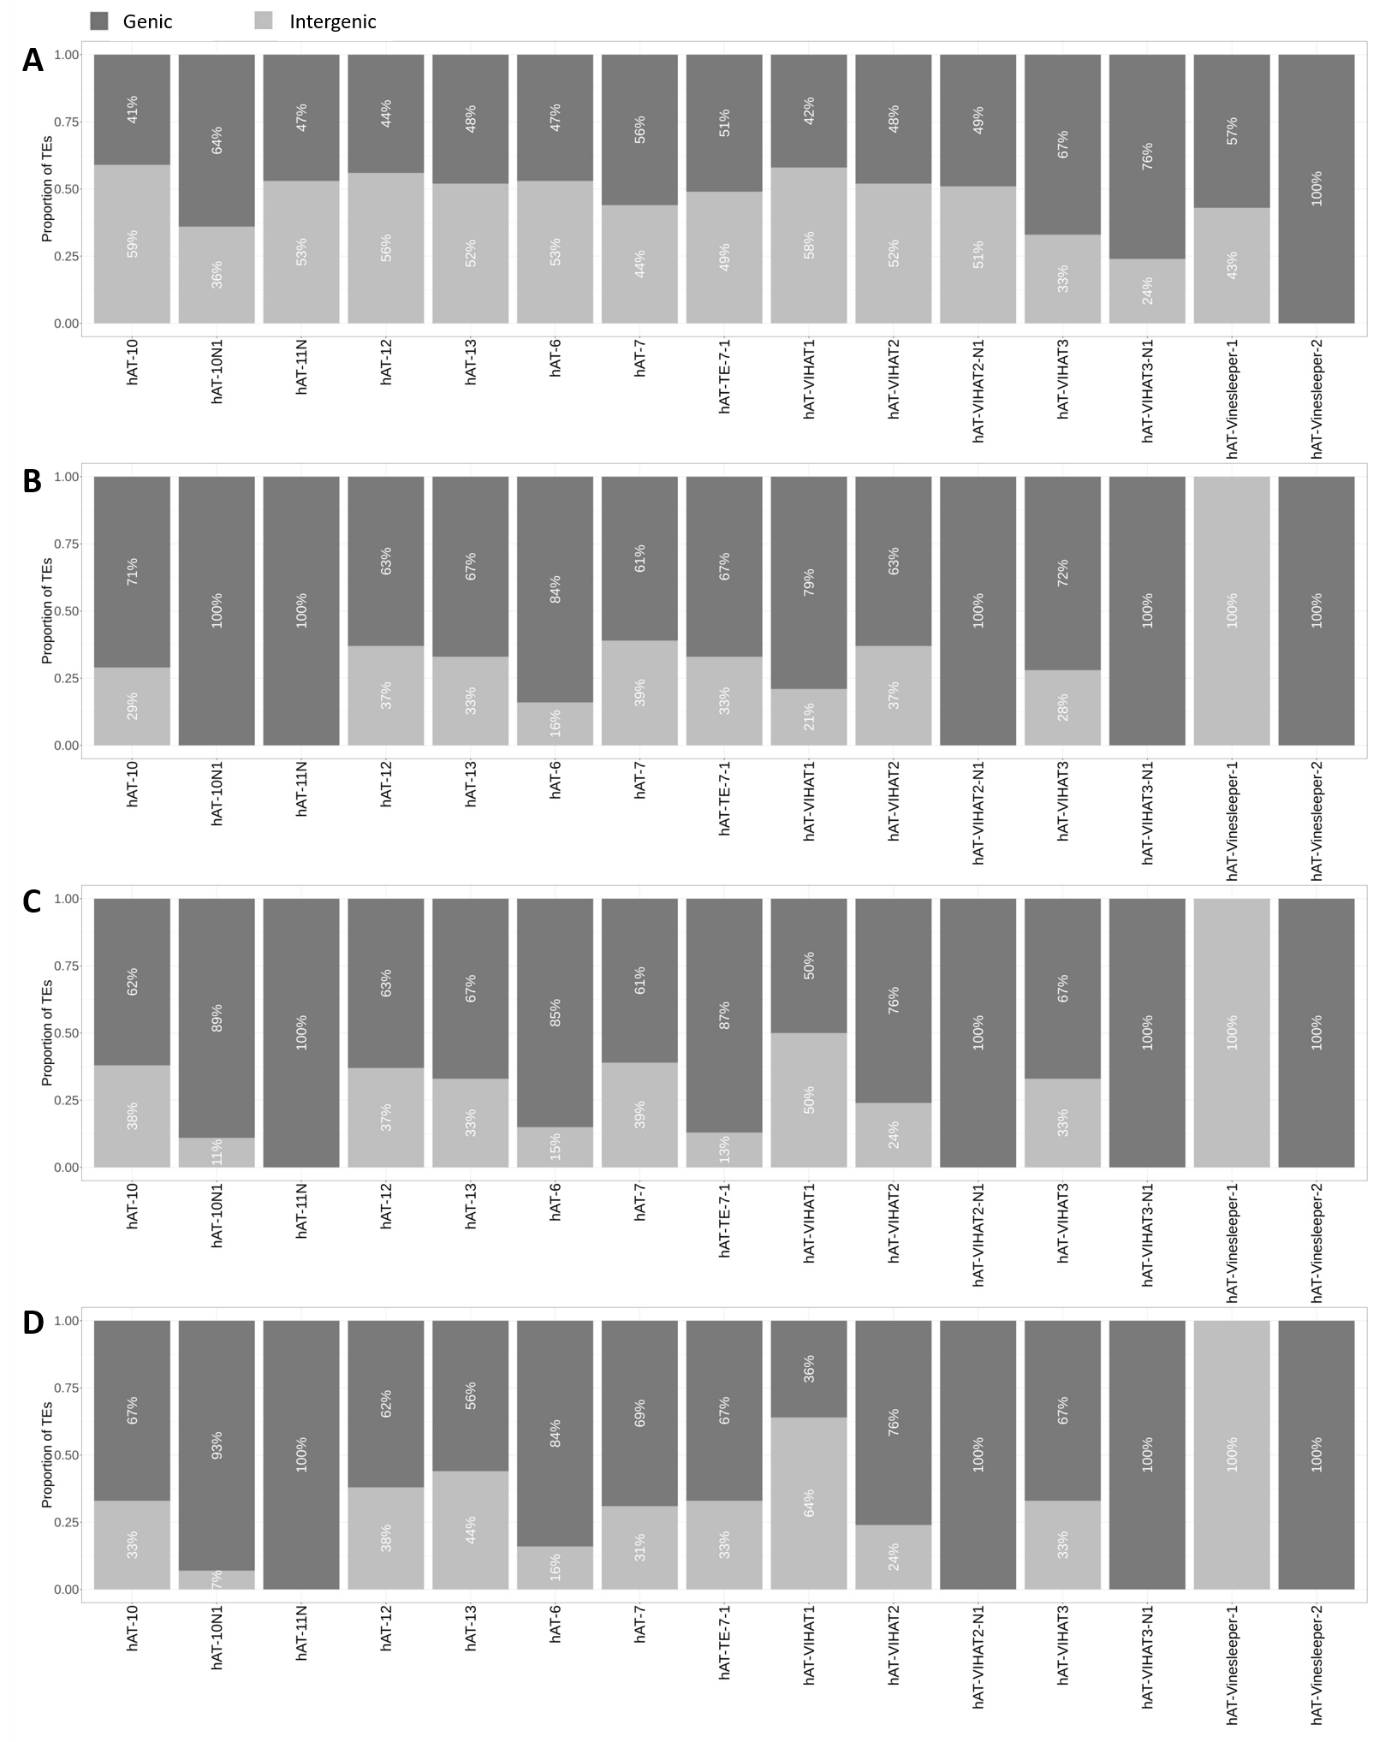

Figure S10. Genic and intergenic distribution of annotated TEs and expression candidates of hAT

**(A)** Distribution of all annotated hAT in the reference genome. **(B-E)** Distribution of hAT expression candidates of Vv_T=0 (B), Vv_Mock (C), and Vv_Yeast (D).

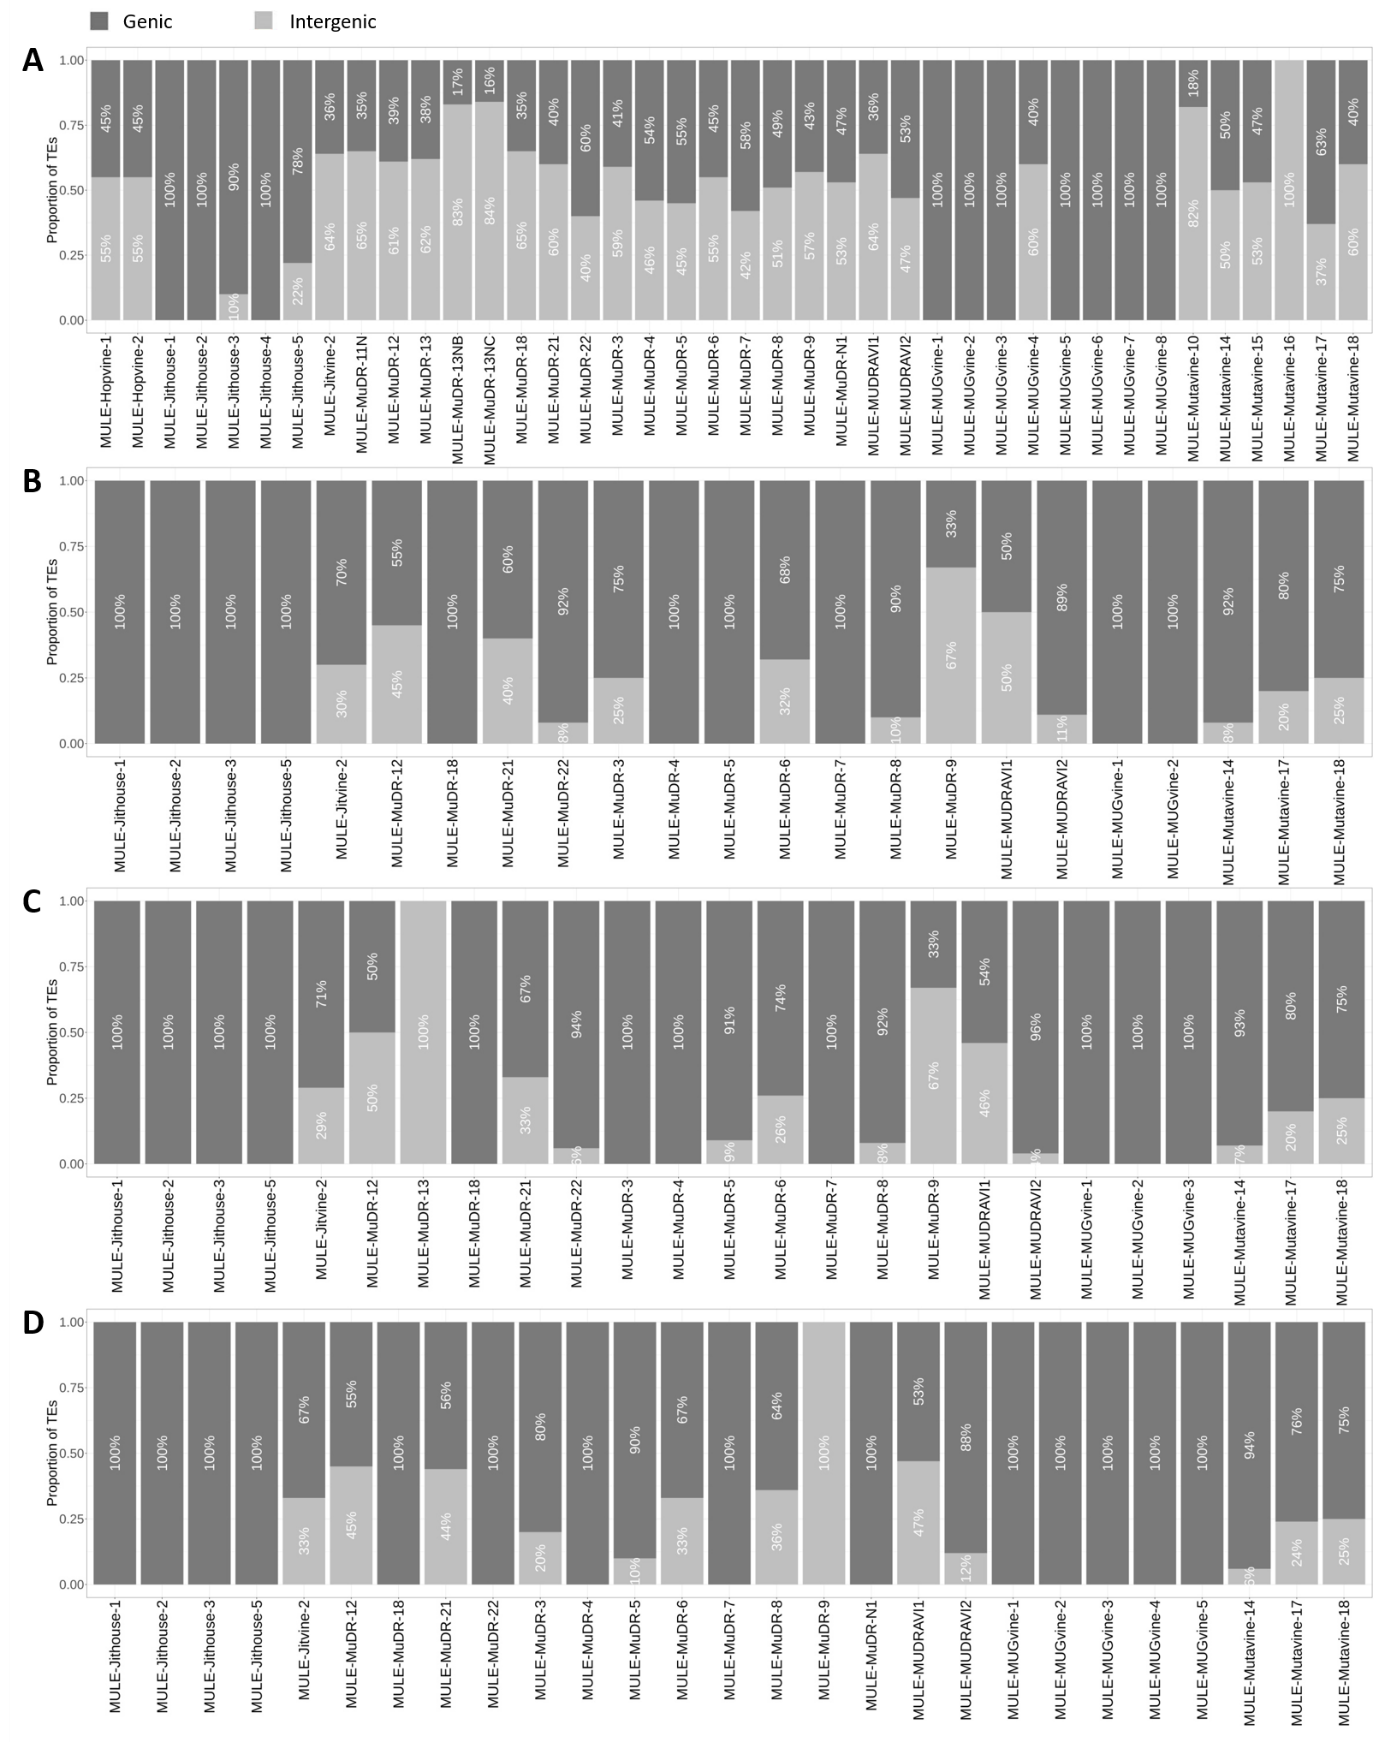

Figure S11. Genic and intergenic distribution of annotated TEs and expression candidates of MULE

**(A)** Distribution of all annotated MULE in the reference genome. **(B-E)** Distribution of MULE expression candidates of Vv_T=0 (B), Vv_Mock (C), and Vv_Yeast (D).

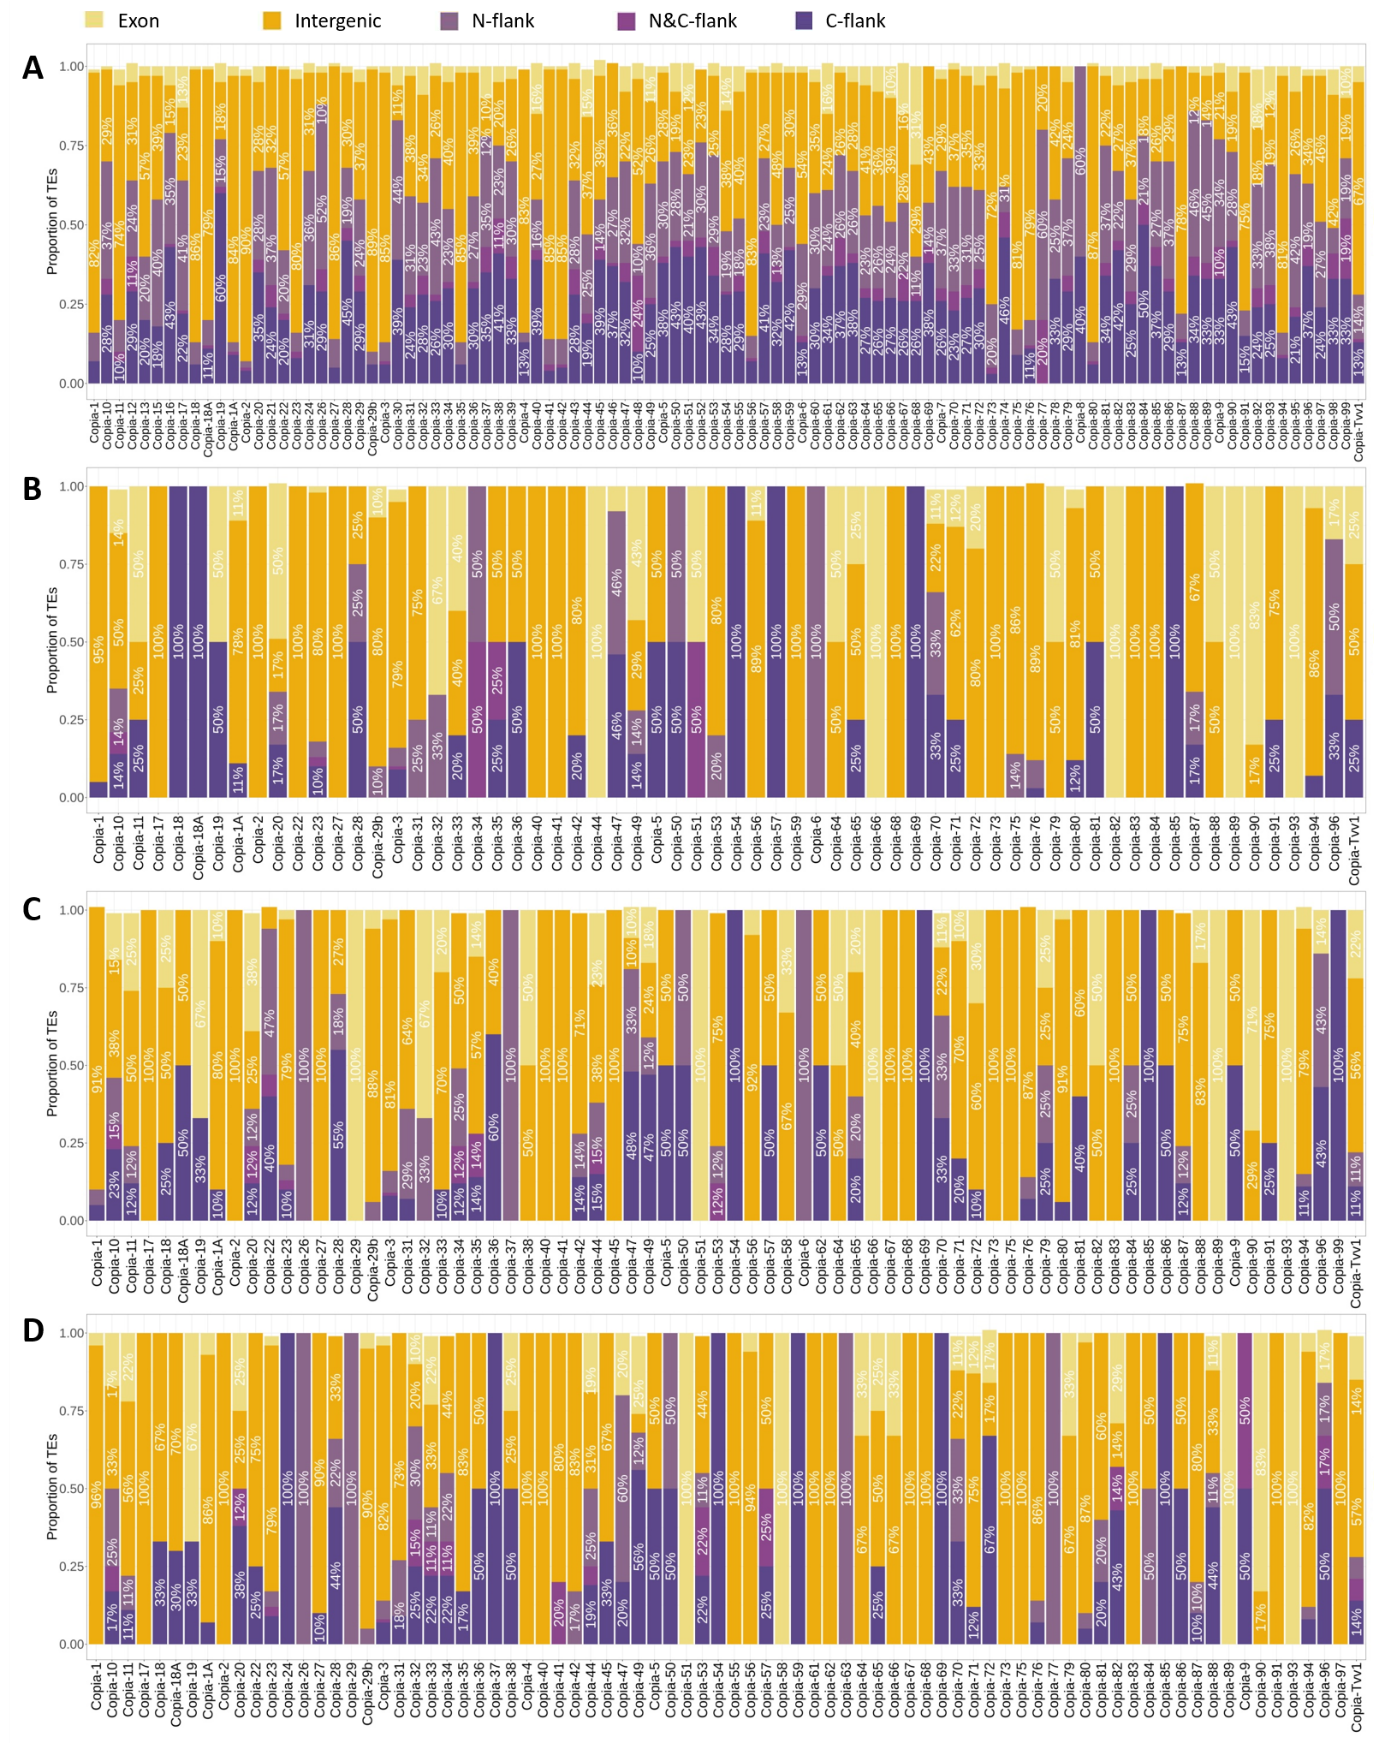

Figure S12. Location distribution of annotated genic TEs and expression candidates of Copia

**(A)** Location distribution of all annotated genic Copia in the reference genome. **(B-E)** Location distribution of genic Copia expression candidates of Vv_T=0 (B), Vv_Mock (C), and Vv_Yeast (D).

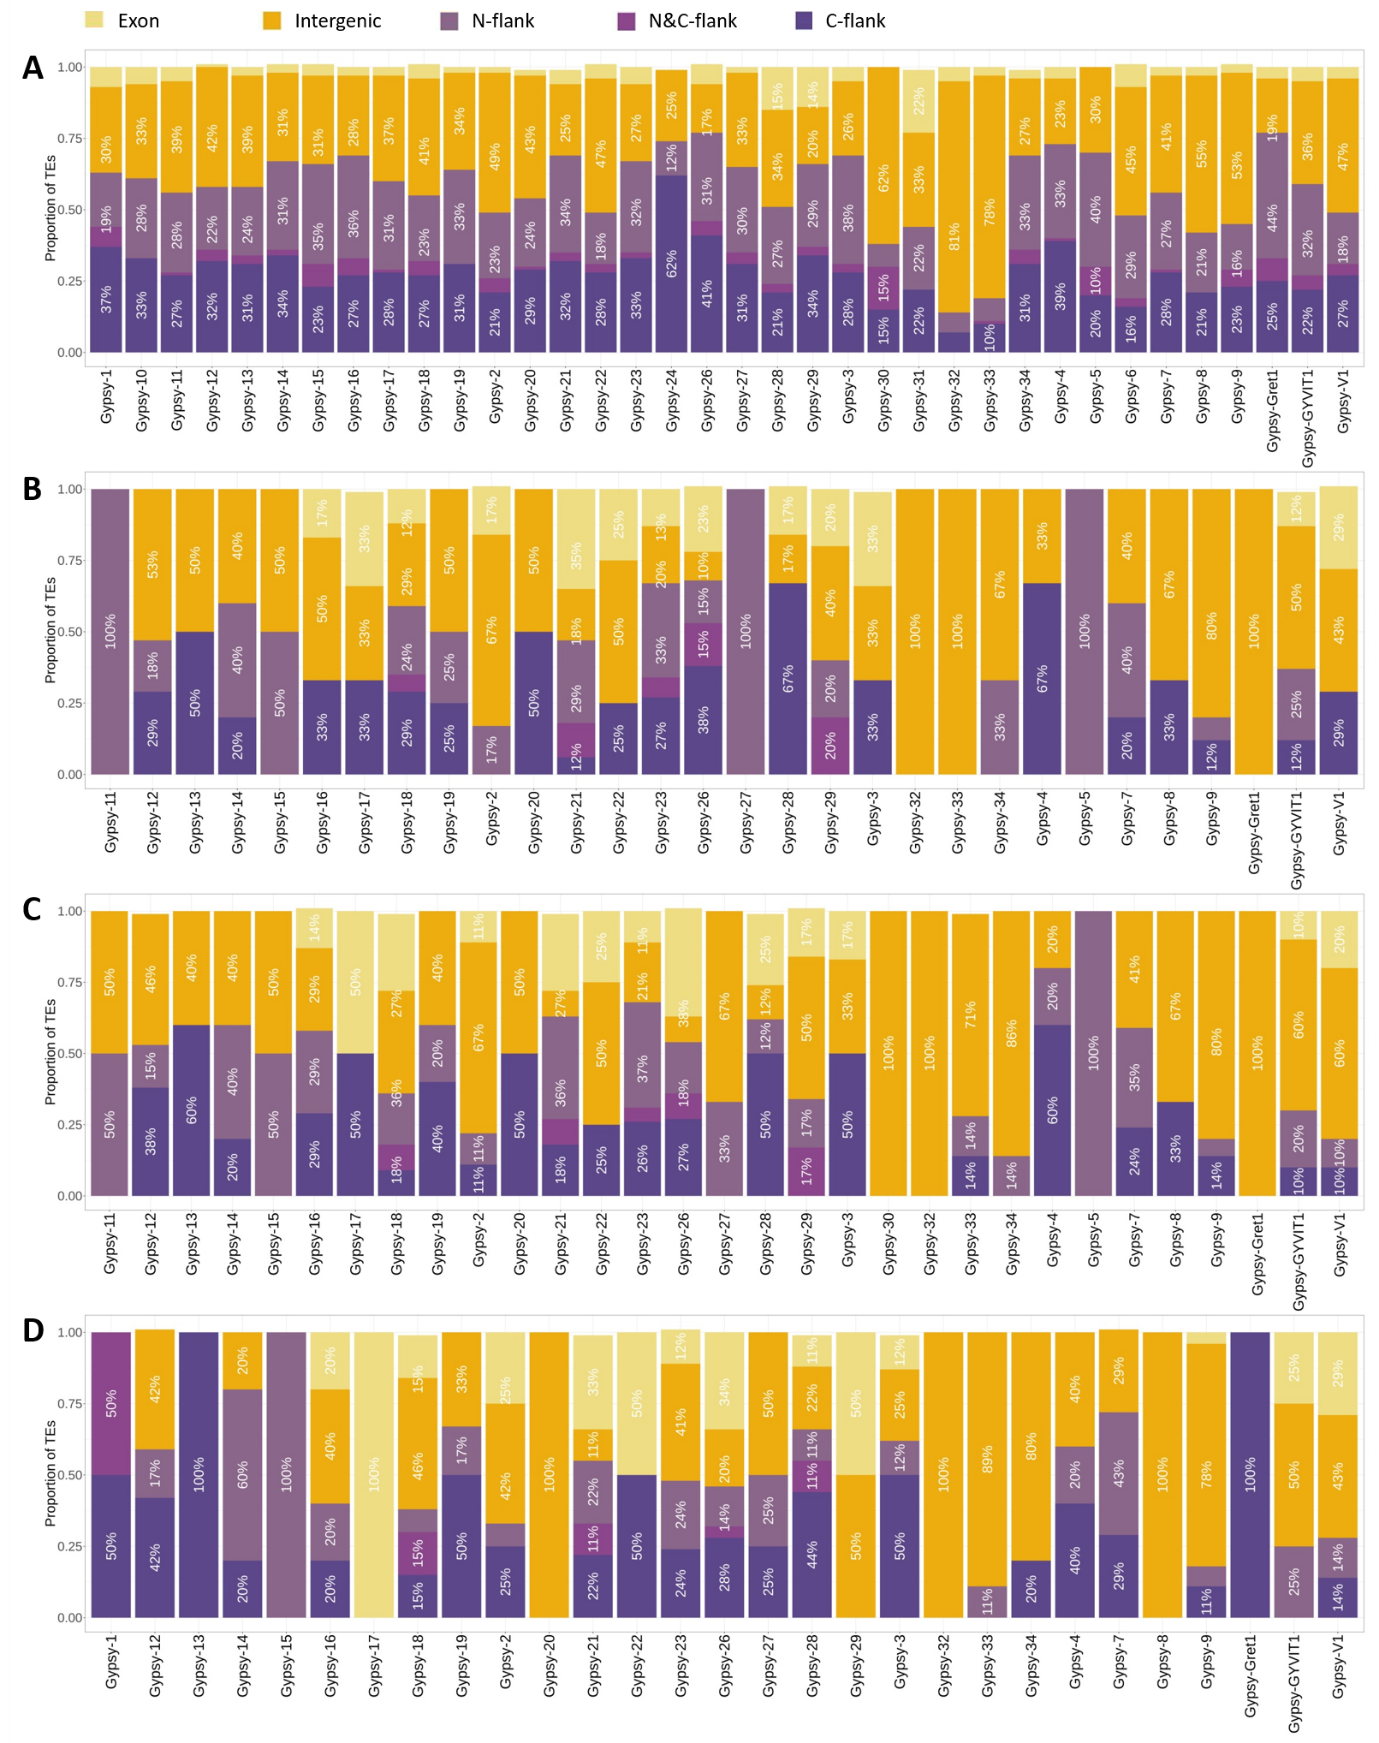

Figure S13. Location distribution of annotated genic TEs and expression candidates of Gypsy

**(A)** Location distribution of all annotated genic Gypsy in the reference genome. **(B-E)** Location distribution of genic Gypsy expression candidates of Vv_T=0 (B), Vv_Mock (C), and Vv_Yeast (D).

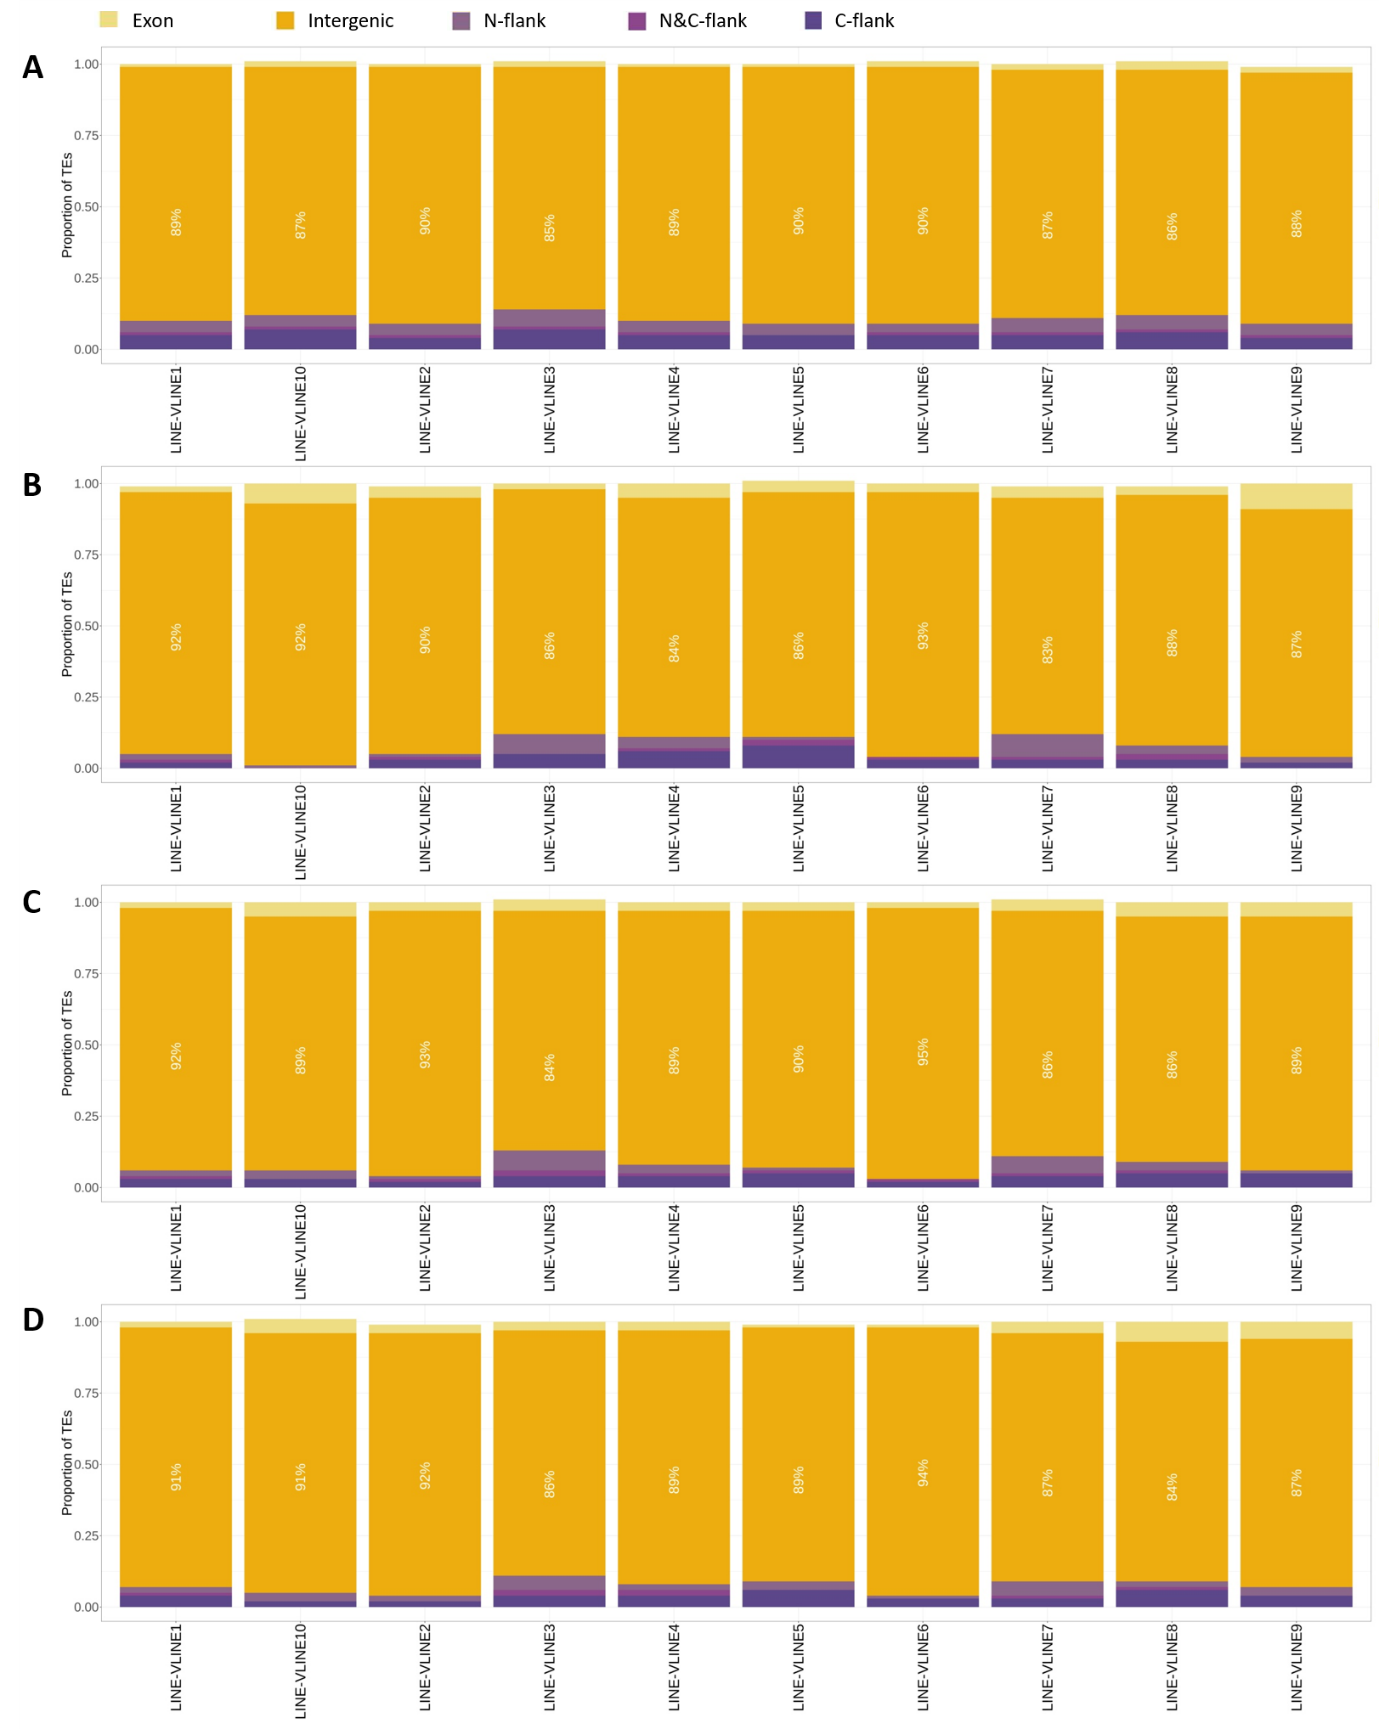

Figure S14. Location distribution of annotated genic TEs and expression candidates of LINE

**(A)** Location distribution of all annotated genic LINE in the reference genome. **(B-E)** Location distribution of genic LINE expression candidates of Vv_T=0 (B), Vv_Mock (C), and Vv_Yeast (D).

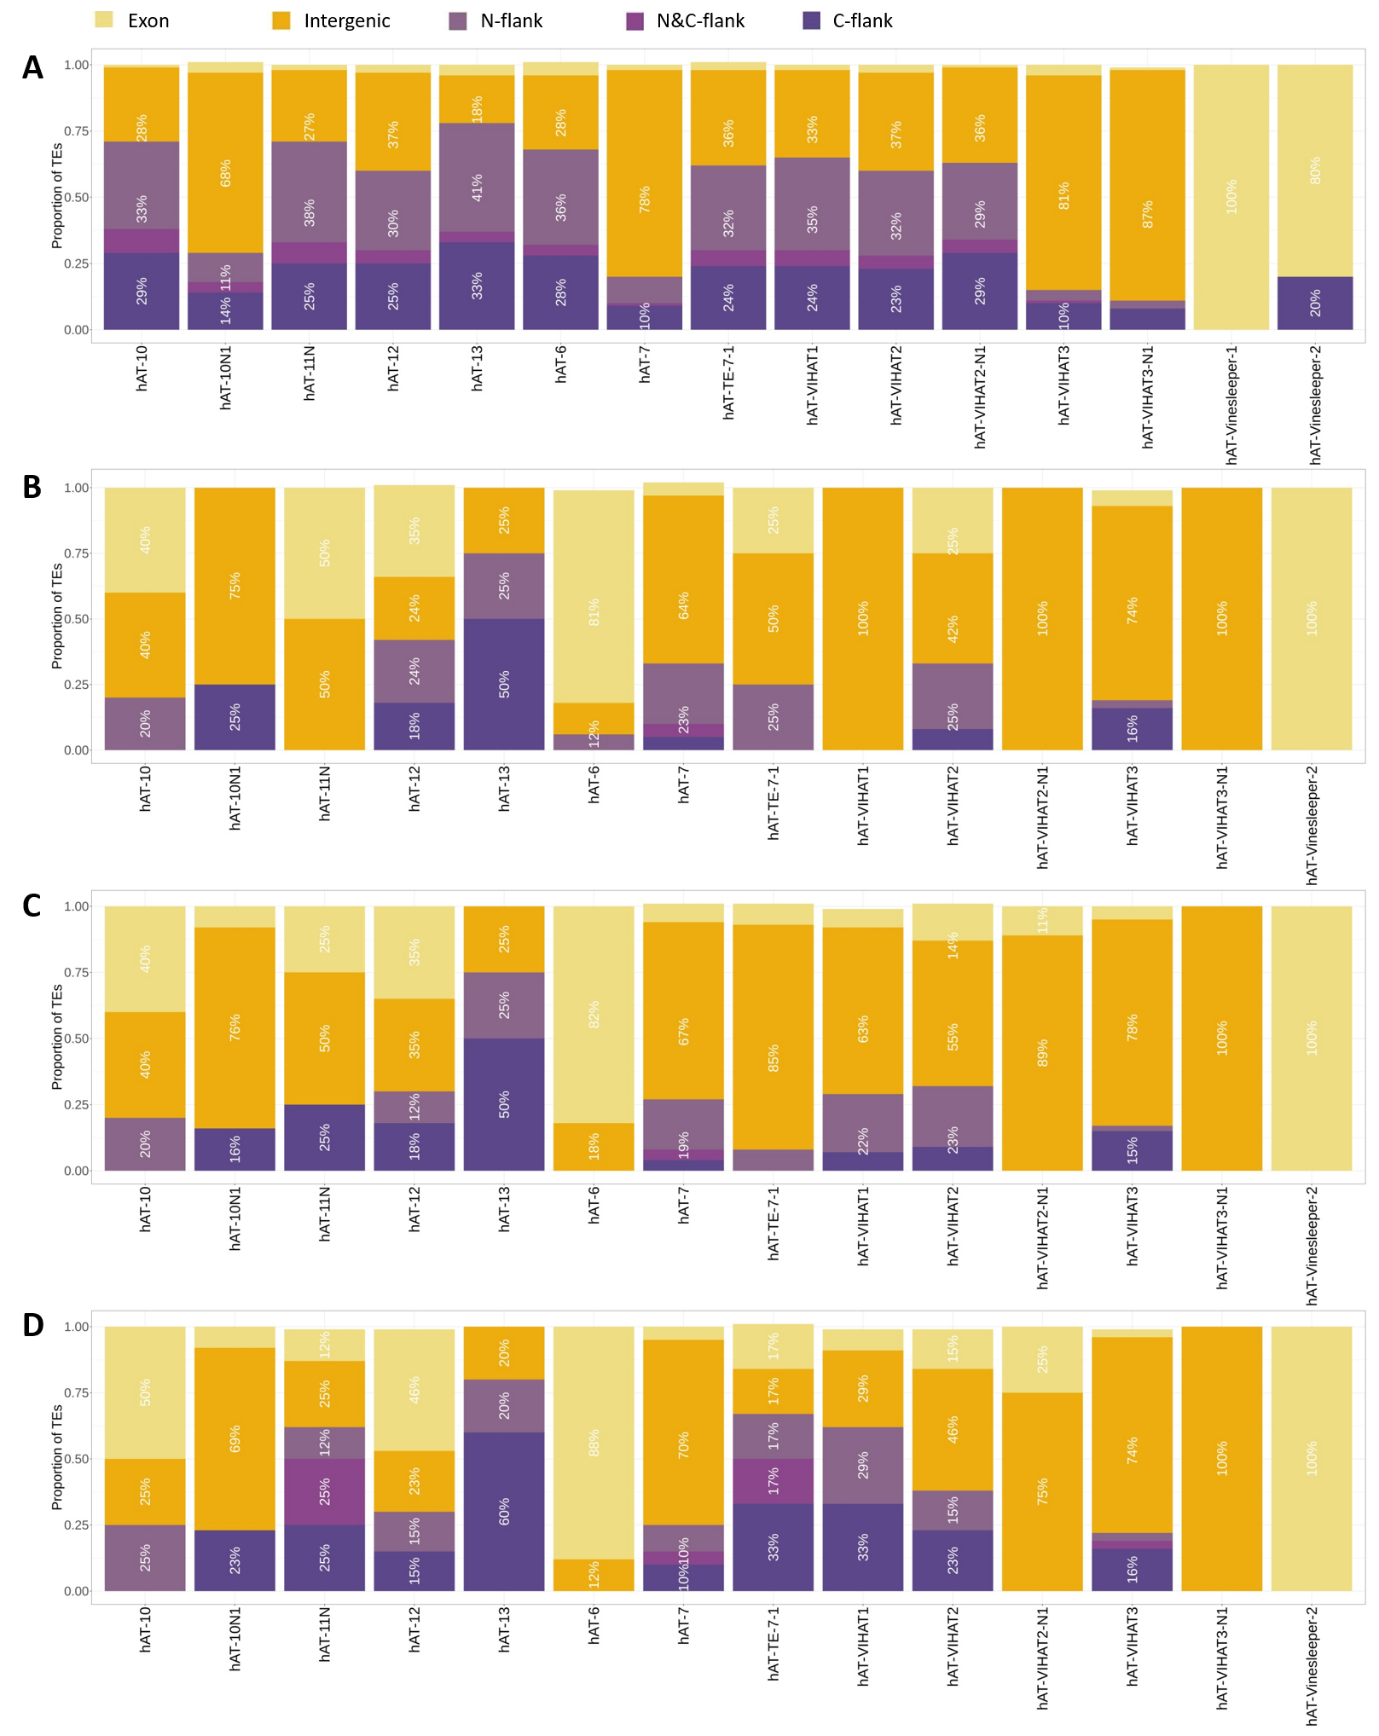

Figure S15. Location distribution of annotated genic TEs and expression candidates of hAT

**(A)** Location distribution of all annotated genic hAT in the reference genome. **(B-E)** Location distribution of genic hAT expression candidates of Vv_T=0 (B), Vv_Mock (C), and Vv_Yeast (D).

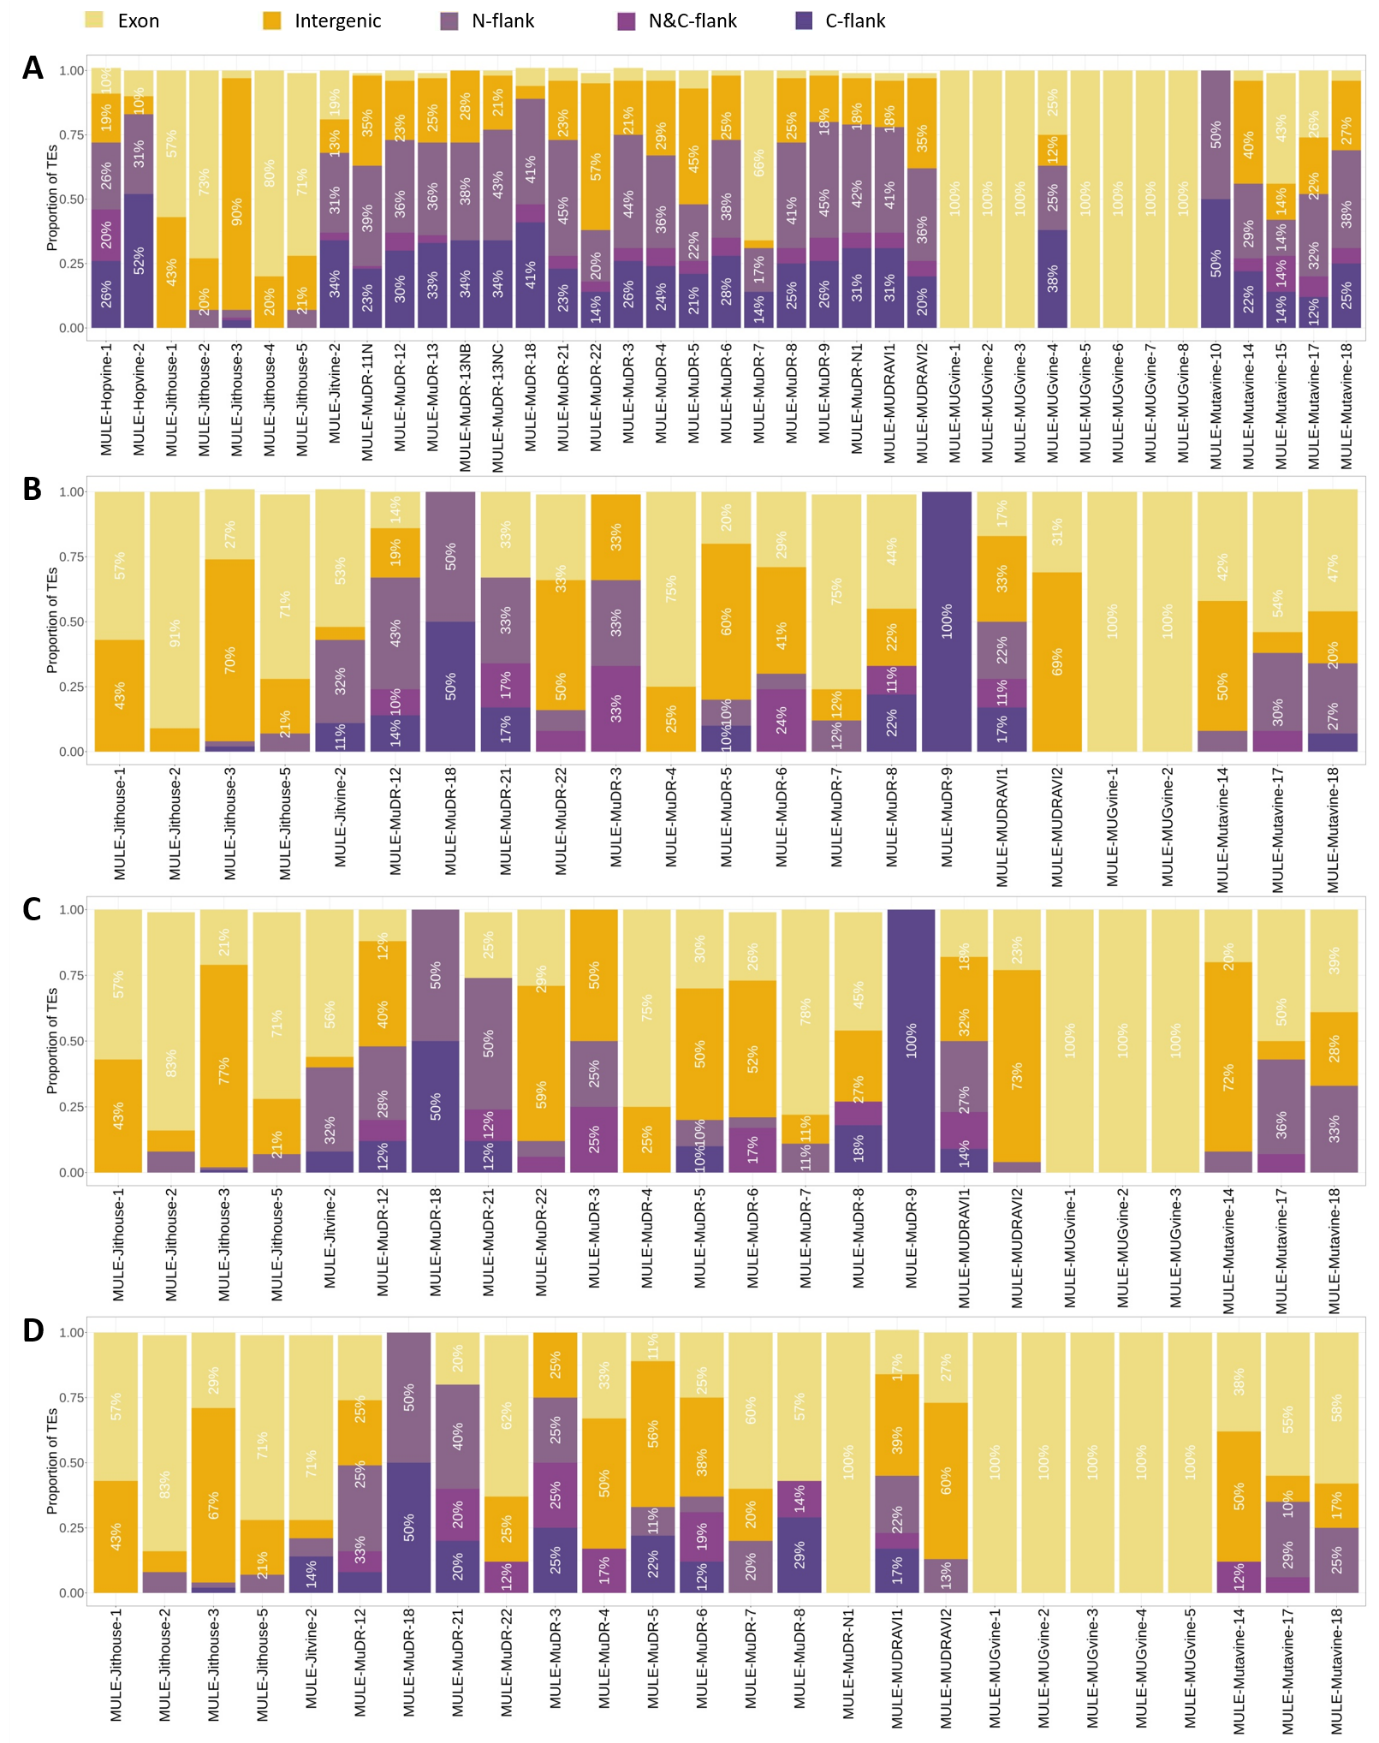

Figure S16. Location distribution of annotated genic TEs and expression candidates of MULE

**(A)** Location distribution of all annotated genic MULE in the reference genome. **(B-E)** Location distribution of genic MULE expression candidates of Vv_T=0 (B), Vv_Mock (C), and Vv_Yeast (D).

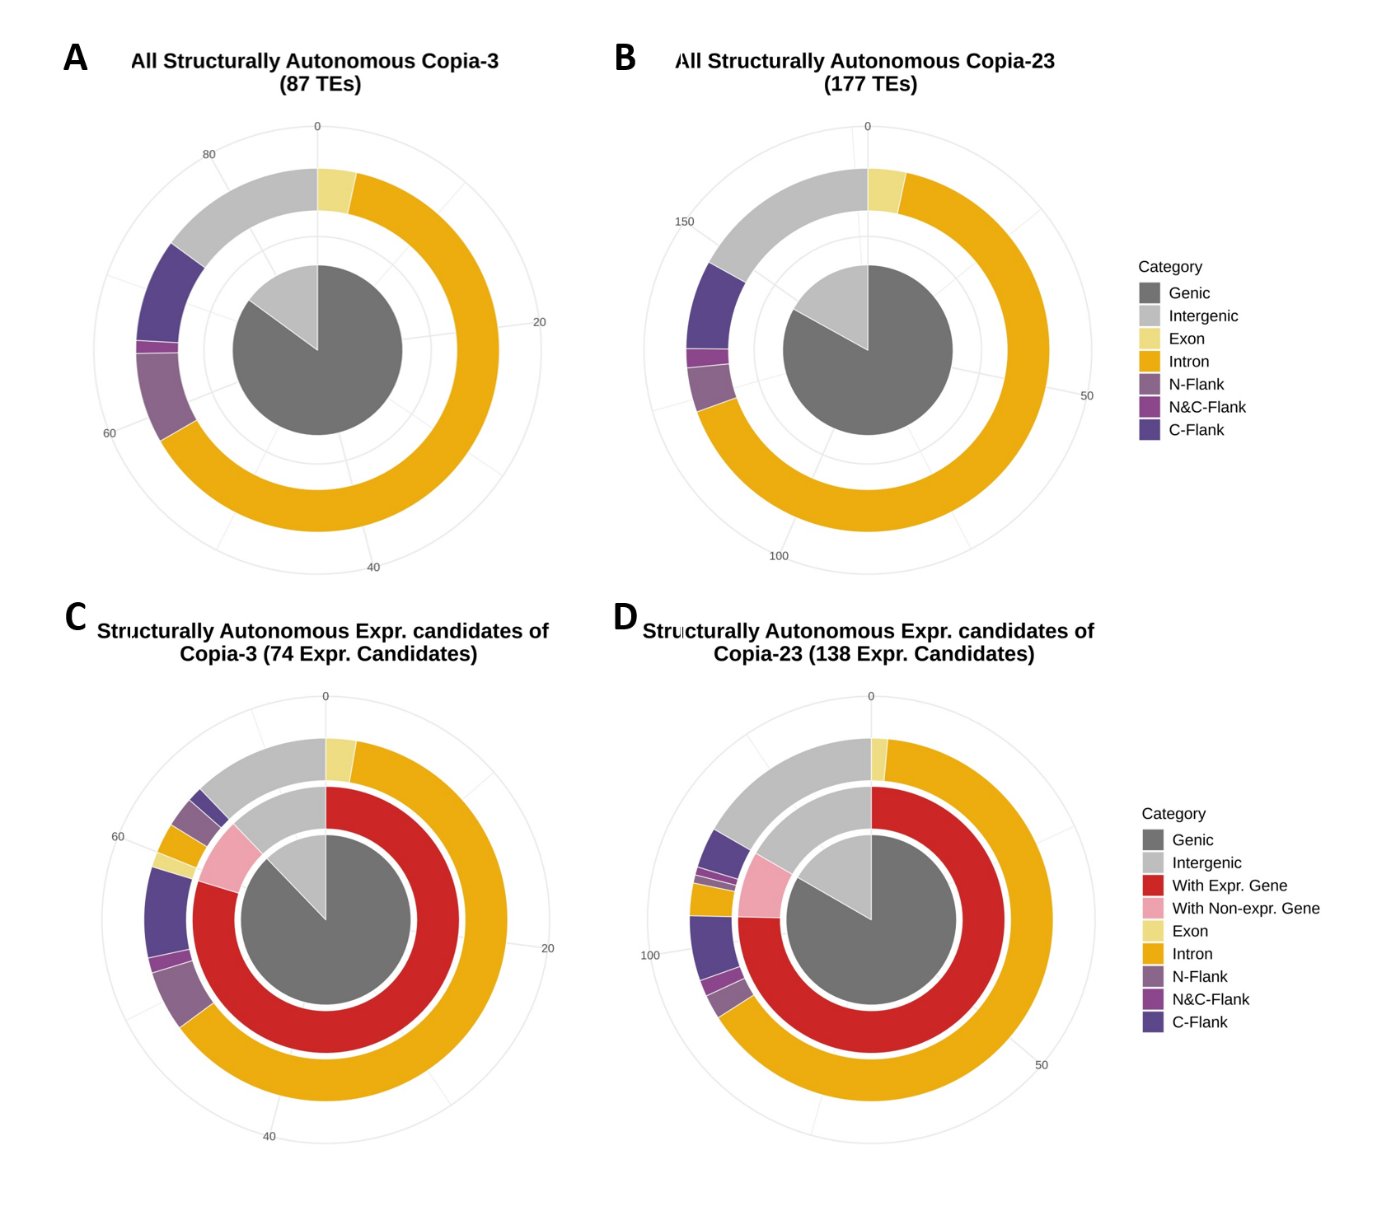

Figure S17. Hierarchical classifications of structurally intact Copia-3 and Copia-23 by location relative to gene.

**(A-B)** All structurally intact TE loci of Copia-3 (A) and Copia-23 (B) were categorized hierarchically by region (centre) and location. **(C-D)** Structurally autonomous expression candidates of Copia-3 (C) and Copia-23 (D) each treatment were categorized in the order of region (centre), the transcriptional activity of co-localized genes (2^nd^ layer), and location (3^rd^ layer). These include TE loci that were identified as expression candidates in at least one of the three experimental conditions (Vv_T=0, Vv_Mock, and Vv_Yeast).

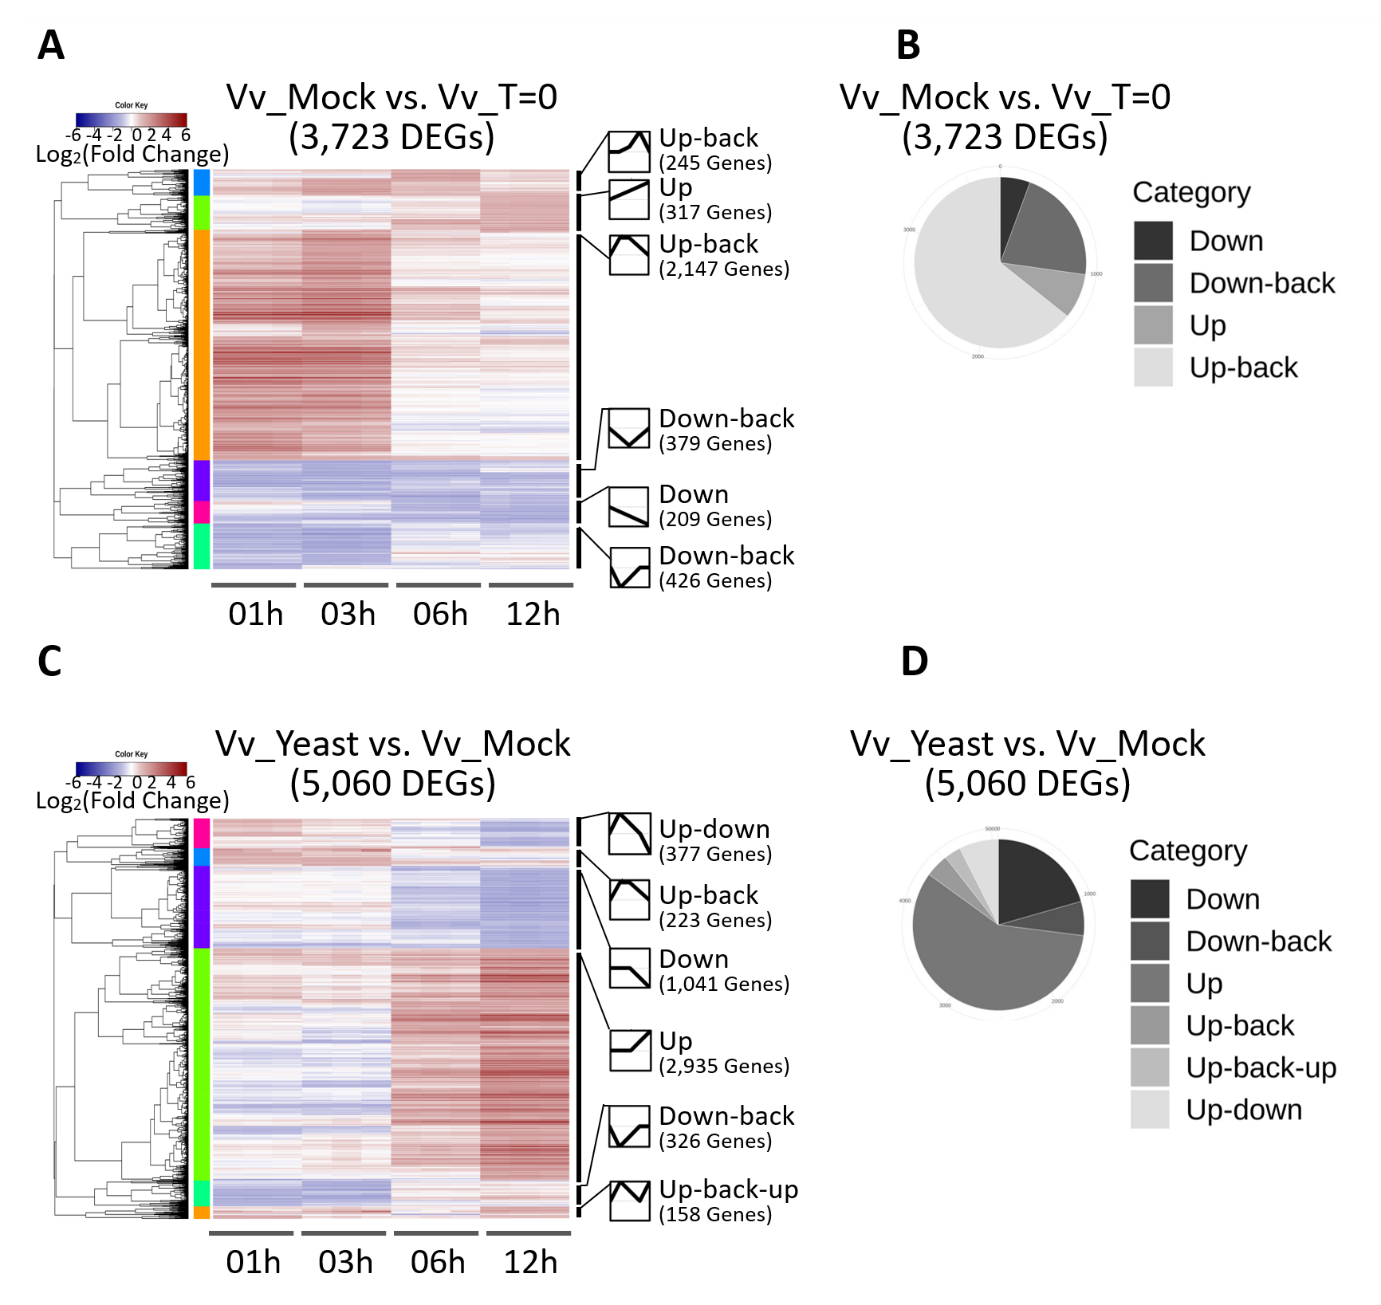

Figure S18. Expression patterns of DEGs

**(A, C)** DEGs in Vv_Mock vs Vv_T=0 (A) and Vv_Yeast vs Vv_Mock (C) were illustrated by heatmaps log_2_(fold change) with line graphs representing the dynamics of each cluster across time. **(B, D)** Similar clusters were then grouped together for the pie graphs summarizing the trend of expression changes in Vv_Mock vs Vv_T=0 (B) and Vv_Yeast vs Vv_Mock (D).

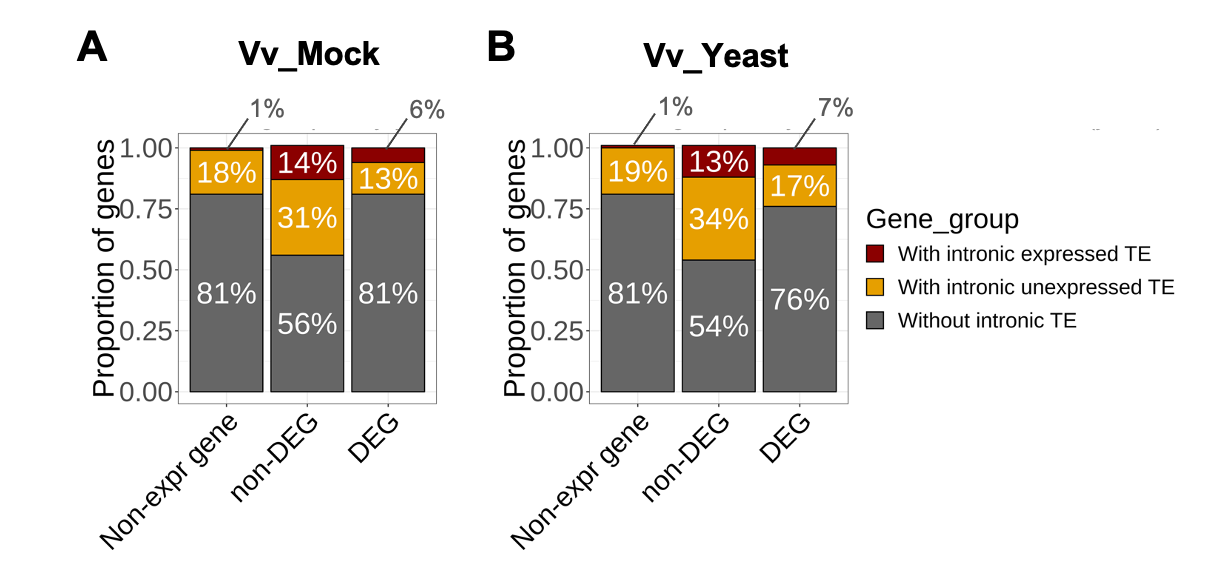

**Figure S19. Grapevine genes grouped by presence of intronic TEs**

All annotated grapevine genes were firstly categorised into non-expressed gene (non-expr gene), non-differentially expressed genes (non-DEG), and DEG by their expression activity in **(A)** Vv_Mock and **(B)** Vv_Yeast. These gene were then separate into three subgroups: with intronic expressed TEs, with intronic unexpressed TEs, or without intronic TEs. The proportion of genes in each subgroup was as indicated.

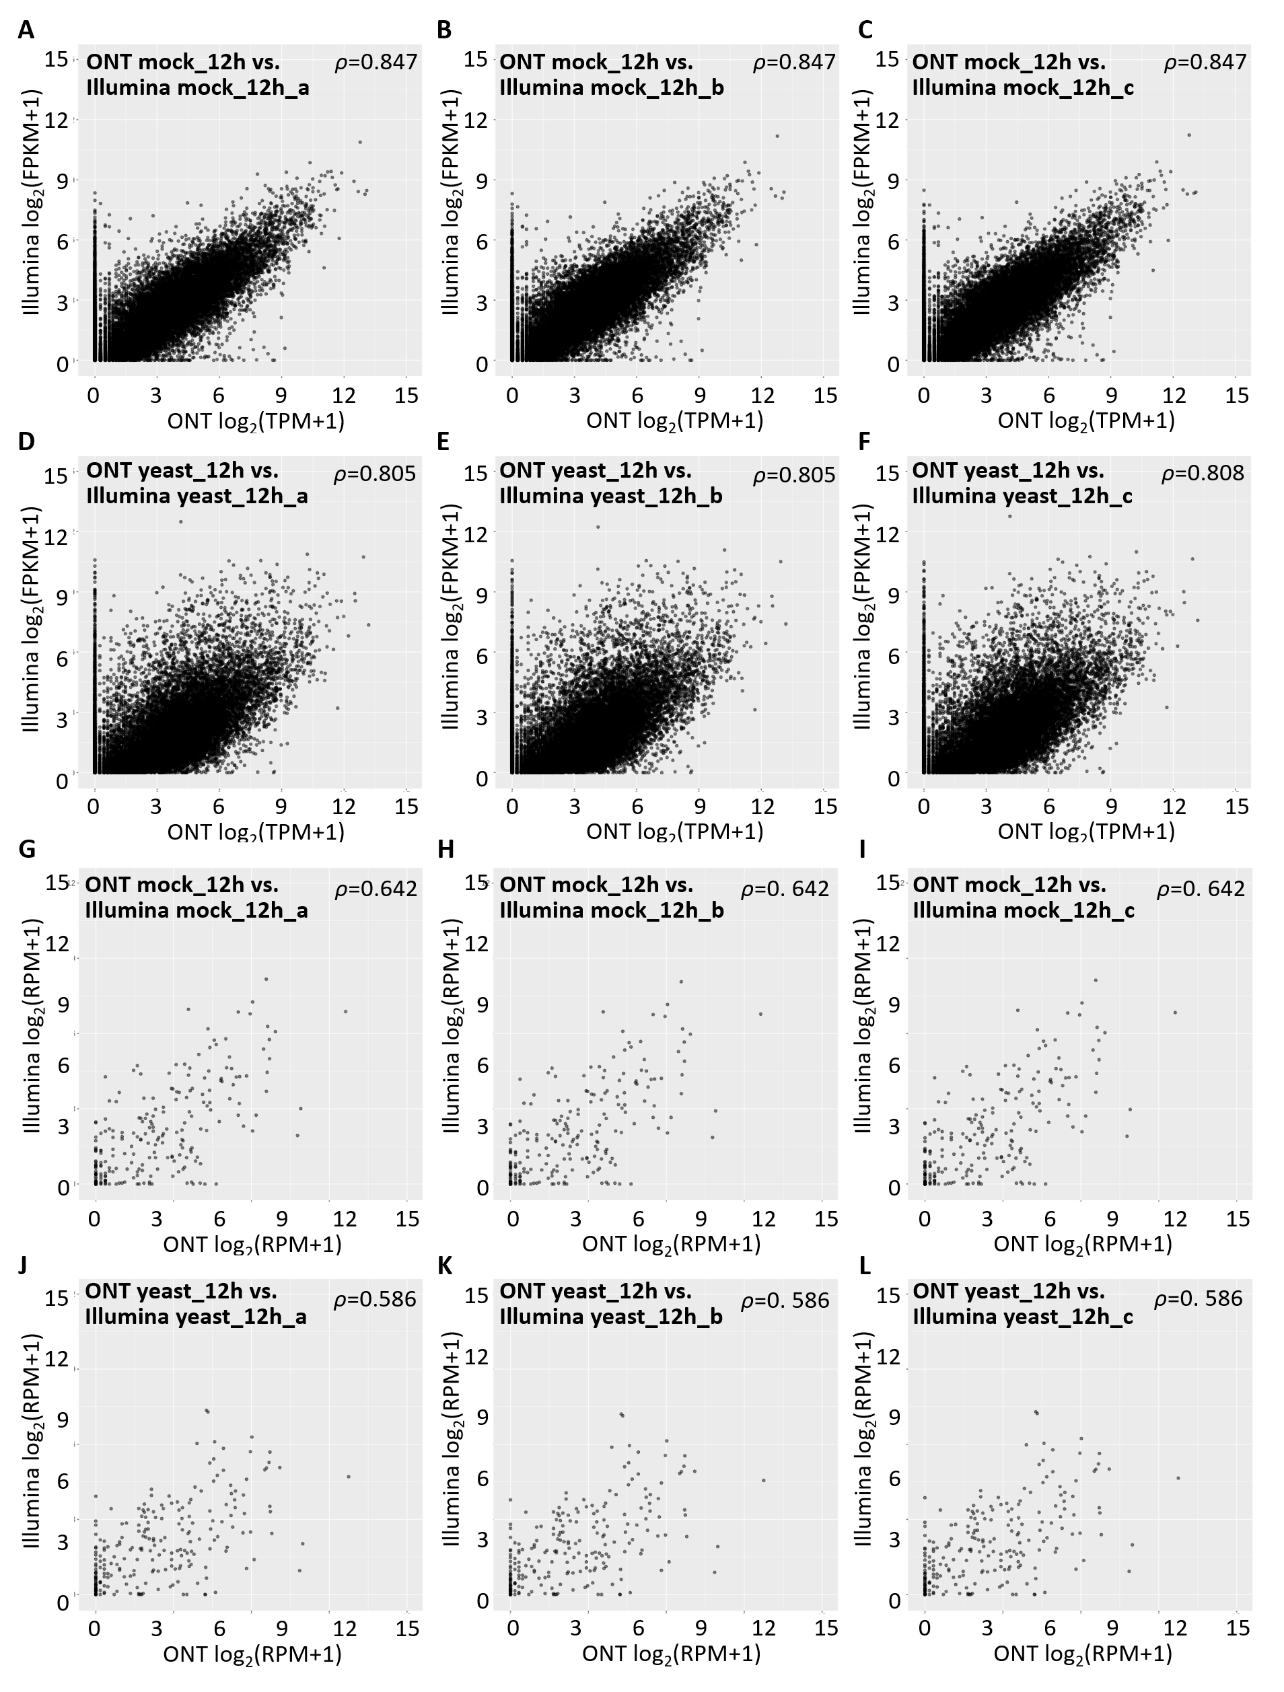

**Figure S20. Comparisons between gene expression quantified from ONT and Illumina Truseq sequencing libraries**

**(A-C, G-I)** For mock (12 hours) treatment, gene (A-C) and TE family (G-I) expression level quantified from the ONT library was compared to each of the replicates sequenced by Illumina RNAseq. **(D-F, J-L)** For yeast (12 hours) treatment, the ONT library was compared to each of the libraries sequenced by Illumina RNAseq. The gene expression levels (A-F) were given as transcripts per million mapped reads (TPM) for the ONT libraries (x-axes) and as fragments per kilobase per million mapped reads (FPKM) for the Illumina libraries (y-axes). The TE expression levels (G-L) were given as reads per million mapped reads (RPM) for both sequencing methods family (x-axes=ONT and y-axes=Illumina). Spearman’s correlation coefficient ρ was given per comparison with each point representing gene expression levels.

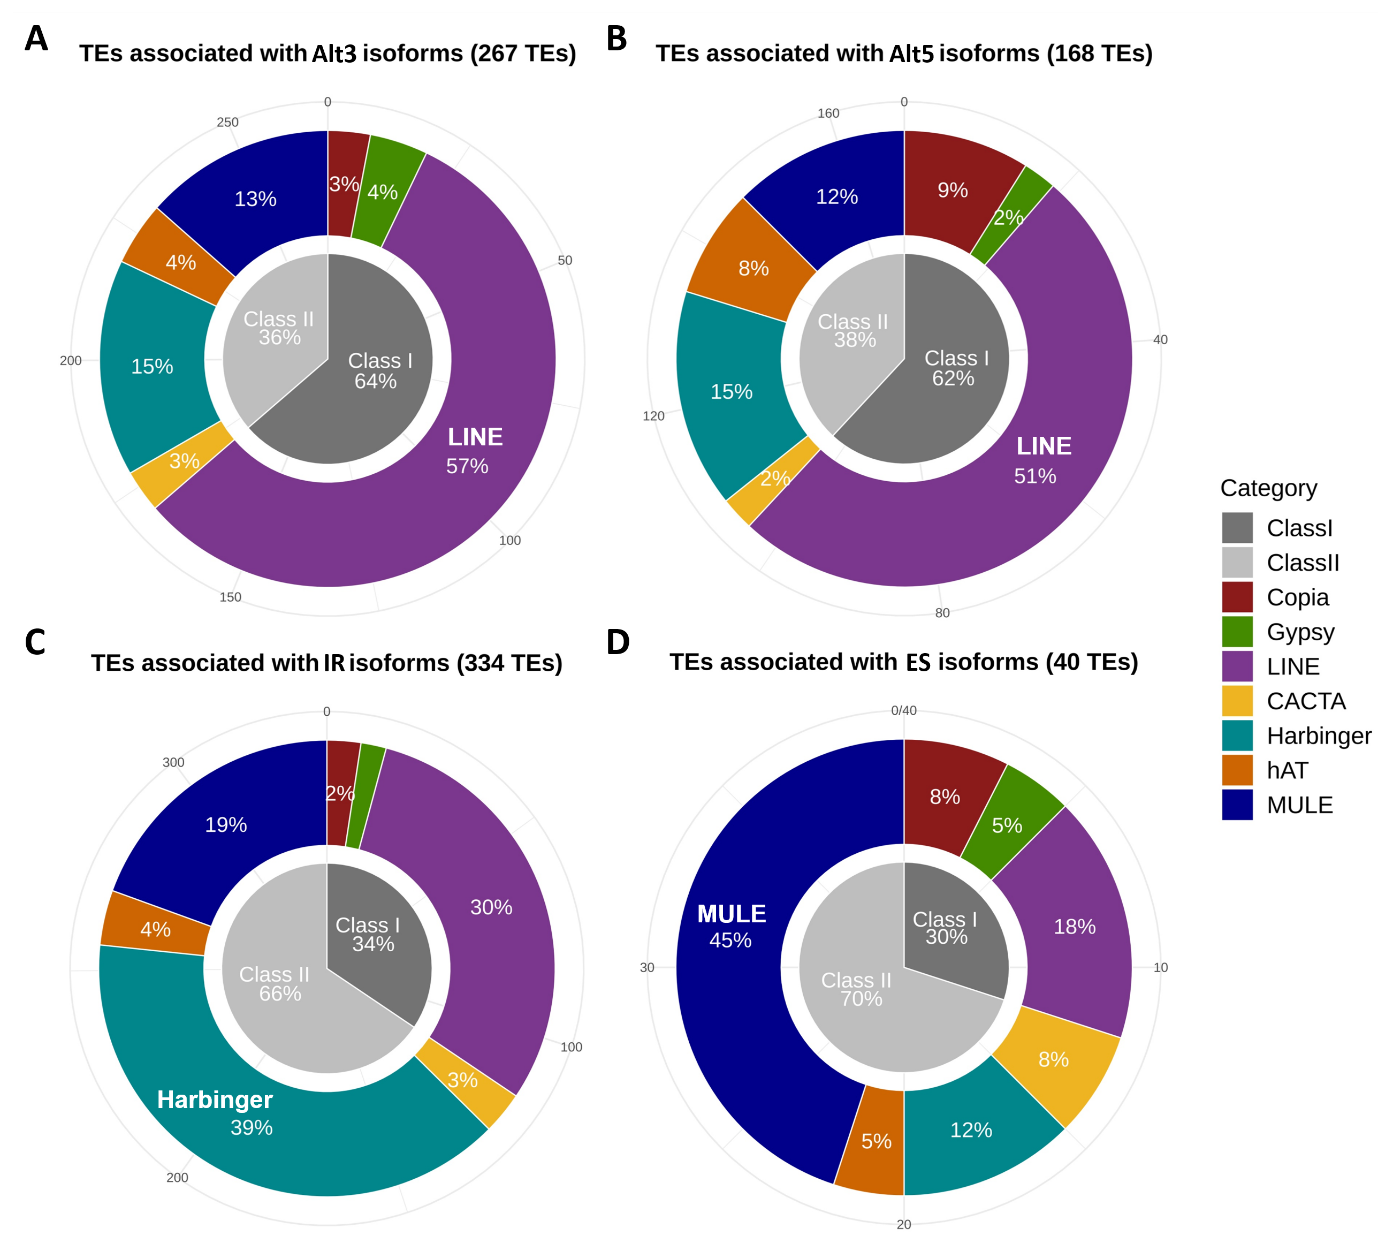

Figure S21. Categorization of TEs associated with alternative splicing

TE loci overlapping with gene-related **(A)** Alt3, **(B)** Alt5, **(C)** IR, and **(D)** ES features were grouped by class (central pie graph), then by superfamily (outer doughnut graph). The percentage of each slice is as indicated, with the most over-represented superfamily labelled.

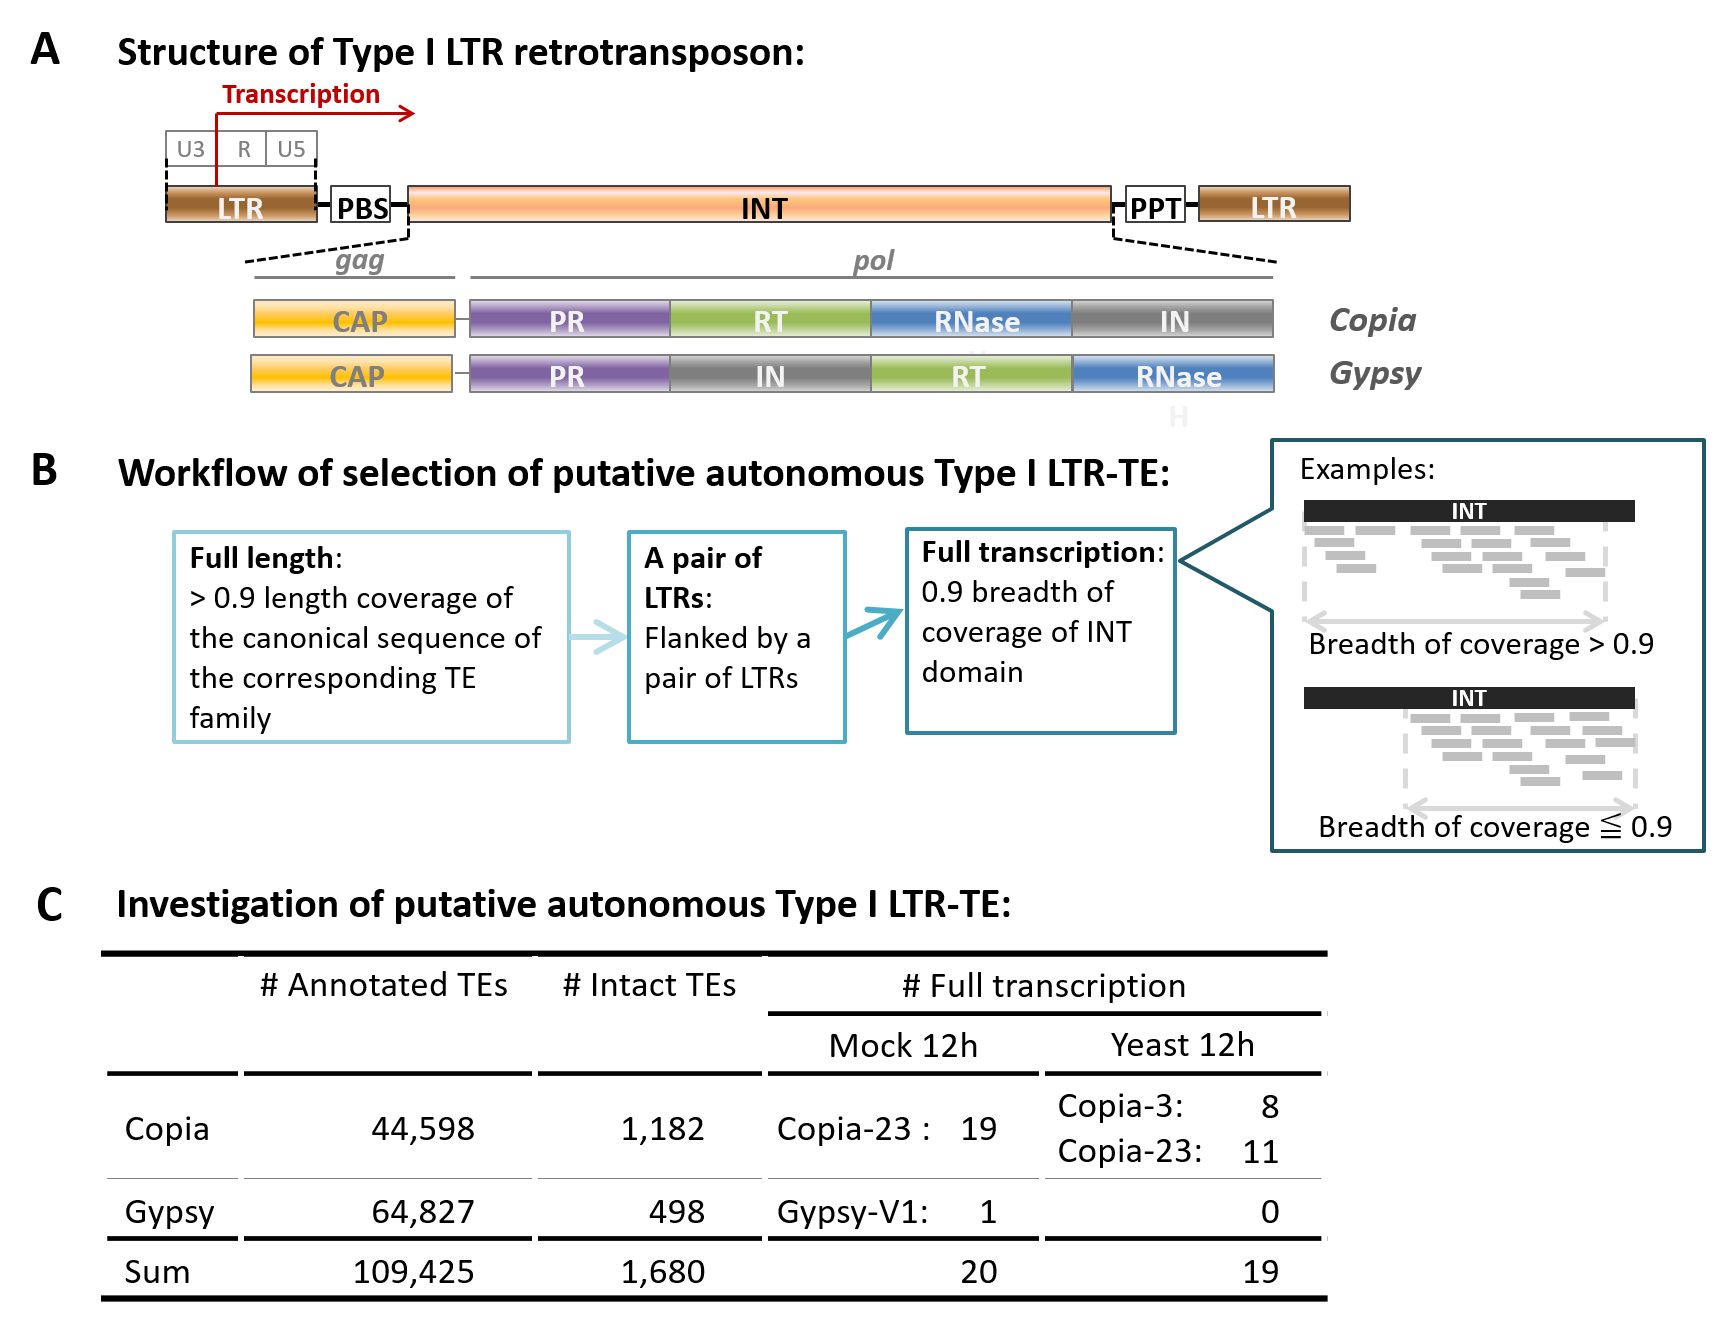

Figure S22. Identification of autonomous LTR-TE with potential full-transcription.

**(A)** Autonomous LTR-TEs are characterized by the poly-protein-coding internal domain (INT) flanked by a pair of long terminal repeats (LTR). The transcription starts within the 5’ LTR, going through the INT domain, and generally terminated at 3’ LTR. See Figure 4.1 for the acronyms. The diagram is not drawn to scale. **(B)** Workflow for collecting autonomous LTR-TE loci that were potentially fully transcribed. The short grey segments denote sequencing reads. **(C)** The numbers of annotated, intact, and potentially fully transcribed LTR-TE loci.

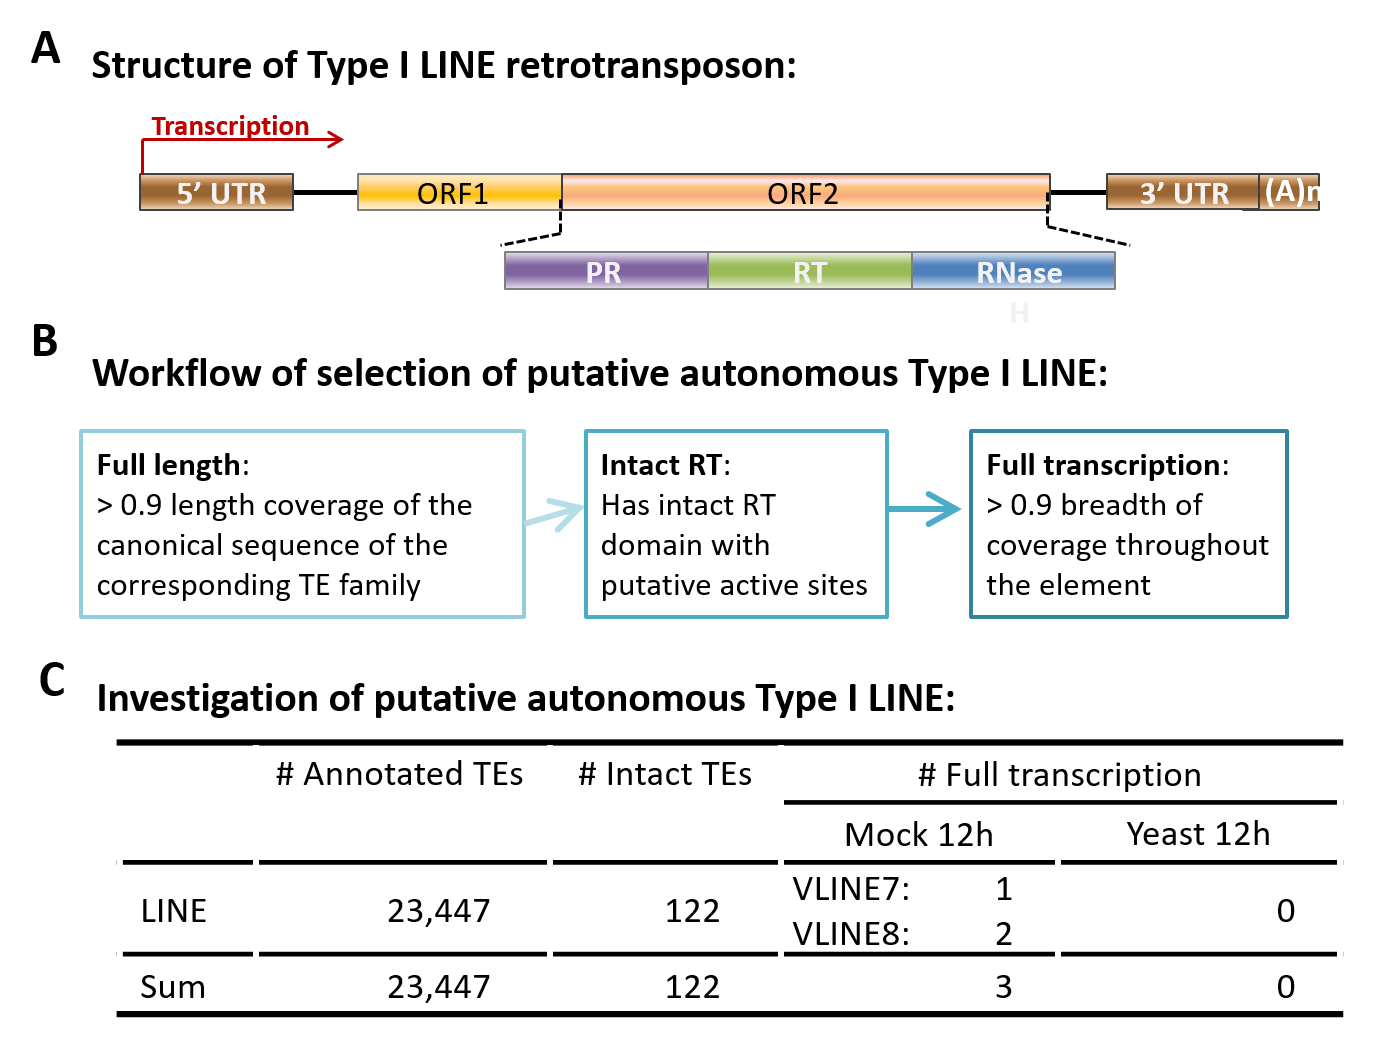

Figure S23. Identification of autonomous LINE with potential full-transcription.

**(A)** An autonomous LINE is expected to retain the open reading frames (ORF) encoding proteins necessary for mobilization. Typically, the transcription starts from the 5’ untranslated region (5’ UTR), going through ORFs and 3’ UTR, and completed with polyadenylation. See Figure 4.2 for the acronyms. The diagram is not drawn to scale. **(B)** Workflow for collecting autonomous LINE loci that were potentially fully transcribed. **(C)** The numbers of annotated, intact, and potentially fully transcribed LINE loci.

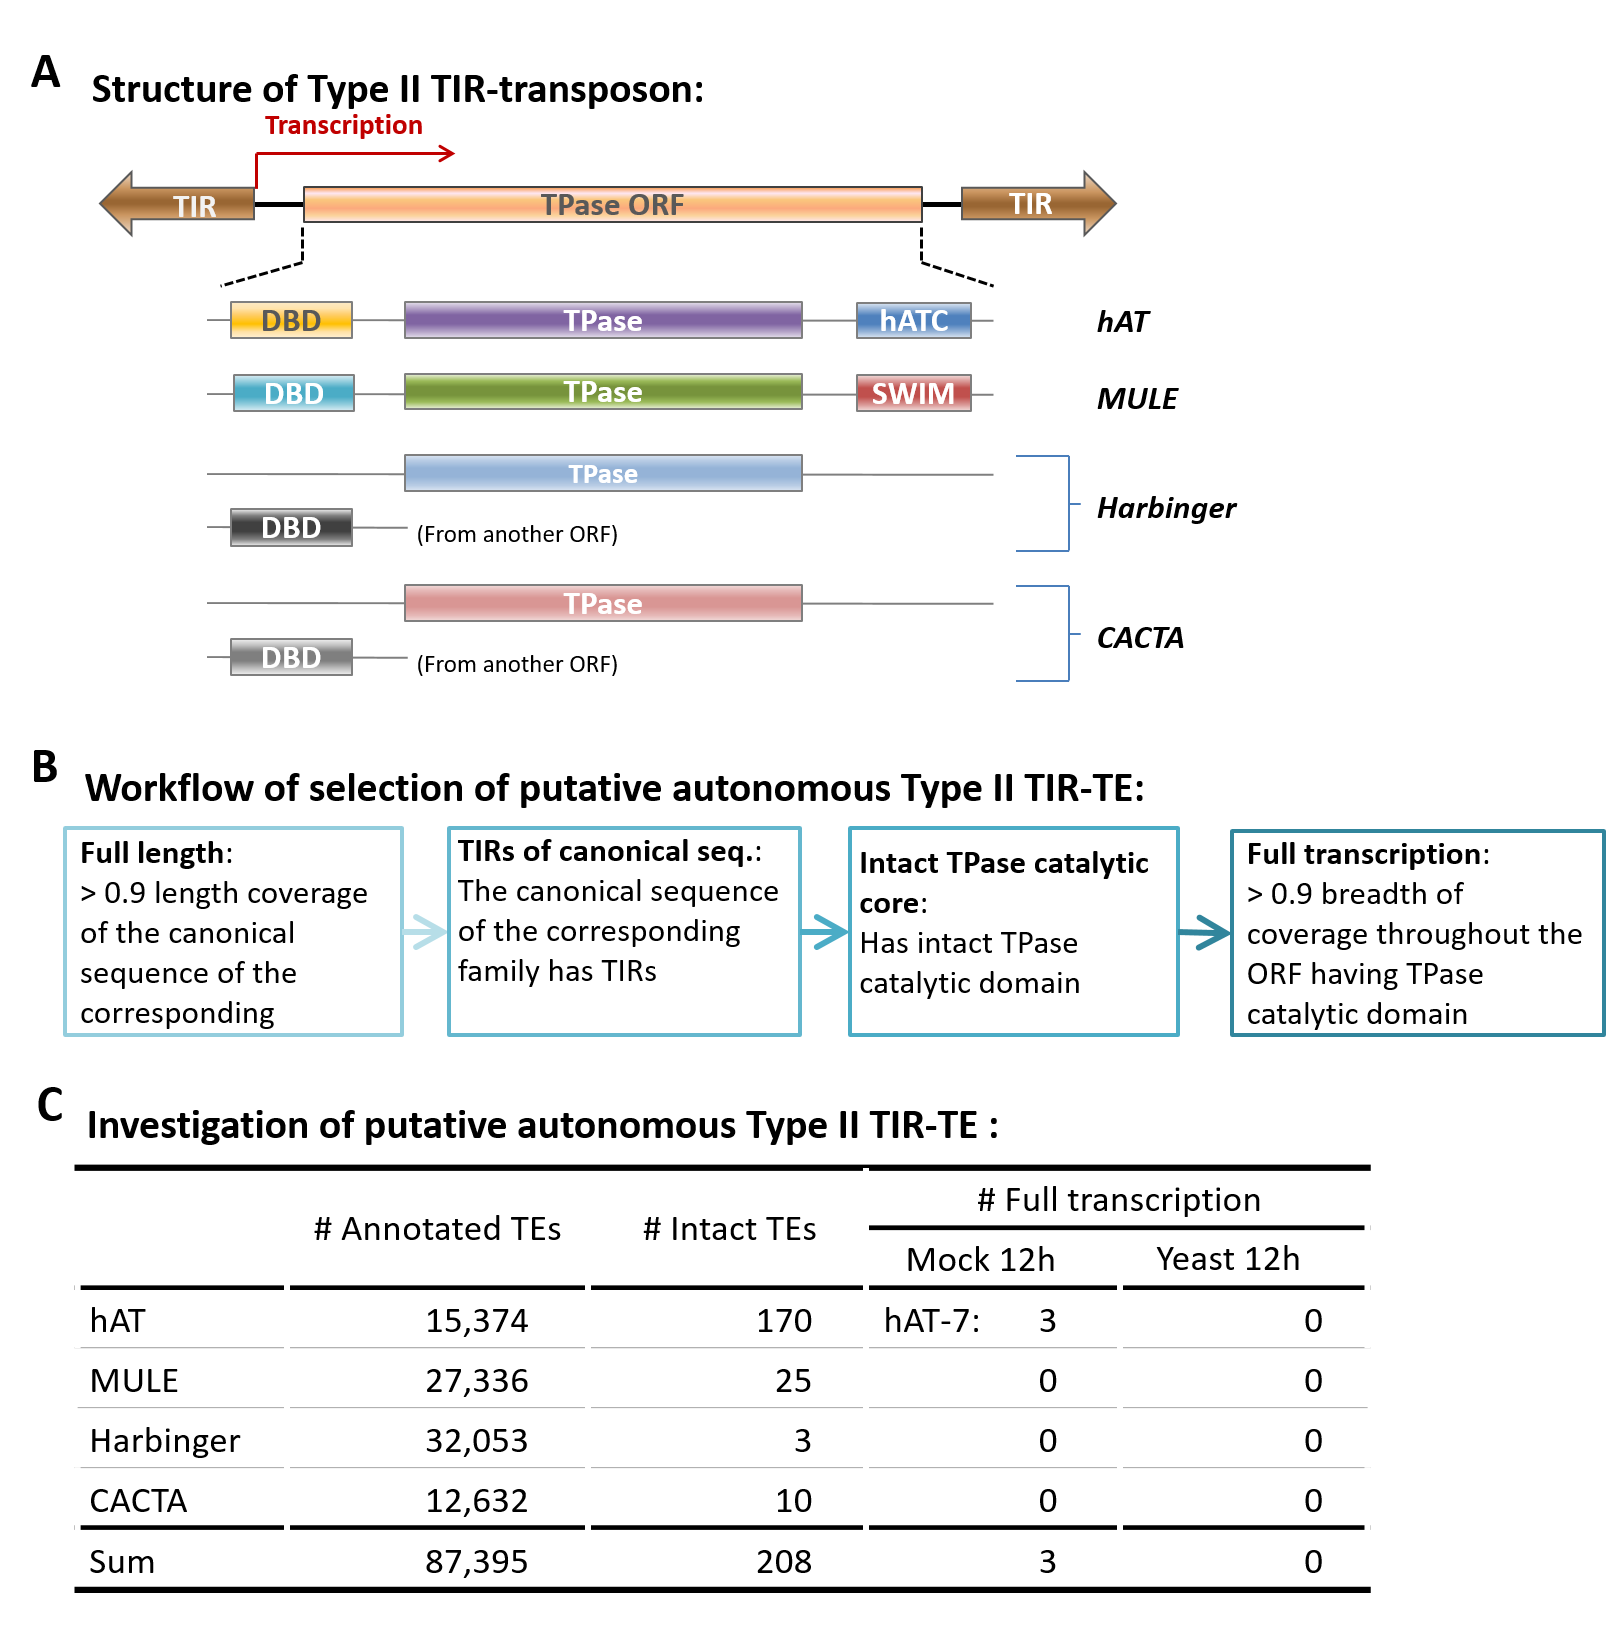

Figure S24. Identification of autonomous TIR-TEs with potential full-transcription.

**(A)** An autonomous TIR-TE is supposedly equipped with a transposase (TPase)-encoding ORF flanked by terminal inverted repeats (TIR). The typical transcription start site is as indicated. See Figure 4.3 for the acronyms. The diagram is not drawn to scale. **(B)** Workflow for collecting autonomous TIR-TE loci that were potentially fully transcribed. **(C)** The number of annotated, intact, and potentially fully transcribed TIR-TE loci.

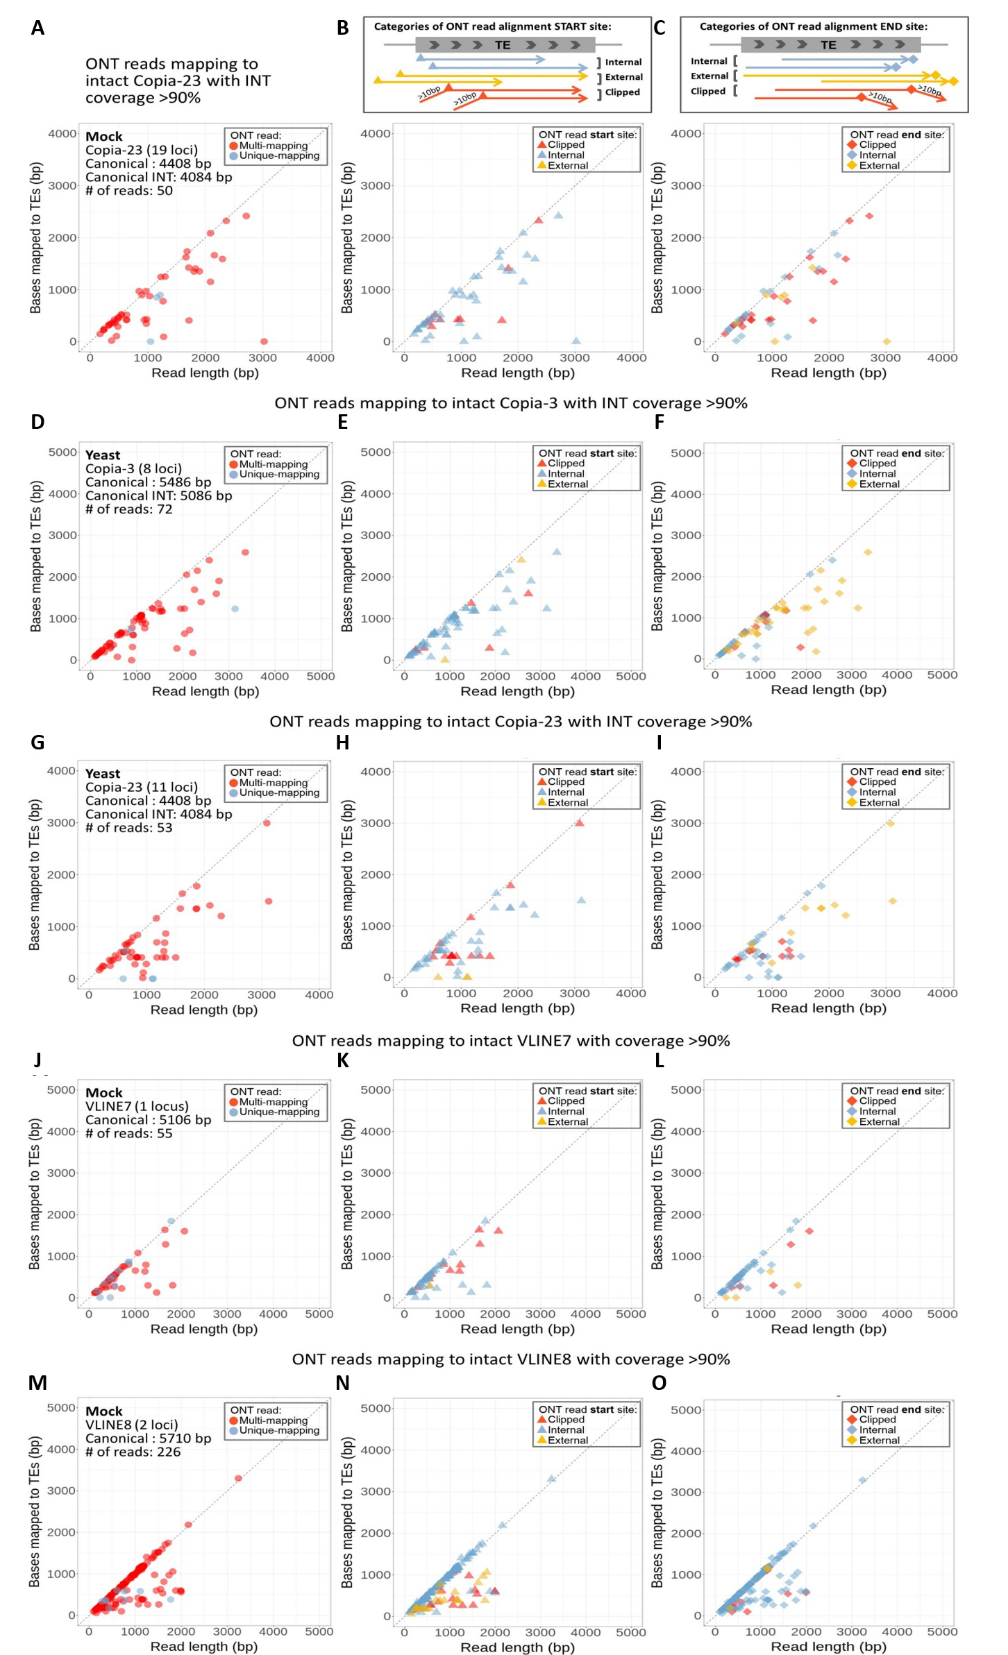

Figure S25. Characteristics of ONT reads mapping to structurally intact TE loci identified by the workflow shown in Figure S22-23.

**(A-C)** Scatter plots demonstrating the alignment properties of the 50 ONT reads mapping to 19 structurally intact Copia-23 loci whose INT domain was >90% covered by ONT reads in Vv_Mock12h. For each read, the read length was plotted against the number of bases overlapping with the autonomous locus and coloured by mapping specificity (multi-/unique-mapping; A), as well as alignment start site (B) and end site (C) relative to the TE locus. Therefore, all reads plotted in (A) were presented at the same coordinates in (B) and (C). **(D-O)** Scatter plots demonstrating the alignment properties of the ONT reads mapping to structurally autonomous Copia-3, VLINE7, and VLINE8 loci whose INT or annotated feature (for LINE element) was >90% covered by ONT reads. The experimental conditions were as indicated. (D)-(O) were plot following the approach used for (A)-(C).

# Supplementary material for: Comprehensive analysis of both long and short read transcriptomes of a clonal and a seed-propagated model species reveal the prerequisites for transcriptional activation of autonomous and non-autonomous transposons in plants
**Source:** Mob DNA. 2022 May 12;13:16. doi: 10.1186/s13100-022-00271-5
**Supplement:** Supplementary file 8 — Additional file 8. Supplementary methods.

# **Additional file 8: Supplementary methods**

## Stress treatment

Every half gram of solid embryogenic callus cultures (*V. vinifera* cv Pinor noir clone UCD5) was collected into a 15-mL Corning conical polypropylene centrifuge tube (Sigma) containing 12 mL of hormone-free C_1_^P^ liquid medium (HF- C_1_^P^) that have been supplied with either live *H. uvarum* cultures re-suspended to OD600 = 0.8 as described in Lizamore (2013) [23]. The embryogenic callus cultures exposed to stressors were subjected to vigorous shaking for 2 seconds manually, following with incubation on a rotary shaker (100 RPM) horizontally for 8 minutes at room temperature. These calli were then transferred and spread evenly on HF- C_1_^P^-soaked filter papers on fresh C_1_^P^ plates. Continuously with the presence of the biotic stressor, these plates were incubated at 25˚C in the dark. Preparation of *H. uvarum* yeast culture was carried out as described in Lizamore (2013) [23]. Mock experiments were identical to that carried out for treatments with live yeast cultures with the same volume of stressor-free HF-C_1_^P^ liquid medium. Each treatment was harvested at 1, 3, 6, and 12 hours as shown in Fig. 1a, and gently washed with 50mL of HF-C_1_^P^ three times before being snap-frozen with liquid nitrogen. A common untreated 0 hour time point (denoted as Vv_T=0) for mock and the biotic treatment was taken prior to any treatment. All treatments and their associated time points consisted of three technical replicates.

## Identification of TE expression candidates

This analysis is comprised of three sub-pipelines described as follows:

The first sub-pipeline only collects TEs obtaining unique-mapping reads that each of these sequencing reads can be traced back to a unique origin in the genome. As illustrated in Additional file 2: Figure S1, sequencing reads unmapped to grapevine’s tRNA and rRNA sequences were aligned to 12X PN40024 grapevine reference genome using HISAT2 [70] with the parameters: *–rna-stradness RF –dtk –k 100*. Unique-mapped reads mapping to TEs were then quantified by *htseq-count* of the package Htseq [42]. TEs having read count more than 10, which approximates to 5 pairs of read, were collected.

The concept of the second sub-pipeline was to collect individual TEs that were aligned with any kind of reads, irrespective of the number of highest quality mapping loci for a given read. Following read alignment using HISAT2 as described in sub-pipeline 1, the BEDtools suite [43] was used in read quantification (Additional file 2: Figure S1, sub-pipeline 2). The command *bedtools coverage* generated raw count for TEs while multi-mapping reads matching to n-places (e.g. 10) was recorded n-times (i.e. 10). It also counted the number of bases of a TE locus covered by reads (covered bases of TE). Furthermore, this sub-pipeline incorporated *bedtools intersect* to calculate the number of bases of a read overlapping with an individual TE (mapped bases of read), which were summed for each TE locus to estimate the average read depth of an individual TE’s mapped region (i.e. only the region covered by reads, not the entire annotated feature). This was calculated as follows:

For *n* reads mapping to a TE locus, and *i* as an integer from 0 to *n*, *f(i)* = mapped bases of read *i.*

Average read depth of an individual TE’s mapped region =$\frac{\sum_{i=0}^{n} f\left( i \right)}{Bases of a TE locus covered by reads}$ .

In order to exclude TE loci that were covered by reads in a sparse and scattered way, a cut-off threshold of the average read depth five was adopted in addition to the ten read count threshold. Examples of the filtering step of this sub-pipeline were illustrated in Additional file 2: Figure S1.

The third sub-pipeline specifically collects TEs had transcription across the boundaries of the element. The software TEFingerprint [44] was originally designed for identifying unannotated insertions in genomes using paired-end short fragment DNA sequence data. This research applied TEFingerprint to capture TE loci internally mapped by multi-mapping reads only, yet the read mates, known as danglers, were uniquely aligned to a location near the insertion site (Additional file 2: Figure S1). Although TEFingerprint also has the option to use reads sit across the junction of a TE locus, this function was disabled in sub-pipeline 3 as the utilization of *htseq-count* in sub-pipeline 1 has covered this scenario. Sub-pipeline 3 applied the standard TEFingerprint pipeline where reads were mapped against the collection of 223,411 annotated *V. vinifera* TE sequences using BWA [71]. Subsequently, the mates of TE-mapped reads were aligned to the reference genome (12X PN40024) before calculating the read count of dangler clusters. Only clusters containing more than 10 dangler reads were kept to test for the intersection of dangler clusters and annotated TEs using *bedtools intersect*. The candidates need to show more than 10 dangler reads and more than 10 reads mapping internally (counted by *bedtools coverage*).

After excluding TEs that did not show enough transcription, potentially expressed TEs from the three sub-pipelines were collected together as a pool of expression candidates.

Grapevine’s TE annotation was established by Lizamore (2013) [23]. In general, all canonical transposable element sequences of *V. vinifera* were downloaded from the Repbase Update database (<https://www.girinst.org/repbase/>; access in 2016). To reconstruct the full-length canonical element of LTR-retrotransposons (LTR-TEs), LTRs and the internal sequences were reassembled for each family in the format LTR-Internal-LTR. The canonical TE sequences were used to extract local copies of the 12X PN40024 grapevine genome using RepeatMasker [72] with the default setting. Simple sequence repeats (SSRs) were masked with N’s using RepeatMasker. In total, 232 canonical TE sequences, in which each sequence represents a TE family of *V. vinifera*, were used to extract 223,411 TE-like sequences of the 12X PN40024 genome.

## Profiling of TE expression candidates

***TE integrity analysis***

The length of each annotated TE locus was compared to the corresponding canonical element sequence retrieved from the Repbase update database and reconstructed as previously described. TE loci longer than 90% of the corresponding canonical elements in length were considered full-length elements, and the rest of the annotated loci were grouped as fragmented TEs.

***Identification of transcriptionally active TE family***

To generate figures like Fig. 2, expression candidates were initially grouped into trackable (collected from the sub-pipeline 1 and 3 in Fig. 1a) and un-trackable (captured only by the sub-pipeline 2 in Fig. 1a) expression candidates. All expression candidates were further binned by family and integrity. These information were then integrated into charts like Fig. 2, where, for each TE family (the y-axis), the accumulated number of un-trackable and trackable expression candidates are respectively plotted on the left and right sides of the chart; based on this layout, the accumulated number of full-length and fragmented loci is indicated by dark and light colours respectively.

***Cladogram analysis of full-length Copia-3 and Copia-23***

In the analysis mentioned earlier, Copia-3 and Copia-23 were found to be the two TE families representing the most un-trackable full-length expression candidates, suggesting that these two TE families retain a substantial number of highly similar or identical full-length loci that are indicative of their recent activity in the evolutionary time. To investigate how diverse are these full-length TE loci, multiple alignments of the canonical sequences and full-length TE loci of Copia-3 and Copia-23 was performed by Geneious using MUSCLE alignment [73] option with default settings. The Neighbour-Joining consensus tree was then constructed by Geneious with 100 bootstraps and a 90% support threshold. The tree was further illustrated by iTOL (Interactive Tree of Life, <https://itol.embl.de/>). All the analysed sequence here are labelled by five different colours (Additional file 2: Figure S3-S4) that represent five categories of these full-length elements. These five categories are: structurally autonomous (full-length and flanked by LTRs) untrackable expression candidates; structurally autonomous trackable expression candidates; structurally non-autonomous (full-length but lost at least one LTR) un-trackable expression candidates; structurally non-autonomous trackable expression candidates; non-expressed full-length loci.

Note that in this analysis, LTR-TE loci that are full-length and flanked by LTRs are denoted as ‘structurally autonomous’ loci, while LTR-TE loci that are full-length but not flanked by LTRs are denoted as ‘structurally non-autonomous’ loci for convenience. Although there are other sequence compartments that are also determinant to the autonomous mobilization of LTR-TEs, such as primer-binding sites as well as gag and pol genes encoding proteins required for self-competent transposition, the selection of LTR-TE loci that are full-length in sequence size and flanked by LTRs has efficiently excluded 78.4% and 72.6% of the total annotated Copia-3 and Copia-23 loci, respectively, leaving the rest 87 Copia-3 loci and 177 Coipia-23 loci considered as structurally autonomous loci. The polymorphisms that accumulated in sequence context but did not greatly affect sequence size were then measured during sequence alignment by MUSCLE [73], and we took this into consideration in the construction of the Neighbour-Joining consensus tree.

***Analysis of reads mapping to Copia-3 and Copia-23***

To test whether reads mapping to Copia-3 and Copia-23 expression candidates were all derived from fragmented un-trackable expression candidates instead of full-length un-trackable expression candidates that share similarity with the fragmented counterparts, these reads were collected using *bedtools intersect* of the package Bedtools [43] and analysed as follows: reads from the triplicates of same time point (see the experimental design in section 2.3.1) were merged and then categorized into four groups by their mapping destinations: fragmented un-trackable expression candidates; full-length un-trackable expression candidates; fragmented trackable expression candidates; full-length trackable expression candidates. This gave four groups of reads for plotting Venn diagrams using the R package VennDiagram [74]. Note that, as presented in the Venn diagrams in Additional file 2: Figure S5-S6, a multi-mapping read may be categorised into multiple categories, including the categories of trackable expression candidates for that part of the DNA sequences of these trackable expression candidates may be identical to a portion of the DNA sequences of the un-trackable expression candidates.

***LTR domain annotation***

To identify full-length LTR-TE loci retaining LTRs and estimate the insertion date of these loci (the following section), the coordinates of LTRs in the *V. vinifera* reference genome were extracted based on the LTR domain annotation that has been established by Lizamore [23]. Without reassembling the LTR-INT-LTR structure, TE element sequences of V. vinifera retrieved from the Repbase database were adopted directly for the LTR annotation following the workflow described in Lizamore [23]. This kept annotated LTR and INT domains separated. The previous annotation version generated using reconstructed LTR-INT-LTR canonical sequences was compared with this version (LTR and INT separated) of annotation to identify local copies of LTR-retrotransposons (LTR-TEs) flanked by LTRs on both ends and extract the coordinates of LTR domains.

***Estimation of LTR-TE insertion date***

Full-length TE loci flanked by LTRs were considered intact copies. The insertion time of these TE loci was dated by measuring the divergence between the 5’ and 3’ LTR for each locus, as proposed by SanMiguel et al. [47]. With the coordinates of INT domains in the reference genome, the sequences of paired LTRs were extracted using BEDtools’ function *bedtools getfasta* [43] and aligned by MUSCLE [73] with the settings *-distance1 kmer4_6 –clwstrict*. Following Vitte et al. [75], the observed divergence was corrected according to the Jukes-Cantor sequence evolution model [76] with the formula:

$$K=-\frac{3}{4}\ln(1-\frac{4}{3}p)$$

where *K* is the corrected divergence and *p* is the proportion of different bases in the two LTR sequences. The insertion date was then translated from the corrected divergence with an average substitution rate of 6.5×10^-9^ substitution per site per year estimated from the *Adh1* and *Adh2* genes of grass species including maize, rice and barley [77] and had been adopted by Moisy et al. [78] for the grapevine genome. The insertion time distribution was plotted by ggplot2 [79] and depicted the insertion history of LTR-TE families with at least 10 intact copies. The peak mobilization was estimated from the distribution of insertion times using R package hdrcde [80]. To test whether the LTR-TE families, Copia-3 and Copia-23, stacked with un-trackable full-length candidates were more recently active than others, their peak insertion dates were compared with other 5 LTR-TE families with trackable full-length candidates and a statistical test (t-test) of the mean insertion times was pair-wisely performed in a pair-wise manner with the function t-test in R.

***Location bias analysis***

The location of annotated TEs in association with genes was analysed using BEDtools’ function *bedtools intersect* [43]. The intersects between TEs and gene-related features, including exon, intron, 2kb upstream (N-flank) and 2kb downstream of any given gene locus, were further examined using R script. If a TE overlapping with an exon and intron has over 95% of its body covered by the intron, it would be assigned as intronic TE, and otherwise, it would be assigned with TE loci overlapping with exon. This rule was also applied to a TE overlapping with an exon and flanking region. All annotated TEs and expression candidates were categorized with R package dplyr [81] and plotted layer by layer as a pie graph using ggplot2 [79]. The goodness of fit X-square test was performed using the function *chisq.test* implemented in the R package MASS [82].

## Differential expression analysis

In the grapevine system, TE expression candidates with unique-mapping reads (i.e. trackable TE expression candidates) in at least one of the experimental conditions were collected for differential analysis of the expression dynamic changes under different treatments over time. For those captured by sub-pipeline 1 (Additional file 2: Figure S1), their raw read count generated by Htseq’s tool *htseq-count* [42] was used for the analysis. The rest of the trackable expression candidates collected from sub-pipeline 3 (Additional file 2: Figure S1) were analysed using the raw read count of danglers produced by TEFingerprint [44]. The analysis was conducted using DESeq2 [50] as read counts of the trackable candidates in all treatments were analysed together with multifactor settings, where the full model of the design formula included treatments and time points and the reduced model included the factor of time only. Raw read counts of TEs with adjusted p-value under 0.05 were normalized and logarithmically transformed and normalized using the function *varianceStablizingTransformation* (VST) implemented in DESeq2 [50]. Afterwards, the VST-transformed read counts in mock treatment (Vv_Mock) were normalized against Vv_T=0, while the VST-transformed read counts in yeast treatment (Vv_Yeast) were normalized with that of Vv_T=0 and then the effect from mock was further deducted at each time point. After these processes, TEs with the final normalized values above 1 in at least one time point were considered differentially expressed TEs (DETEs). The Venn diagrams showing the unique and shared DETEs among the three stress treatments were generated using the R package VennDiagram [74]. Hierarchical clustering was conducted using *hclust* in R with the Pearson correlation method for measuring distances among DETEs and the ‘*complete*’ agglomeration method for clustering. With the hierarchical clustering information, heatmaps of the final normalized value were plotted by *heatmap.2* from the package gplots [83]. For each DETE cluster, the expression trend revealed from the heatmap was illustrated with a simplified line graph. The statistics of the expression trend were summarized as a pie graph using ggplot2 [79]. Differential analysis and expression pattern clustering for genes were conducted in the same way as for TEs. Co-localized DETE and DEGs were gathered for hierarchical clustering as mentioned above to test whether the paired DETE and DEG would be grouped into the same expression cluster. Note that a small number of DETEs, especially DETEs within 2kb flanking regions of genes, might co-localise with multiple DEGs and *vice versa*. Instead of arbitrarily excluding DETEs or DEGs fallen into this scenario, the comparison of the expression pattern of co-localized DETEs and DEGs was conducted on each DETE-DEG pair.

## Alternative-splicing analysis

The tool *flair diffSplice* embedded in FLAIR pipeline [53] was used to group alternative splicing into four types, including alternative 5’ splicing (Alt5), alternative 3’ splicing (Alt3), intron retention (IR) and exon skipping (ES). In addition, the productivity of each isoform was estimated by FLAIR’s *predictProductivity*, which predicts four types of productivity, including productive isoform (PRO), presence of premature termination codon (PTC), absence of start codon (NGO) and absence of stop codon (NST). To further capture alternative splicing feature directly related to TEs, BEDtools’ *bedtools intersect* was applied to identify alternative splicing features overlapping with annotated TE loci. These features would be denoted as TE-associated or TE-related alternative splicing features.

## Identification of the potential origin of full-length transcription for autonomous TE loci

For LTR-TEs, the transcription initiates from within the 5’ LTR and progresses through the primer binding site (PBS), internal domain (INT) encoding proteins necessary for autonomous transposition, as well as polypurine tract (PPT), and termination at the 3’ LTR. Therefore, as shown in Additional file 2: Figure S22, the workflow for selecting putative autonomous LTR-TE candidates exhibiting potential competent transcription began with selecting full-length TEs showing more than 90% of length coverage relative to the corresponding canonical TE sequence. Secondly, full-length candidates were examined for the presence of a pair of LTRs. Lastly, using BEDtools’ *bedtools coverage* [43], only candidates with > 90% breadth of coverage over the INT domain would be qualified as autonomous expression candidates.

Autonomous type I non-LTR retrotransposons (non-LTR-TEs) were mostly LINE elements possessing 5’ and 3’ untranslated regions (UTR) and an open reading frame (ORF) encoding poly-protein that can be processed into a protease (PR), reverse transcriptase (RT) and RNase H (Additional file 2: Figure S23). The transcription initiating from the 5’ UTR throughout the elements is necessary for reverse transcription and autonomous transposition. Therefore, full-length expression candidates of non-LTR-TEs were initially collected, following by a selection for those originated from non-LTR-TE families retaining intact RT domain with putative active sites. Those with over 90% breadth of coverage throughout the elements were considered autonomous expression candidates.

Type II expression candidates are typically flanked by terminal inverted repeats (TIRs) and contain an ORF that encodes a transposase (TPase) (Additional file 2: Figure S24). The TPase protein is assembled with multiple functional domains, including DNA binding and TPase catalytic cores, as well as other domain for metal ion chelating or dimerization depending on the TE families, such as hATC (*hAT* C-terminal dimerization) domain for *hAT* and SWIM (SWI2/SNF2 and *MuDR*) for *MULE* [4]. However, for some of these TE families in grapevine, the TIRs structure has been missing in the canonical element sequences, leaving them incompetent for autonomous mobilization. Therefore, only full-length elements belonging to the competent TIR-TE families were included in this study. The coordinates of the ORF encoding TPase (TPase-ORF) were extracted by ORFfinder (<https://www.ncbi.nlm.nih.gov/orffinder/>) and used as input into BEDtools’ *bedtools coverage* [43] to analyze the breadth of coverage of TPase-ORF. Those showing >90% coverage of the ORF were considered as autonomous expression candidates of TIR-TEs.

With the consecutive transcript information provided by the ONT platform, the aforementioned potential loci were further examined by the presence of ONT read covering the TE feature or domain necessary for autonomous mobilization. Among these ONT reads, the recognition of unique- and multi-mapping reads was performed by ‘home-brew’ scripts (<https://github.com/ting-hsuan-chen/TE_ExpressionCandidate>) that counted the number of entries in the SAM file for each TE-overlapping read since equally good alignments would be randomly designated as primary or secondary alignment by minimap2 [85], and minimap2 doesn’t report SAM field tag regarding the alignment uniqueness.

This analysis was visualized by plotting the length of ONT reads mapping to the autonomous TE loci against the number of read-bases overlapping with TEs (Fig. 6a,d; Additional file 2: Figure S25). This is to select TE loci fully covered by individual reads spanning across the necessary regions instead of those covered by co-contribution of multiple ONT reads. These reads were also surveyed for their transcriptional start and stop sites relative to mapped TE loci. BEDtools’ *bedtools intersect* [43] was used to distinguish ONT reads started or ended internally or externally. For those internal reads, if there were more than 10 clipped bases, these starts or ends would be denoted as clipped in Fig. 6 and Additional file 2: Figure S25. The genome browse image of qualified TE loci was generated by a local instance of JBrowse v1.16.8 [87].

How the deposited data were processed for this re-analysis (not part of the article)

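Grapevine embryogenic callus was sequenced by Illumina RNA-seq in 27 libraries, 3 for each of untreated callus (T0), Mock at 1, 3, 6 and 12 h and Yeast at 1, 3, 6 and 12 h, and by Oxford Nanopore (ONT) cDNA sequencing in 1 library labelled Mock and 1 labelled Yeast, both of 12 h. Conditions were taken from the sample labels and the paper's methods.

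The authors called bases with CASAVA 1.8.2, removed reads that align to tRNA and rRNA, and aligned the rest to the PN40024 12X genome with HISAT2 2.1.0. The counts deposited by the authors are unscaled. They are HTSeq 0.10.0 counts of genes and of unique-mapping reads per TE locus, bedtools 2.27.0 counts of unique- and multi-mapping reads per TE locus, with a multi-mapping read counted at each of its positions, and dangler counts from TEFingerprint. The authors also deposited the average read depth (coverage) of each TE locus, a signal without scaling to library size. The gene FPKM values deposited by the authors are scaled to transcript length and library size, and the library total used for them is not given in the sources used here. The ONT gene values deposited by the authors are TPM from FLAIR, summed per gene, and the ONT TE values are counts of sense alignments from minimap2 2.17 and bedtools. Alignment, trimming and counting could not be repeated, since no reads were used here.

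The files hold 223411 TE loci in 232 families and 9 superfamilies, and 31845 genes. Total gene counts per library ranged from 6066113 to 16722679. Values in CPM were computed here from the counts, with the total named beside each. In a locus with no count, 3 counts over the group was taken as the floor for a fold change. Intervals are Wilson intervals at a confidence level of 95% and cover counting error only, since PCR reads are not independent molecules.

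The paper's text and supplementary methods give thresholds per locus without saying how replicates and time points were joined. An expression candidate was therefore a locus that passed in all 3 libraries of at least 1 time point by more than 10 unique-mapping reads, by more than 10 bedtools reads with an average depth over 5, or by more than 10 danglers and more than 10 bedtools reads. Loci that passed by unique-mapping reads or danglers were trackable. Loci with more than 10 unique-mapping reads were also counted in each library and compared by two-sided exact permutation tests over 12 comparisons.

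Differential transcription was tested with edgeR 4.0.16 in R 4.3.3, by a quasi-likelihood F test over the 4 contrasts of a treatment, fitted to all 27 libraries in 9 groups with 18 residual degrees of freedom. It covered 2215 trackable loci, scaled by TMM over these loci, and 17263 genes with a mean FPKM over 1 in at least 1 group. A call needed a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change over 1 at 1 or more time points. Time patterns compare the mean log2 fold change at 1 and 3 h with that at 6 and 12 h, where the larger absolute value gives the direction and an early one adds back to the name. For families and superfamilies, unique-mapping counts were summed and scaled by the gene library sizes and gene TMM factors. Sets of loci were tested with camera of limma 3.58.1 at a preset correlation of 0.01 and at an estimated one. Alternatives used DESeq2 1.42.0 and limma-voom. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used for the rest.

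The candidate rule, the tests, the alternatives and the items to name were set before the data were examined, apart from the tests and alternatives that the closing section calls chosen later. Named items are those the paper names. For loci, they also include the 10 that rise and the 5 that fall with the largest log2 fold change among calls whose 3 libraries do not overlap with the controls, of which some are printed. For families, they include the 5 that rise and the 5 that fall with the smallest joint p. The rule for genes needed gene names, and 0 of the gene identifiers occur in the table of names used here, so at most 2 identifiers per direction and comparison are given, chosen after their values were seen.

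The joint test was tried on counts drawn anew from a negative binomial distribution. Changes equal at all 4 time points were added to 100 loci, 100 genes or 20 families at each size of change. A call there needed only an adjusted p under 0.05, without the size threshold used for loci and genes. Changes at single time points were not simulated. At a log2 change of 1 the test recovered 37% of changed TE loci for Mock against T0 and 70% for Yeast against Mock, 83 and 93% of genes, and 85 and 90% of families. At a log2 change of 2 it recovered 92 and 99% of TE loci, 98 and 99% of genes and 100 and 100% of families. False calls made up 5.15 and 6.63% of calls for TE loci, 5.24 and 5.42% for genes and 9.76 and 0% for families. For splits of the libraries into other groups of the same sizes, 100 were drawn for TE loci and families and 40 for genes, and single comparisons of 3 against 3 have 10.

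Gene lists, the location of TE loci relative to genes and pairs of TE loci and genes were not analysed here, since the reference used holds neither an annotation of this genome build nor names for its genes. *Arabidopsis* data, insertion dates, alternative splicing and single ONT reads were not analysed here either.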

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

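The tests of the explanations for the Gypsy-V1 reads, and the count of loci with reads only in Yeast, were chosen after the result was seen.

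The effect of the yeast differed between 12 h and 1 h at 863 TE loci, 296 with a higher and 567 with a lower log2 fold change at 12 h (edgeR, adjusted p under 0.05 and a log2 difference over 1). This difference between time points was tested directly. Leaving out replicate 2 gave 505 loci. Of 100 splits of the libraries, 2 gave a count as large, the real one included, and the highest other split gave 1120 loci. These splits mixed Yeast and Mock libraries within each time point. They ask whether the yeast had any effect, so they cannot exclude chance for a change of that effect between 1 and 12 h. Among genes, 7969 differed in this way, 4007 with a higher and 3962 with a lower log2 fold change. The highest other of 40 splits of the same kind gave 6939, and these splits cannot exclude chance either.

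In Mock callus, 767 TE loci differed between 3 h and 12 h, 445 higher and 322 lower at 3 h, and 5062 genes did, 3086 higher and 1976 lower. With gene-count scaling 760 TE loci were higher and 118 lower at 3 h. The splits of 3 libraries against 3 are too few for a share under 0.05. The highest other split gave 0 TE loci and 0 genes.

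Signal above the control level appeared at 28 TE loci that had 30 or more unique-mapping reads over the Yeast libraries at 12 h and none in any T0 or Mock library. They comprise 9 Copia, 8 Gypsy, 3 LINE, 3 MULE, 2 hAT, 2 Harbinger and 1 Caulimovirus locus. Together they had 35.4 ± 5.68 CPM of gene counts (SD, n = 3) in Yeast at 12 h and 1.88 ± 0.508 at 6 h. The paper does not report them as a group.

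A Gypsy-V1 locus on an unplaced sequence from 22777798 to 22780328, which the paper does not discuss, had unique-mapping reads at 1322 ± 1128 CPM of gene counts (SD, n = 3) in Yeast at 3 h, 390.1 ± 106 at 1 h and 146 ± 57.2 at 12 h, against 15.0 ± 14.8 in Mock at 3 h and none at T0. Its reads may stem from yeast RNA left after read filtering, since they went with the percent of reads that the authors removed before alignment. That percent includes quality and adapter losses as well as rRNA and tRNA reads. Over the 6 Yeast libraries at 1 and 3 h, Spearman's rho was 0.829 (two-sided permutation p = 0.0583) and Pearson's r 0.963 (p = 0.0139), and r was 0.577 without the 2 farthest libraries. Over the 6 at 6 and 12 h, rho was 1 (p = 0.00278, adjusted 0.00556) and r 0.960 (p = 0.00278), and r was 0.856 without the 2 farthest. A response of the whole Gypsy-V1 family also stays open. The unique- and multi-mapping reads of its other 412 loci were 2.58 times as high in Yeast as in Mock at 3 h (132 ± 68.2 against 51.3 ± 12.6 CPM of gene counts), and 1.81 times without Yeast replicate 3. These counts cannot decide it, since a multi-mapping read counts at each of its positions, so reads of the unplaced locus can count at the others.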

How the results depend on the processing

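Tests and settings chosen after the result was seen were gene totals without TMM factors, summing close Mock pairs, the later time points alone, leaving out Yeast 3 h replicate 3 or the Gypsy-V1 locus, trackable by 1 unique-mapping read, the joint DESeq2 test, and all alternatives for named loci and for differences between time points.

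All 180 alternative values of named loci and 40 of named genes had the same direction and the same side of the test threshold. These loci and genes were picked for the largest changes in these data, so this says little about others. For superfamilies 145 of 176 had the same side, 3 of them with the other sign but not passing in either, and for named families 329 of 392, 1 of them with the other sign. Of the remaining family values 11 turned, 19 passed only under the alternative and 33 no longer passed. Counts were within 1.5 times in 87 of 98 for DETEs, DEGs, loci and genes called, 39 of 40 for time patterns, 20 of 23 for families changed, 17 of 41 for candidates and 42 of 54 for ONT loci. Of the percents of candidates 23 of 41 lay in the 95% Wilson interval, of the differences in loci with reads 9 of 21 lay within the pooled SD, 4 turned, and 2 of 10 ONT correlations had the same value. With the replicate number as a block, DETEs numbered 1111 and 1637, DEGs 6670 and 9183 and families 131 and 177 (Mock against T0, Yeast against Mock). Replicate numbers did not pair libraries, since 24 correlations between groups ran from -0.23 to 0.12, with 2 over 0.1, and 7 libraries were closest to their own number. With close Mock pairs summed, the count of DETEs Mock vs T0 was 1039 and of DETEs Yeast vs Mock 1591, the count of DEGs Mock vs T0 was 6632 and of DEGs Yeast vs Mock 9125, and families numbered 91 and 154. In what follows the cause was not tested, except that other thresholds, single time points, single sub-pipelines and left-out libraries change a count by their construction. Candidates at T0, in Mock and in Yeast numbered 3960, 6105 and 5884 by any single library (percent of candidates trackable, T0, 47.8; percent of candidates trackable, Mock, 48.7; Yeast 53.1%), 8945, 13282 and 15804 by the sum of replicates (39.0, 41.5 and 39.9%), 991, 1621 and 1024 with more than 20 reads and depth over 10 (57.8, 57.7 and 63.9%), 3792, 6022 and 5354 with more than 5 reads and depth over 2.5 (45.4, 47.7 and 48.4%), 1003, 1698 and 1304 by sub-pipeline 1, and 1014, 1724 and 1319 by sub-pipelines 1 and 3. By the mean of replicates Yeast had 3698 and Mock was 51.6% trackable. Single time points gave 1985 (Mock 6 h), 1842 (Mock 12 h), 1448 (Yeast 3 h), 1236 (Yeast 6 h) and 1033 (Yeast 12 h, 47.6% trackable), and Mock at 1 h was 51.6% trackable. With trackable by 1 unique-mapping read, shares were 81.2, 89.3 and 90.0%. Loci with reads per library, Mock 3 h minus T0, differed by 83 after thinning, 619 with more than 5 reads and 114 with more than 20, and by 209 to 435 without a replicate. Yeast 12 h minus Mock 12 h was -223 after thinning, -577.0 with a scaled threshold, -1191 with more than 5 reads and -341.0 with more than 20. Yeast 1 h minus Mock 1 h turned to 16.7 after thinning, 236 scaled and 140.3 with more than 5 reads, and ran from -355.0 to 32 without a replicate. Log2 thresholds of 1.5 gave 725 DETEs for Mock and 4300 and 6018 DEGs, and no size threshold 15584 and 16306 DEGs. The DESeq2 likelihood ratio test with variance-stabilised differences gave 352 and 1012 DETEs and 3119 and 5425 DEGs. Its p compared Yeast with Mock averaged over time, so its Mock counts are not tests against T0. With every locus with a unique read, Yeast had 5105 DETEs. With gene-count scaling, 132 Mock DETEs were down-back, and the median log2 fold change of all tested TE loci moved from 0.12 to 0.66 in Mock at 3 h and from -0.46 to -0.60 in Yeast at 12 h (-0.26 with DESeq2 size factors). TE loci whose yeast effect differed between 12 h and 1 h numbered 505 (without replicate 2) to 720, and Mock families 63 (without replicate 2) to 142, with 87 without replicate 1. For superfamilies in Mock at 3 h, TMM on the sums gave CACTA 0.29, Harbinger 0.18 and hAT 0.0923, which no longer passed, and Caulimovirus -0.56 and Gypsy -0.49, which then passed. Gene totals without TMM factors gave Copia 0.23, Harbinger 0.12, hAT 0.0323 and LINE 0.67, no longer passing, and MULE -0.47, then passing. MULE also passed with DESeq2 (-0.15), with multi-mapping reads (-0.22) and without the top locus of each family (-0.19), as did Caulimovirus with multi-mapping reads (-1.01), while Copia without the top loci (0.52) did not. Without a replicate, Copia had 0.51 to 0.59 and passed only without replicate 3, LINE had 0.97 to 1.03 and did not pass without replicate 2 (1.03), and MULE had -0.21 to -0.0836 and passed only without replicate 3 (-0.21). For Yeast at 12 h, TMM on the sums turned CACTA (-0.22), Harbinger (-0.22) and hAT (-0.0905), gave Gypsy 0.28, which did not pass, and LINE -1.08, which did. Gene totals without TMM factors turned CACTA (-0.41), Harbinger (-0.40) and hAT (-0.28), gave Copia 0.11 and Gypsy 0.0905, which did not pass, and LINE -1.27, which did. Danglers turned LINE (0.44), the Yeast 3 h values of Copia-23 (-0.21), VLINE1 (-0.50), VLINE5 (-0.42), VLINE6 (-0.17) and VLINE8 (-0.37), the Yeast 12 h values of Copia-3 (-0.91) and hAT-VIHAT1 (-0.75), and the Mock values of Gypsy-12 at 12 h (0.20) and Gypsy-20 at 3 h (0.51). They also gave other signs that passed in neither, 0.83 for Caulimovirus, 0.0360 for Gypsy and 0.0293 for MULE in Mock at 3 h, and -0.34 for VLINE7 in Yeast at 3 h. Without its top locus, Copia-11 turned to -0.45 in Yeast at 12 h and Gypsy-Gret1 to 0.0864 in Mock at 12 h. ONT candidates with at least 3 reads were 3 and 1 for Caulimovirus (Mock, Yeast), and with at least 5 reads 2 and 1, 192 and 56 for LINE and 68 for Gypsy in Yeast. By the mean rule, candidates were 10 for Caulimovirus and 374 and 576 for Gypsy and LINE in Mock, and 196 and 133 in Yeast. ONT correlations across genes in Mock and Yeast were 0.784 and 0.666 with genes above 0, 0.711 and 0.476 with FPKM and TPM over 1, and 0.858 and 0.736 by Pearson, and across families 0.856 and 0.793 with unique-mapping reads. Gene lists, locations relative to genes and pairs of DETEs and DEGs were not run. Simulated log2 changes of 1 at single TE loci were recovered in 37% for Mock and 70% for Yeast, and what depth limits was not tested.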

Differences from the paper's values

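The tests and settings compared here were set before the data were examined. The thresholds per locus are those the paper states, while the way replicates and time points are joined is not stated in it. A difference is called closed here where the value comes within 1.5 times of the paper's count or percent, or, for correlations, within the SD of the value here or the rounding of the figure. A closed value need not equal that of the paper.

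The paper's value for expression candidates at T0 is 3698, against 2004 here. The difference closes with the mean of replicates (2911), at least 2 of 3 replicates (2782), any single library (3960) and more than 5 reads with depth over 2.5 (3792), and not with the sum of replicates, more than 20 reads, sub-pipeline 1, sub-pipelines 1 and 3 or leaving out a replicate. For Mock, the paper's value is 5524, against 3221 here. It closes with the mean (4317), 2 of 3 replicates (4236), any single library (6105), more than 5 reads (6022) and without replicate 1 (3703), and not with the others. For Yeast, the paper's value is 5531, against 2394 here. It closes with the mean (3698), any single library (5884) and more than 5 reads (5354), and not with the others, 2 of 3 replicates included. The paper's count of candidates found only at T0 is 329, against 199 here. It closes with the mean (312), 2 of 3 replicates (299), any single library (402), the sum (485), more than 5 reads (328) and without replicates 1 (249) or 3 (280.0), and not with the others. Only in Yeast, the paper's count is 1913, against 581 here. It closes with any single library (2031) and more than 5 reads (1493), and not with the others.

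The paper gives 6 families with more than 100 candidates at T0, against 2 here. This closes with the mean (4), 2 of 3 replicates (4), any single library (9), more than 5 reads (7) and without replicate 3 (4), and not with the others. The paper's T0 candidates number 245 for VLINE1, 211 for VLINE4, 117 for VLINE5 and 139 for VLINE6, against 83, 84, 44 and 68 here. All 4 close with any single library (193, 191, 109 and 123) and with more than 5 reads (205, 181, 93 and 122), and not with the other settings.

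The paper tested 5869 loci for differential transcription, against 2215 here. No alternative closes this, with 2183 for sub-pipeline 1, 3145 by the mean rule and 40112 for every locus with a unique read. The paper's DETEs number 78 for Mock and 291 for Yeast, against 1122 and 1654 here. None of the 13 alternatives closes either. The nearest, 352 for Mock and 1012 for Yeast, come from a DESeq2 likelihood ratio test with variance-stabilised differences modelled on the supplementary methods. Its design there leaves open how T0, which has no time course, enters. As run here, its p asks only whether Yeast differed from Mock on average over time. The same p was used for the Mock list, so 352 does not count loci tested for Mock against T0. As there, danglers were used here for the 32 loci of sub-pipeline 3 alone. Changes in either direction were called here. The paper's count of up-regulated Yeast DETEs is 206, or 70.79%, against 423, or 25.6%, in the up pattern here. Neither closes with the 12 h values alone (449, 27.1%), gene-count scaling (395, 23.7%) or the time point of the largest change (462, 27.9%). The up pattern here takes in only loci whose larger mean change was late and upward. A further 374, or 22.6%, had theirs early and upward and are in the up-back pattern. Whether the paper's class includes such loci is not stated in its text. DEGs number about 3700 for Mock and about 5100 for Yeast in the paper's Fig. S18, read by eye, against 6662 and 9189 here. Both close with a log2 threshold of 1.5 (4300.0 and 6018) and with the DESeq2 likelihood ratio test with variance-stabilised differences (3119 and 5425), and not with the other alternatives. The 3119 for Mock again rests on the p for Yeast against Mock, so it is not a test against T0.

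The paper's correlation of ONT with Illumina across TE families is about 0.64 for Mock and about 0.59 for Yeast in Fig. S20, read by eye, against 0.902 and 0.846 here. Neither closes with unique-mapping counts (0.854 and 0.790) or by Pearson (0.900 and 0.843). For ONT the paper aligned reads to canonical sequences of the families, and for Illumina it took family values from TEtranscripts. Sums over loci were used here for both. Across genes, the values 0.846 and 0.806 here match the 2 decimals that Fig. S20 prints. In the paper's Fig. 7, read by eye, LINE loci with ONT reads number about 240 for Mock, against 378 here, which closes with at least 3 ONT reads (265) or at least 5 (192) and not with the mean rule (576). For Yeast, Copia loci number about 660 and LINE loci about 930 in Fig. 7, read by eye, against 323 and 87 here. Neither closes with at least 3 reads (273 and 66), at least 5 reads (253 and 56) or the mean rule (430 and 133).

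In rank, the paper has about as many candidates in Yeast as in Mock, while Yeast had fewer here, apart from the sum of replicates (15804 against 13282). It has more candidates found only in Yeast than only in Mock, while here Mock had more (905 against 581), apart from any single library (1456 and 2031), more than 5 reads (1401 and 1493), the mean of replicates (1021 and 1092) and the sum (1897 and 5187). It states that most Yeast DETEs rose, while here 792 rose and 862 fell at their largest change. More rose than fell with the DESeq2 likelihood ratio test and variance-stabilised differences (547 and 465), DESeq2 size factors (804 and 799), every locus with a unique read (3044 and 2061) and without replicate 1 (762 and 701) or 2 (721 and 586), and as many rose as fell by the mean rule (1192 each). It has most Mock DETEs in the up-back pattern, which here was the most frequent pattern but held 42.2% of them, while with gene-count scaling it held most (696 of 1122). It ranks VLINE1 first at T0 (the paper's 245, against 211 for Copia-23 and for VLINE4), while here Copia-23 (178) and Gypsy-12 (144) came first, although VLINE1 and VLINE4 had more than Copia-23 by the sum of replicates (512 and 464 against 374) and by sub-pipelines 1 and 3 (61 and 68 against 6). It has more LINE than Copia loci with ONT reads in Yeast, while here Copia had more.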

Other observations

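Several Copia families and hAT-VIHAT1 rose in Mock callus, while some Gypsy families and Copia-65 fell. The tests of explanations for fewer TE loci with reads and for the ONT library labelled Yeast were chosen after the result was seen, and the splits of the libraries were not. Copia-81 rose by a log2 fold change of 6.44 at 1 h, Copia-34 by 2.19, hAT-VIHAT1 by 1.61 and CACTA-3 by 1.51 at 3 h. Copia-65 fell by 2.00 on the log2 scale at 3 h, Gypsy-4 by 1.81 at 12 h, and Gypsy-20 by 1.92 at 3 h, although danglers gave Gypsy-20 0.51. Much of this lies at single loci, since without the top locus of each family Copia-81 had 1.22, Copia-34 0.30, CACTA-3 0.41 and Copia-65 -0.78. Danglers gave hAT-VIHAT1 0.54, and multi-mapping reads gave Gypsy-4 -0.99. Of 220 families, 137 changed over time against T0, 88 higher and 49 lower (edgeR), but 60 were higher and 80 lower with TMM on the sums, and 48 higher and 66 lower by gene totals without TMM factors. Without replicate 2 the count was 63, and without replicate 1 it was 87.

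Other splits of the libraries did not reach the counts of DETEs, DEGs and families, with only 1 split, the real one, as large for each. This excludes chance only if the libraries of a group are independent samples, and they may be technical replicates. DETEs numbered 1122 and 1654 against at most 564 and 1102 in other splits (Mock against T0, Yeast against Mock), families 137 and 181 against 56 and 150.0, and DEGs 6662 and 9189 against 3377 and 7441. For single comparisons of 3 libraries against 3 the splits are too few. The real and highest other counts were 879 and 1 TE loci and 4963 and 226 genes for Mock at 3 h against T0, and 1183 and 0 TE loci and 7662 and 0 genes for Yeast against Mock at 12 h.

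Fewer TE loci had reads in Yeast at 12 h than in Mock. Lower depth is argued against, since after thinning all libraries to the smallest the ratio of loci was still 0.583 (312 ± 15.4 against 535.0 ± 6, SD, n = 3). A like loss in every superfamily is argued against, since the change of LINE reads was 0.385 times that of Copia reads. That genes which rise in Yeast take up the counts stays open, since after thinning to equal TMM-scaled gene totals Yeast had 1.15 times the loci of Mock (631 ± 38.3 against 547 ± 7.01). No biological explanation was tested.

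The ONT library labelled Yeast lacked the response to the yeast that the Illumina libraries had at 12 h. Of 2099 genes higher in Yeast by Illumina (median log2 1.96), 6 were higher by more than 1 by ONT, with a median of -0.07. Swapped labels without compressed fold changes are argued against. These genes had a median log2 ratio of only 0.07 (0.0677) for the library labelled Mock over that labelled Yeast. Fold changes compressed by ONT under correct labels are argued against. The log2 ratios of both platforms had a Spearman's rho of -0.224 across 9735 genes (95% bootstrap interval -0.244 to -0.203). Genes are not independent replicates. Each test assumes that the other explanation is absent, so swapped labels together with compressed fold changes stay open. Across genes, the library labelled Mock had a higher rho than that labelled Yeast with the Illumina Yeast libraries of 12 h. Across TE families its mean rho was lower. That the RNA of the library labelled Yeast came from callus without the response to the yeast also stays open. Across TE families, that library's lowest rho with an Illumina Mock library of 12 h exceeded its highest with a Yeast one by 0.0558.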
